# GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation

**DOI:** 10.1016/j.xplc.2024.101069

**Published:** 2024-08-22

**Authors:** Qian Tang, Duorong Xu, Benjamin Lenzen, Andreas Brachmann, Madhura M. Yapa, Paymon Doroodian, Christian Schmitz-Linneweber, Tatsuru Masuda, Zhihua Hua, Dario Leister, Tatjana Kleine

**Keywords:** GUN1, MORF2, plastid (post)transcriptome, retrograde signaling, RIP-seq, RNA binding protein

## Abstract

Plastid biogenesis and the coordination of plastid and nuclear genome expression through anterograde and retrograde signaling are essential for plant development. GENOMES UNCOUPLED1 (GUN1) plays a central role in retrograde signaling during early plant development. The putative function of GUN1 has been extensively studied, but its molecular function remains controversial. Here, we evaluate published transcriptome data and generate our own data from *gun1* mutants grown under signaling-relevant conditions to show that editing and splicing are not relevant for GUN1-dependent retrograde signaling. Our study of the plastid (post)transcriptome of *gun1* seedlings with white and pale cotyledons demonstrates that GUN1 deficiency significantly alters the entire plastid transcriptome. By combining this result with a pentatricopeptide repeat code-based prediction and experimental validation by RNA immunoprecipitation experiments, we identified several putative targets of GUN1, including tRNAs and RNAs derived from *ycf1.2*, *rpoC1*, and *rpoC2* and the *ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* gene cluster. The absence of plastid rRNAs and the significant reduction of almost all plastid transcripts in white *gun1* mutants account for the cotyledon phenotype. Our study provides evidence for RNA binding and maturation as the long-sought molecular function of GUN1 and resolves long-standing controversies. We anticipate that our findings will serve as a basis for subsequent studies on mechanisms of plastid gene expression and will help to elucidate the function of GUN1 in retrograde signaling.

## Introduction

Chloroplasts are the characteristic organelles of algae and plants, and it is generally accepted that they are derived from ancient cyanobacteria through endosymbiosis (Archibald, 2015). During evolution, most genes of the endosymbiont were transferred to the nuclear genome, resulting in only about 100 genes being present in current plastid genomes (Kleine et al., 2009) and at least 3000 plastid proteins being encoded in the nucleus (Christian et al., 2020). As a result, most plastid multiprotein complexes, such as the plastid gene expression (PGE) machinery and the photosynthetic apparatus, are formed by a mixture of plastid- and nuclear-encoded proteins, requiring coordination of the expression of both genomes. Because most plastid proteins are encoded in the nucleus, this organelle exerts anterograde control over the plastids. For example, the process of PGE necessitates the involvement of diverse nuclear-encoded proteins that promote the transcription, splicing, trimming, and editing of RNA in organelles while simultaneously regulating their translation (Borner et al., 2015; Kleine and Leister, 2015; Small et al., 2023; Zhang et al., 2023). On the other hand, nuclear gene expression, such as expression of the so-called photosynthesis-associated nuclear genes (PhANGs), is controlled by plastid-to-nucleus retrograde signaling (Kleine and Leister, 2016; Liebers et al., 2022), which is thought to be mediated by multiple factors and sources. For instance, in seedlings treated with norflurazon (NF) or lincomycin (LIN), mRNA levels of *PhANGs* are repressed (Oelmuller et al., 1986). NF is an inhibitor of carotenoid biosynthesis (Oelmuller et al., 1986), whereas LIN targets peptidyl transferase domain V of the 23S ribosomal RNA (rRNA) of the 50S ribosomal subunit, which is the site of peptide bond formation, thereby preventing peptide bond formation (Hong et al., 2014). A mutant screen with *Arabidopsis thaliana* (*Arabidopsis* hereafter) identified a group of *genomes uncoupled* (*gun*) mutants three decades ago (Susek et al., 1993). In these mutants, expression of the *PhANG*s, in particular the marker gene *LHCB1.2*, which encodes a light-harvesting chlorophyll a/b-binding protein of photosystem (PS) II, is de-repressed in seedlings treated with an inhibitor (Susek et al., 1993). The original gun screens (Susek et al., 1993; Woodson et al., 2011) led to discovery of six *gun* mutants, five of which, *gun2* to *gun6*, are impaired in the tetrapyrrole biosynthesis pathway. The *gun1* mutant exhibits a distinct *gun* phenotype when treated with LIN, distinguishing it from the other mutants (summarized in Richter et al., 2023). *GUN1* encodes a chloroplast pentatricopeptide repeat (PPR) protein (Koussevitzky et al., 2007). PPR proteins belong to a large family, with an estimated 106 of these proteins targeted to chloroplasts (Small et al., 2023). They participate in various PGE steps, including RNA cleavage, splicing, editing, stabilization, and translation (Small et al., 2023; Zhang et al., 2023). Thus far, no other *ppr* mutant has been identified as a *gun* mutant, indicating that GUN1 is a special component of an anterograde–retrograde axis.

GUN1 is an ancient protein that evolved within the streptophyte clade of the algal ancestors of land plants before the first plants colonized land more than 470 million years ago. It has been suggested that the primary role of GUN1 is to act in PGE and that its involvement in retrograde signaling probably evolved more recently (Honkanen and Small, 2022). In fact, GUN1 contains two domains known to interact with nucleic acids, the PPR domain and a MutS-related (SMR) domain (Koussevitzky et al., 2007). Among a large number of PPR proteins, *Arabidopsis* contains only eight PPR-SMR proteins, five of which are predicted to be localized in chloroplasts (Zhang and Lu, 2019), including PLASTID TRANSCRIPTIONALLY ACTIVE 2, SUPPRESSOR OF VARIEGATION 7 (SVR7), EMBRYO DEFECTIVE 2217, SUPPRESSOR OF THYLAKOID FORMATION 1 (SOT1), and GUN1. Mutants of the first four show severe molecular and/or visible phenotypes, but only SOT1 has been shown to have an RNA-binding function (Zhou et al., 2017; Zhang and Lu, 2019). Mainly by studying *gun1* seedlings grown on inhibitors or in combination with other mutants, GUN1 has been implicated in a variety of processes in chloroplasts, such as regulation of tetrapyrrole biosynthesis (Shimizu et al., 2019), protein homeostasis (Tadini et al., 2016), ribosome maturation (Paieri et al., 2018), accumulation of certain chloroplast transcripts, and chloroplast import (Tadini et al., 2020), to name a few. Recently, GUN1 has been proposed to cooperate with MULTIPLE ORGANELLAR RNA EDITING FACTOR 2 (MORF2)/DIFFERENTIATION AND GREENING-LIKE 1 to regulate RNA editing under NF conditions (Zhao et al., 2019). In the suggested mechanism, GUN1 would not bind directly to the target RNAs. Rather, it would facilitate differential editing through its interaction with MORF2. Although GUN1 has been suggested to interact with DNA *in vitro* (Koussevitzky et al., 2007), no function in nucleic acid binding has yet been demonstrated *in vivo*, although the hypothesis that GUN1 exerts its function by binding RNA has recently been illuminated (Loudya et al., 2024). Furthermore, apart from occasional observations of pale cotyledons in a proportion of seedlings (e.g., in Ruckle et al., 2007), no clear severe phenotype has been observed.

In this study, we revisit the editing functions of GUN1 and MORF2 during retrograde signaling, define a distinct *gun1* phenotype with white cotyledons but green true leaves, examine the *gun1* (post)transcriptome in detail, and perform RNA immunoprecipitation (RIP) and electrophoretic shift experiments that strongly suggest an RNA-binding function of GUN1.

## Results

### GUN1 does not play a significant role in plastid RNA editing or splicing during retrograde signaling

On the basis of Sanger sequencing data analysis, GUN1 has been proposed to regulate plastid RNA editing during retrograde signaling (Zhao et al., 2019). Previously, RNA sequencing after rRNA depletion (long non-coding RNA sequencing [lncRNA-seq]) data covering both nuclear and organellar transcripts were generated for wild-type (WT) and *gun1-102* seedlings grown on Murashige and Skoog (MS) and NF (Habermann et al., 2020). The benefit of the lncRNA-seq technique is that its workflow involves library preparation after depletion of rRNAs rather than enrichment of mRNAs, the latter approach having been used in Zhao et al. (2019) and many other studies analyzing *gun1* mutants. Analysis of the sequences generated by Habermann et al. (2020) for splicing and editing changes revealed no significant alterations between WT and *gun1-102* when grown on MS (Supplemental Figures 1A and 1B). NF had a significant (secondary) effect on plastid splicing, which was similarly reduced in WT and *gun1-102* (Supplemental Figure 1C). Also, no major differences in editing (C-to-U base substitutions) efficiencies were observed between *gun1-102* and WT grown on MS (Supplemental Figure 1D), consistent with previous findings (Zhao et al., 2019). Editing was reduced at multiple sites in NF-treated WT (Figure 1A), confirming that editing is altered under stress exposure (Kakizaki et al., 2009; Zhao et al., 2019). According to Zhao et al. (2019), GUN1-mediated editing is particularly important under inhibitor treatment. They found that RNA editing levels in *gun1-8* and *gun1-9* increased for *clpP-559*, *ndhB-467*/*-836*, *ndhD-878*, and *rps12-i-58* but decreased for *rpoC1-488*, *ndhF-290*, *psbZ-50*, and *rpoB-338/-551/-2432* compared with the WT when grown on NF. We confirmed increased editing levels in *gun1-102* for the same sites (Figure 1A) but observed only a moderate reduction in RNA editing at two sites, *psbZ-50* (87% in WT, 82% in *gun1-102*) and *rpoB-338* (87% in WT, 79% in *gun1-102*). To account for the different growth and analysis conditions, we repeated the experiment in two different laboratories using the growth conditions employed by Zhao et al. (2019). Laboratory 1 used *gun1-102* in Sanger sequencing experiments (Figure 1B), and laboratory 2 included both *gun1-1* and *gun1-102* in amplicon sequencing experiments (Figure 1C). These experiments revealed no reproducible differences in editing efficiency between WT and *gun1* under NF conditions except for a slight reduction in *rpoC1-488* and *rpoB-551* editing.

**Figure 1:**
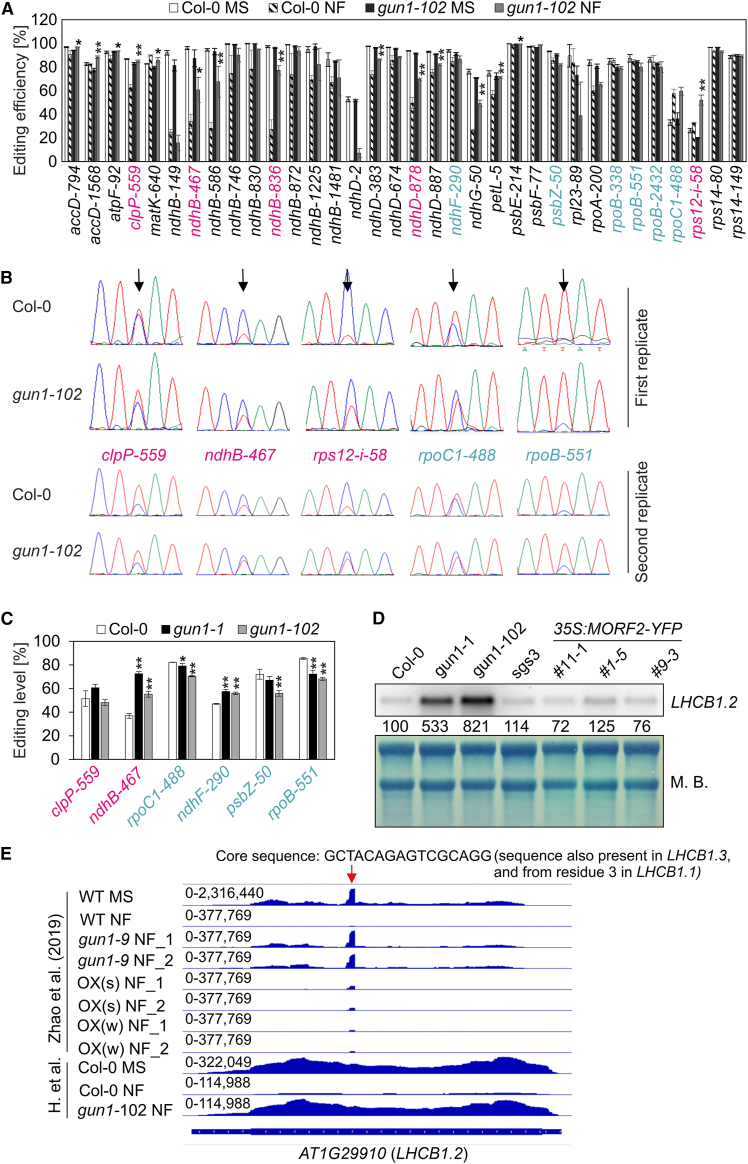
GUN1 does not play a significant role in plastid RNA editing or splicing during retrograde signaling. **(A)** RNA editing efficiencies of 4-day-old Col-0 and *gun1-102* seedlings grown on MS and norflurazon (NF) were determined using previously published RNA-seq data (Habermann et al., 2020). These sequencing data were generated to allow for the detection of organellar transcripts. Mean values ± standard deviations were obtained from three independent experiments. Statistically significant differences between Col-0 NF and *gun1-102* NF are indicated (post hoc Tukey’s HSD [honestly significant difference] test; ∗*P* < 0.05 and ∗∗*P* < 0.01). A graph showing the statistical differences between Col-0 MS and *gun1-102* MS can be found in Supplemental Figure 1. The efficiency of editing sites labeled in magenta and turquoise was found to be elevated and reduced, respectively, by Zhao et al. (2019). We also identified an unexpected increase in editing of *rpoC1* in both WT and *gun1-102* under NF treatment. Our results may vary due to the use of different analysis methods—Sanger sequencing versus lncRNA-seq data analysis—as well as discrepancies in growth media and conditions. Notably, Zhao et al. (2019) cultivated 5-day-old seedlings on MS plates without sucrose, whereas Habermann et al. (2020) used MS plates with 1.5% sucrose. Thus, to account for these variations, we repeated the experiment for selected editing sites in two distinct laboratories as shown in **(B)** and **(C)**. **(B)** Col-0 and *gun1-102* seedlings were grown in laboratory 1 for 5 days under continuous light conditions as reported by Zhao et al. (2019). The editing efficiency of the selected sites was visualized by Sanger sequencing for two biological replicates. **(C)** Col-0, *gun1-1*, and *gun1-102* seedlings were grown in laboratory 2 for 5 days under continuous light conditions as reported by Zhao et al. (2019). The editing efficiency of the selected sites was determined by amplicon sequencing. Mean values with their standard deviations are shown. Statistically significant differences between Col-0 and *gun1* seedlings are indicated (post hoc Tukey’s HSD test; ∗*P* < 0.05 and ∗∗*P* < 0.01). **(D)** Overexpression of MORF2 does not result in a significant *gun* phenotype. Steady-state levels of *LHCB1.2* transcripts in 5-day-old seedlings grown under NF conditions are shown. Col-0 serves as the WT control for *gun1* and *sgs3-1* as a control for oeMORF2 (*35S:MORF2-YFP*) lines. For each genotype, the total RNA was fractionated on a formaldehyde-containing denaturing gel, transferred to a nylon membrane, and probed with [α-^32^P]dCTP-labeled complementary DNA (cDNA) fragments specific for the transcripts encoding *LHCB1.2*. rRNA was visualized by staining the membrane with methylene blue (M.B.) and served as a loading control. Quantification of signals relative to the WT (=100) is provided below each lane. **(E)** Snapshots of reanalyzed RNA-seq data published by Zhao et al. (2019) and Habermann et al. (2020). The read depths were visualized with the Integrated Genome Browser. Whereas reads from Habermann et al. (2020) are evenly distributed across *LHCB1.2*, reads generated by Zhao et al. (2019) exhibit a prominent peak of 16 nucleotides (red arrow). The sequence of the peak (5′-GCTACAGAGTCGCAGG-3′) is also present in *LHCB1.3* and from the third nucleotide in *LHCB1.1*. The sequence of this peak coincides with the sequence of the “LHB1.2” forward primer (actually detecting *LHCB1.3* in combination with the given reverse primer) used by Zhao et al. (2019) for RT–qPCR.

To summarize, the presence of only mild editing and splicing differences between WT and *gun1* upon NF treatment argue against a major impact of these processes in GUN1 signaling.

### Overexpression of MORF2 does not result in a significant *gun* phenotype

Previously, two MORF2 overexpression lines, *MORF2OX(s)* and *MORF2OX(w)*, were constructed (Zhao et al., 2019). *MORF2OX(s)* exhibited a *gun* phenotype, as its mRNA levels of nuclear-encoded photosynthesis genes, including *LIGHT HARVESTING CHLOROPHYLL A/B BINDING PROTEIN1.2* (*LHCB1.2*), were higher than those of the WT when the seedlings were treated with NF (Zhao et al., 2019). We found that overexpression of *MORF2* in the Col-0 background induced co-suppression of *MORF2* and led to variegation phenotypes in both early seedlings and adult plants (Yapa et al., 2023), similar to those observed for *MORF2OX(s)* (Zhao et al., 2019). To prevent potential post-transcriptional co-suppression-mediated gene silencing, we introduced a *35S:MORF2-YFP* construct into *suppressor of gene silencing 3-1* (*sgs3-1*) plants (Peragine et al., 2004) (Supplemental Figure 2). At the cotyledon stage, lines *35S-MORF2-YFP #1-5* and *#11-1* exhibited phenotypes similar to those of Col-0 and *sgs3-1*. However, line *#9-3*, which had the highest induction of *MORF2* levels (Supplemental Figure 2A), displayed a reduction in the maximum quantum yield of PSII (measured as the parameter Fv/Fm) (Supplemental Figure 2B). The determination of editing levels for *ndhF-290*, *psbZ-50*, *rpoB-338*, and *rpoB-551*, sites that have been described as less edited in both *MORF2OX(s)* and *gun1–9* seedlings under NF treatment (Zhao et al., 2019), indicated that, interestingly, the editing levels of *ndhF-290* and *psbZ-50* were also compromised in our strongest *MORF2 overexpressor (#9-3) (*Supplemental Figure 3A) compared with its parent plant, *sgs3-1* (Supplemental Figure 3B).

To examine the *gun* phenotype of *35S:MORF2-YFP* lines, RT–qPCR was performed on retrograde marker genes. As expected, mRNA levels of the marker genes *LHCB1.2*, *CARBONIC ANHYDRASE 1*, and *PLASTOCYANIN* were higher in the *gun1* alleles. Although *LHCB1.2*, *CARBONIC ANHYDRASE 1*, and *PLASTOCYANIN* mRNA levels were slightly elevated in line *#9-3*, they remained significantly lower than in *gun1* mutants and similar to those in *sgs3-1* (Supplemental Figure 3C). Also, northern blot analysis showed high levels of *LHCB1.2* in *gun1* alleles but WT-like levels in the *35S:MORF2-YFP* lines (Figure 1D). We reanalyzed RNA-seq data generated for WT, *gun1-9*, *oeMORF2(s)*, and *oeMORF2(w)* (Zhao et al., 2019) and sequencing data from Habermann et al. (2020) and plotted the reads across the *LHCB1.2* gene. Whereas the data from Habermann et al. (2020) showed an even distribution of reads across *LHCB1.2*, the reads generated by Zhao et al. (2019) exhibited a prominent peak of 16 nucleotides (Figure 1E). It is predominantly this peak that is found in MORF2 overexpressors after NF treatment (Zhao et al., 2019), whereas there are almost no reads for the remainder of the *LHCB1.2* gene.

Overall, this evidence suggests that overexpression of MORF2 does not result in a significant *gun* phenotype.

### The nuclear transcriptome of white and marbled *gun1* seedlings is significantly affected

During experiments examining the role of GUN1 in NF-mediated editing changes, we observed the appearance of *gun1* seedlings with white (*gun1W*) and marbled (*gun1M*) cotyledons among the green *gun1* (*gun1G*) seedlings grown on MS medium without inhibitors (Figure 2A). This phenomenon has also been reported previously (Ruckle et al., 2007), but at lower frequencies, which we will discuss later. The phenotype was most pronounced in *gun1-102* seedlings but was also observed in *gun1-1* and *gun1-103* seedlings. The emerging true leaves turned green, suggesting that GUN1 has a specific role in chloroplast development in the cotyledons, consistent with the particular accumulation of GUN1 protein at early stages of cotyledon development (Wu et al., 2018). 

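RNA of 4-day-old *Arabidopsis thaliana* seedlings was sequenced in 4 groups of 3 libraries each. They were the wild type Col-0, whose cotyledons are green, and *gun1-102* seedlings with white (*gun1W*), marbled (*gun1M*) or green (*gun1G*) cotyledons; *gun1-102* carries a T-DNA insertion in *GUN1*. The seedlings grew under 16 h light and 8 h dark at 22 °C, with 100 µmol photons per square metre and second and 1% sucrose. The paper speaks of seedlings, and the sample labels give the tissue as cotyledon. rRNA was depleted before a stranded library was prepared, so that nuclear, plastid and mitochondrial transcripts were read together. The authors quantified transcripts with Salmon and deposited TPM (transcripts per 1000000) for 40215 gene models and their transcripts, and the plastid transcripts a second time in a table of their own. TPM sums to the same total in every library and keeps no depth, so the number of reads behind a value is unknown. The number of gene models with a TPM of at least 1 was 15439 to 16047 in Col-0, 17940 to 18383 in *gun1W*, 15831 to 17059 in *gun1M* and 15827 to 16080 in *gun1G*. TPM was summed per gene model and multiplied by 1 factor per library, the one that brings the median nuclear gene to the same level in all 12 libraries (scaled TPM). The factors were 1.21 to 1.34 in Col-0, 0.538 to 0.691 in *gun1W*, 0.908 to 1.16 in *gun1M* and 1.16 to 1.27 in *gun1G*. In TPM as deposited, the median nuclear gene lay 0.82 (log2) above Col-0 in *gun1W*, 0.19 in *gun1M* and 0.03 in *gun1G*, and with nuclear genes summed to the same total 0.19, 0.17 and 0.17. All changes are therefore relative to the median nuclear gene, for plastid transcripts too. Differences were tested with limma on log2(scaled TPM + 1), a scale that understates the change of weakly expressed genes, over the 18373 gene models outside the plastid with a TPM of at least 1 in at least 3 libraries, and a gene was called changed at an adjusted p under 0.05 and a change of at least 2-fold. The libraries are numbered as biological replicates, but nothing says that they came from separate sowings, so the p-values measure the spread between samples. AT3G06365, a gene model next to the 18S and 5.8S rRNA genes on chromosome 3, took up unequal shares of the libraries. Its share of TPM was 5.71, 8.46 and 8.42% in Col-0, 19.5, 15.1 and 4.02% in *gun1W*, 1.16, 0.745 and 10.5% in *gun1M*, and 0.219, 1.34 and 4.70% in *gun1G*.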

To obtain a general overview of RNA expression patterns in these prominent *gun1* seedlings, RNA isolated from 4-day-old Col-0 and *gun1W*, -*M*, and -*G* mutant seedlings (Figure 2B) was subjected to lncRNA-seq. Absence of transcription in a portion of exon 2 and subsequent exons of the *GUN1* gene was verified in all *gun1* mutant seedlings (Supplemental Figure 4), confirming the presence of the transfer DNA insertion in all *gun1* seedlings and validating the RNA-seq data. 

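*GUN1* transcripts were lower in green and marbled *gun1* seedlings than in Col-0. *GUN1* (AT2G31400) lies on the minus strand of chromosome 2 from 13386954 to 13390854 (TAIR10.1) and has 4 exons, of which exon 2 spans 13388123 to 13388339. Its scaled TPM was 45.5 ± 1.31 (SD, n = 3) in Col-0, 32.8 ± 6.84 in *gun1W*, 28.7 ± 6.35 in *gun1M* and 25.7 ± 4.77 in *gun1G*. The log2 fold change was −0.67 in *gun1M* (standard error 0.197, adjusted p = 0.026 from limma) and −0.82 in *gun1G* (adjusted p = 0.026 from the same test). In *gun1W* it was −0.48 and did not pass the test (adjusted p = 0.090 from limma), and in TPM as deposited it was 0.54, the opposite direction, with −0.41 in *gun1M* and −0.77 in *gun1G* no longer past the threshold. Leaving out single libraries moved the values to between −0.62 and −0.32 in *gun1W*, −0.83 and −0.55 in *gun1M*, and −0.93 and −0.66 in *gun1G*. Neither change reached 2-fold. The adjusted p under 0.05 in *gun1M* and *gun1G* was lost without any 1 of the Col-0 libraries, without replicate 1 or 2 of *gun1M* and without replicate 1 or 2 of *gun1G*, and *gun1W* passed without its replicate 1. A value per gene adds up reads over all exons, so that it cannot show the loss of transcript downstream of the insertion, and none of the deposited values is per exon.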

The strong phenotype of *gun1W* seedlings in particular suggests that the post(transcriptome) may be pleiotropically affected. The severity of the *gun1* phenotype was correlated with an increased number of de-regulated genes (Figure 2C). 

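White and marbled *gun1* seedlings departed from Col-0 in more gene models than green *gun1* seedlings. Against Col-0, 2177 of 18373 gene models changed in *gun1W*, 2385 in *gun1M* and 840 in *gun1G* (adjusted p under 0.05 from limma and at least 2-fold). In TPM as deposited the numbers were 7093, 2400 and 613, and with the share of AT3G06365 as a covariate, added after the data were seen, 2368, 1812 and 345, so that the order of *gun1W* and *gun1M* depends on the setting. Single nuclear gene models made up 1289 of the higher and 766 of the lower calls in *gun1W*, 1322 and 957 in *gun1M*, and 560 and 258 in *gun1G*, beside mitochondrial, joined and unnamed ones. At an unadjusted p under 0.05, 7324, 7781 and 4899 gene models differed. The mutant groups were also compared with each other: 919 gene models differed between *gun1W* and *gun1G*, 372 between *gun1M* and *gun1G*, and 26 between *gun1M* and *gun1W*. Over the 2950 gene models called in either, the median size of the log2 fold change was 1.24 in *gun1W* and 1.27 in *gun1M*. The 1386 gene models higher in *gun1W* than in Col-0 had a median log2 fold change of 1.51 in *gun1W*, 1.402 in *gun1M* and 0.73 in *gun1G*, and the 791 lower ones −1.32, −1.26 and −0.69. These genes were chosen by their change in *gun1W*, which enlarges the first value of each series. Between *gun1M* and *gun1G*, 248 gene models were higher and 124 lower in *gun1M*. These numbers were 122 and 64 without *gun1M* replicate 2, 121 and 52 without *gun1G* replicate 2, 118 and 55 without *gun1G* replicate 3, with 203 lower without *gun1M* replicate 3 and 204 lower without *gun1G* replicate 1.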

The expression of 3349 genes (including chimeras) changed significantly in *gun1W seedlings compared with* Col-0 (>two-fold, *P* < 0.05; Supplemental Table 1). Among these genes, 1637 showed decreased expression and 1712 showed increased expression, and the numbers of de-regulated genes in *gun1M* and *gun1G* were 3188 and 830, respectively (Figures 2C and 2D). mRNA expression of the marker gene *LHCB1.2* showed only a mild decrease compared with the significant reduction in Col-0 seedlings treated with LIN or NF. This pattern was evident for nearly all of the *LHC* members (Figure 2G).

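White cotyledons showed transcripts of heat shock and of mitochondrial stress, and fewer transcripts of sugar starvation and of the photosystems. *ELIP2* (AT4G14690), which encodes a chlorophyll-binding protein made under excess light, rose most, from a scaled TPM of 0.140 ± 0.130 in Col-0 to 93.1 ± 46.1 in *gun1W* (SD, n = 3; log2 fold change 6.21, adjusted p = 8.7e-06 from limma). *SEN1* (AT4G35770), which is induced in darkness and senescence, fell most, from 521 ± 183 to 13.8 ± 7.53 (log2 fold change −5.19). Of 12 heat shock genes, 11 were higher in *gun1W*, among them *HSP18.2* at a log2 fold change of 4.99, the cytosolic chaperone *HSP70* at 4.90 and the small heat shock protein *HSP17.6C* at 4.42. Of 8 genes of the mitochondrial retrograde response, 7 were higher, with the alternative oxidase *AOX1A* at 2.42 and the transcription factor *ANAC013* at 2.13, and none was lower.
Among all 18373 gene models, 63.7% of the calls were higher than in Col-0. In TPM as deposited the calls were 6921 higher and 172 lower (97.6% higher), and with nuclear genes summed to the same total 1905 higher and 510 lower (78.9% higher). Next to *ELIP2*, the largest increases were in *BCB* (log2 fold change 5.24), a blue copper protein, *ELIP1* (5.13), *HSP18.2* and *Hsp70-2* (4.98). The largest decreases after *SEN1* were in *XTH15* (−4.99), an enzyme of the cell wall, in AT1G75945, which was listed at 0 in all *gun1W* libraries, in AT1G64795 (−4.74), and in *ESM1* (−4.55), a gene of glucosinolate breakdown, whose scaled TPM was 66.9 ± 3.89 in Col-0, 1.899 ± 0.326 in *gun1W*, 7.83 ± 0.478 in *gun1M* and 57.2 ± 10.1 in *gun1G*. AT1G75945 and AT1G64795 were near 0 in *gun1M* and *gun1G* too.
Gene lists were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01 between genes. The heat shock genes had a median log2 fold change of 3.42 (adjusted p = 4.1e-07, 0.308 with an estimated correlation) and the mitochondrial retrograde genes of 2.34 (adjusted p = 6.6e-05, 0.292 with an estimated correlation). Of 9 genes of sugar starvation, 5 of them for the breakdown of branched-chain amino acids, 9 were lower (median −2.03, adjusted p = 7.3e-06, 0.308 with an estimated correlation), with *BCAT-2* at −3.29, *MCCA* at −2.51 and *IVD* at −2.25. Of 26 nuclear photosystem subunits, 10 were lower and none was higher; their median was −0.92 (adjusted p = 9.8e-11, 0.117 with an estimated correlation) but 0.13 in TPM as deposited, where the calls of *PSBQ2* (−1.62) and *PSBP1* (−1.42), of the oxygen-evolving complex, and of *PSAD1* (−1.37), of photosystem I, were lost. Of 10 genes of anthocyanin and flavonoid synthesis, 8 were higher (median 1.14, adjusted p = 1.9e-05, 0.292 with an estimated correlation), among them chalcone synthase *TT4* (2.63), and of 11 jasmonate genes 7 were higher (median 1.31, adjusted p = 0.00066, 0.214 with an estimated correlation), among them *JAZ10* (3.00) and *OPR3* (2.19). Adjusted over the list alone, these lists gave the same counts in *gun1W*. No list held with the estimated correlation in *gun1W*, a test that allows for genes of a list moving together.

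**Figure D1:**
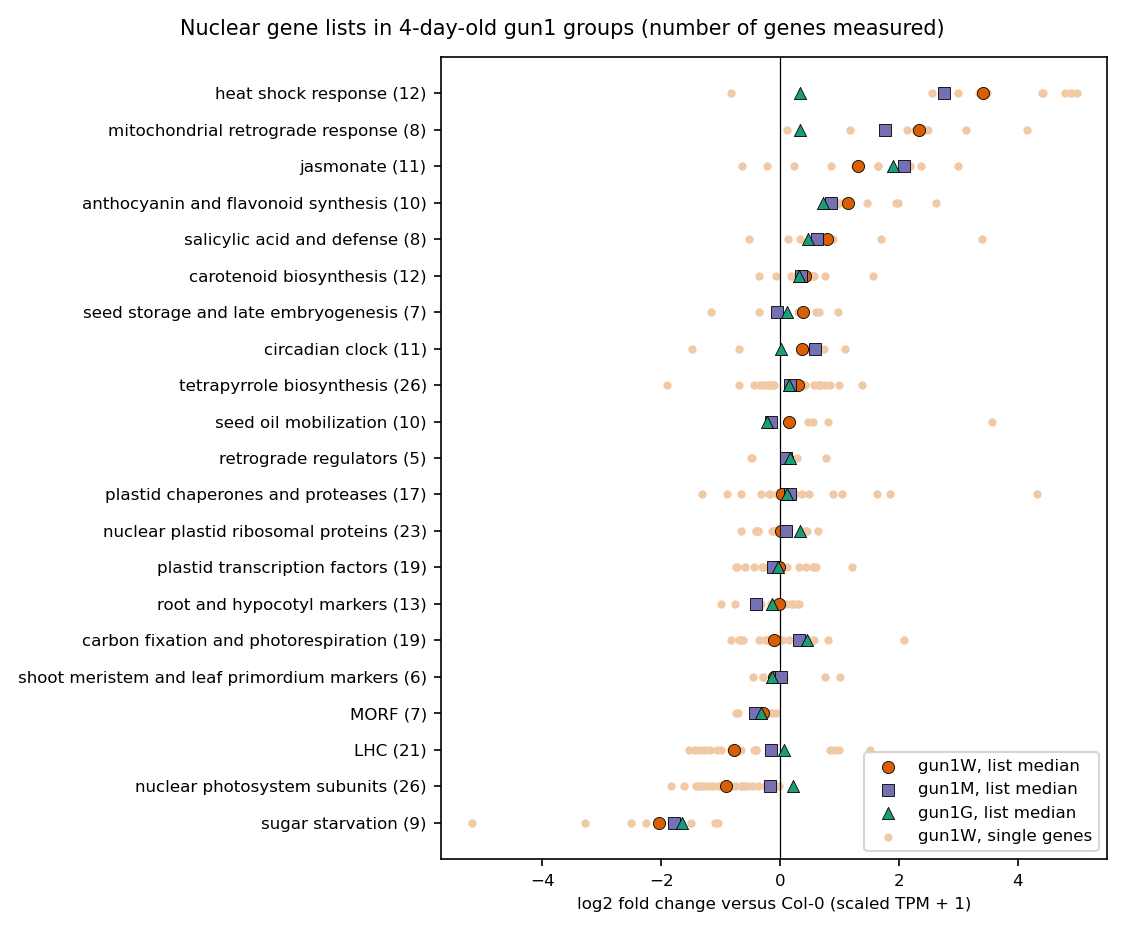
Median log2 fold change against Col-0 of each nuclear gene list in *gun1W*, *gun1M* and *gun1G*, with the single genes of *gun1W* as points, on scaled TPM with 3 libraries per group. The heat shock list lies at 3.42 in *gun1W* and the sugar starvation list at −2.03, whereas the photosystem list at −0.92 and the LHC list at −0.78 lie above Col-0 in TPM as deposited (0.13 and 0.26).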

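Marbled seedlings repeated most of the changes of white seedlings, and green *gun1* seedlings shared those of sugar starvation and jasmonate but not those of heat shock. Of the gene models changed in *gun1M*, 1403 were higher and 982 lower than in Col-0, and in *gun1G* 568 were higher and 272 lower (limma, 3 libraries per group). Single genes are named here among nuclear gene models with a mean TPM of at least 5 in the higher group and all 3 libraries beyond those of Col-0. Among these, *COR15A* (AT2G42540), which encodes a cold-induced protein of the chloroplast stroma, rose most in both, from a scaled TPM of 0.183 ± 0.167 in Col-0 to 62.4 ± 38.2 in *gun1M* and 89.1 ± 18.21 in *gun1G* (SD, n = 3). Its log2 fold changes were 5.47 and 6.24. The plastid heat shock protein *HSP21* had 4.86 in *gun1M* and 0.11 in *gun1G*, and *ELIP2* 4.83 in *gun1M*.
Of the higher gene models, 1054 were called in both *gun1W* and *gun1M*, 390 in both *gun1W* and *gun1G*, 442 in both *gun1M* and *gun1G*, and 376 in all 3 groups. Independent lists of these sizes would share 105.8, 42.8 and 43.4. Of the lower ones, 558 were called in both *gun1W* and *gun1M*, 160 in both *gun1W* and *gun1G*, 210 in both *gun1M* and *gun1G*, and 156 in all 3, and independent lists would share 42.3, 11.7 and 14.5. No gene model was called in opposite directions in *gun1W* and *gun1M*. Across gene models, which are not independent replicates, the log2 fold changes of *gun1W* and *gun1M* had a Pearson r of 0.89 (simulated unchanged groups 0.50) and a covariance of 0.513 (simulated 0.041). The r was 0.68 between *gun1W* and *gun1G* and 0.80 between *gun1M* and *gun1G* (simulated unchanged groups 0.50 in both). All of these comparisons share the 3 Col-0 libraries, which the numbers for independent lists do not allow for and the simulated groups do.
In *gun1G*, the largest increases after *COR15A* were in AT1G51090 (4.00), the zinc finger factor *STZ* (3.99), the galactinol synthase *GolS3* (3.78), the mitochondrial carrier *DIC2* (3.73) and *CORI3* (3.63). The largest decreases were in AT1G64795, listed at 0 in all *gun1G* libraries, in AT1G75945 (−4.12), in the threonine aldolase *THA1* (−3.20), in *MRD1* (−3.01), in *BCAT-2* (−2.77) and in AT2G15880 (−2.55). The call of *THA1* was lost without Col-0 replicate 1 (−2.99), Col-0 replicate 3 (−2.95) or *gun1G* replicate 3 (−2.63), and those of *BCAT-2* and AT2G15880 were lost without most single libraries, at values between −3.11 and −2.03 and between −2.71 and −2.11. In *gun1M*, the largest decrease was in AT1G73120 (−4.69), followed by AT1G75945 (−4.64), *XTH15* (−4.58), AT2G15880 (−4.46), AT1G64795 (−4.26) and the plastid J-domain protein *J8* (−3.66).
The counts in *gun1G* depended on single libraries: 299 higher and 73 lower were called without Col-0 replicate 1, 325 and 75 without *gun1G* replicate 1, and 116 lower without Col-0 replicate 3. With the share of AT3G06365 as a covariate, added after the data were seen, 345 gene models were called in *gun1G* and 1812 in *gun1M*. The lower gene models of *gun1M* were 598 without *gun1M* replicate 2. In TPM as deposited the calls were 1871 higher and 529 lower in *gun1M* (78.0% higher, against 58.8% in scaled TPM), and with nuclear genes summed to the same total 1881 and 653 in *gun1M* (74.2% higher) and 803 and 133 in *gun1G* (85.8% higher, against 67.6%).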

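Most transcripts of the light-harvesting chlorophyll-binding proteins were lower in white cotyledons than in Col-0. *LHCB1.2* (AT1G29910; chromosome 1 from 10472280 to 10473502) had a scaled TPM of 1440 ± 147 (SD, n = 3) in Col-0, 497 ± 65.5 in *gun1W*, 874 ± 164 in *gun1M* and 1289 ± 116 in *gun1G*. Its log2 fold change was −1.54 in *gun1W* (standard error 0.176, adjusted p = 0.00013 from limma), −0.73 in *gun1M* and −0.16 in *gun1G*, and −0.49 in *gun1W* in TPM as deposited, below the threshold. Of 21 *LHC* genes, those of Fig. 2E with *LHCB2.2* added, 17 lay below Col-0 in *gun1W* and 14 were lower at an adjusted p under 0.05, 6 of them by at least 2-fold, whereas in TPM as deposited none was called lower and 4 were called higher.
Besides *LHCB1.2*, those called lower were *LHCA4* (log2 fold change −1.43), *LHCB2.3* (−1.35), *LHCB1.5* (−1.26), *LHCB1.4* (−1.18) and *LHCA1* (−1.05). The call of *LHCA1* was lost without Col-0 replicate 3 (−0.99), *gun1W* replicate 2 (−0.998) or *gun1W* replicate 3 (−0.93). *LHCB4.3* was called higher in *gun1W* (1.52), from a scaled TPM of 1.89 ± 0.0664 to 7.43 ± 1.78. Of the others above Col-0, *LHCB7* (1.00), *LHCA5* (0.92) and *LHCA6* (0.84) did not reach 2-fold. The median of the 21 genes was −0.78 in *gun1W* (camera adjusted p = 7.2e-05, 0.537 with an estimated correlation), −0.15 in *gun1M* and 0.06 in *gun1G*, and in *gun1W* −0.53 with nuclear genes summed to the same total, −0.91 after quantile normalization, and 0.26, above Col-0, in TPM as deposited. In *gun1M*, *LHCA1* (−0.65), *LHCA4* (−0.57), *LHCB1.2* and *LHCB1.5* (−0.72) were lower at an adjusted p under 0.05, each by less than 2-fold, and 4 were called higher, *LHCA5*, *LHCA6*, *LHCB4.3* and *LHCB7*, and the call of *LHCB4.3* (1.18) was lost without *gun1M* replicate 2 (0.92); in *gun1G* none was called. The genes of the *LHCB1* family are near-identical copies, so that reads may be divided between them and their single values are uncertain.
The paper compares the *LHC* genes of *gun1W* with those of Col-0 treated with lincomycin (LIN), an inhibitor of plastid translation, or with norflurazon (NF), an inhibitor of carotenoid synthesis, and these treatments are not among the libraries.

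**Figure D2:**
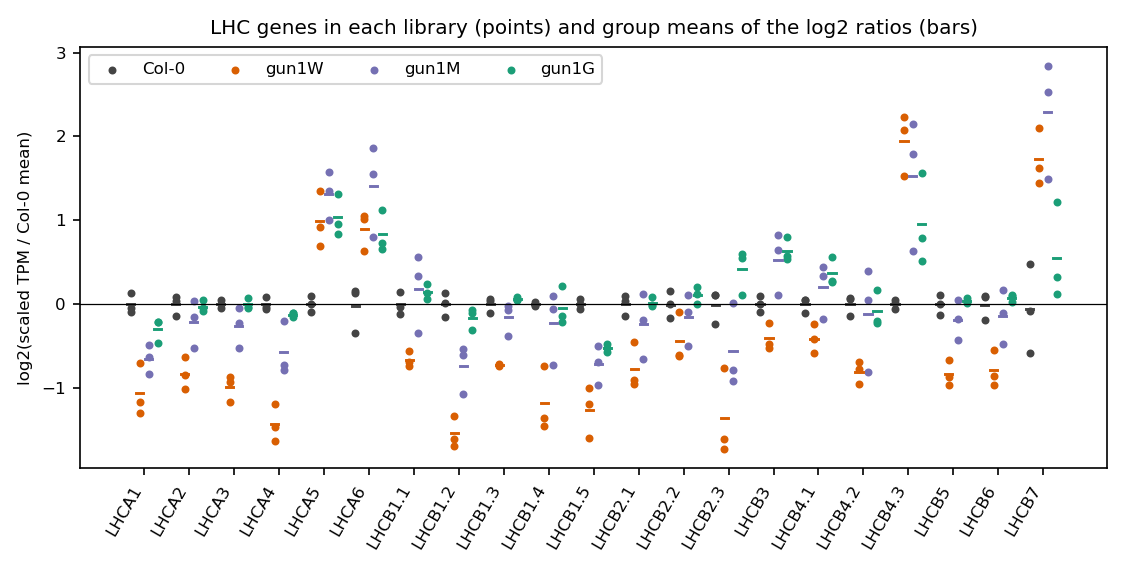
Log2 ratio of scaled TPM to the Col-0 mean for each *LHC* gene in *gun1W*, *gun1M* and *gun1G*; points are libraries and bars are group means (n = 3). Most genes lie below 0 in *gun1W*, with *LHCB4.3*, *LHCB7*, *LHCA5* and *LHCA6* above it; in TPM as deposited the median gene lies above 0 (0.26).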

**Figure 2:**
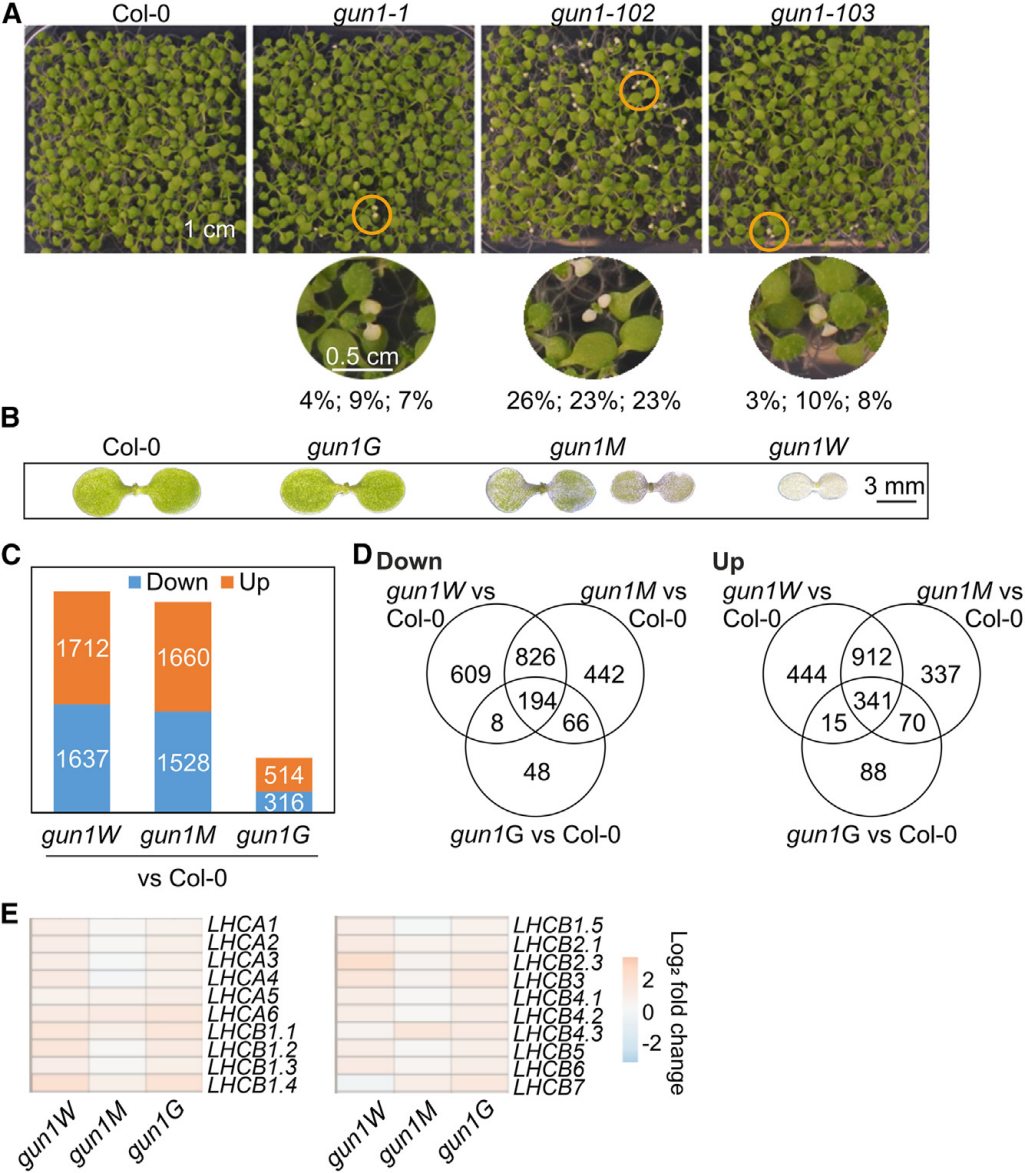
The nuclear transcriptome of white and marbled *gun1* seedlings is significantly affected. **(A)** Phenotypes of 10-day-old Col-0, *gun1-1*, *gun1-102*, and *gun1-103* seedlings grown on MS without inhibitor supplementation under 16-h light/8-h dark conditions. Zoomed-in images were taken of white seedlings, denoted by the circles below the overview pictures. The percentages of abnormal seedlings (white and marbled cotyledons) were calculated for three different seed batches. **(B)** Phenotypes of Col-0, *gun1G*, *gun1M*, and *gun1W* seedlings (derived from *gun1-102*). (**C)** Analysis of transcriptome changes in white (*gun1W*), marbled (*gun1M*), and green (*gun1G*) *gun1-102* mutant seedlings. The numbers represent genes with at least a two-fold reduction (down) or elevation (up) compared with the Col-0 WT control. **(D)** Venn diagrams depicting the degree of overlap between the sets of genes whose expression levels were altered at least two-fold in *gun1W*, *gun1M*, and *gun1G* compared with the Col-0 control. **(E)** Heatmap showing transcript accumulation of genes encoding chlorophyll *a*/*b* binding proteins.

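Heat shock genes, and fewer genes of mitochondrial stress, were higher in white and marbled seedlings than in green *gun1* seedlings. Against *gun1G*, 11 of 12 heat shock genes were higher in *gun1W* (median log2 fold change 3.01, camera adjusted p = 8.0e-10, 0.357 with an estimated correlation), and 6 of 8 mitochondrial retrograde genes (median 1.92, adjusted p = 6.7e-05, 0.357 with an estimated correlation). In *gun1M* against *gun1G*, 9 heat shock genes (11 adjusted over the list alone; median 2.52, adjusted p = 1.3e-09) and 3 mitochondrial retrograde genes (6 adjusted over the list alone; median 1.39, adjusted p = 4.3e-05) were higher, and both lists were lost with an estimated correlation (0.387). In *gun1M* against Col-0, the medians were 2.75 and 1.76, with 11 and 7 genes called higher. In *gun1G* they were 0.33 and 0.33, with none called. Of 26 photosystem subunits, 13 were lower in *gun1W* than in *gun1G*, with a median of −0.97 that held with an estimated correlation (adjusted p = 0.0178) but was 0.03 in TPM as deposited.
Jasmonate genes rose in all 3 mutant groups, with 9 of 11 called higher in *gun1G* (median 1.896, adjusted p = 3.9e-08, and 0.0325 with an estimated correlation) and 8 in *gun1M* (9 adjusted over the list alone; median 2.09, adjusted p = 6.9e-06, 0.0840 with an estimated correlation), among them *AOS* (1.93 in *gun1G*), an enzyme of jasmonate synthesis. Sugar starvation genes fell in all 3, with 7 of 9 lower in *gun1M* (8 adjusted over the list alone; median −1.78) and 6 in *gun1G* (8 adjusted over the list alone; median −1.66; camera 5.7e-05 and 1.9e-06, lost with an estimated correlation). Of 10 anthocyanin genes, 4 were higher in *gun1M* (median 0.86) and 4 in *gun1G* (5 adjusted over the list alone; median 0.72).
Other lists moved less in *gun1W*, the only group for which they are given here. Of 26 tetrapyrrole genes in *gun1W*, *HEMA2* (1.38) was higher and the protochlorophyllide reductase *PORB* (−1.90) lower, and the median was 0.30. Of 17 plastid chaperones and proteases, 4 were higher, among them *HSP21* (4.32) and *CPN60A* (1.86), and *CLPC1* (−1.32), named after its value was seen, was lower. The carbon fixation list had a median of −0.09 in *gun1W*, which was 0.95 in TPM as deposited, and *RBCS1B*, a small subunit of Rubisco, was higher (2.09). The carotenoid list had a median of 0.42 (adjusted p = 0.016, 0.441 with an estimated correlation; call lost without Col-0 replicate 1, 0.29) with *BETA-OHASE1* (1.56) higher. The salicylic acid list had 0.78 (adjusted p = 0.0102, 0.292 with an estimated correlation), with *WRKY40* (3.39) and *WRKY33* (1.70) higher. Nuclear plastid ribosomal proteins had a median of 0.02 and none of 23 called, and the MORF factors of RNA editing in plastids and mitochondria −0.28 and none of 7 called, without *MORF2*, which is absent from the reference table and was left out of the list. Plastid transcription factors had a median of −0.02, with *SIG5* (1.22; call lost without Col-0 replicate 1, 1.12) higher. Of the remaining lists, clock genes had a median of 0.38 with *PRR7* (−1.47) lower, root and hypocotyl markers −0.03, shoot meristem and leaf primordium markers −0.11, retrograde regulators 0.12, seed storage genes 0.38, and seed oil genes 0.15 with the isocitrate lyase *ICL* (3.56) higher. The glyoxylate enzyme *ICL* was the only one of the 10 seed oil genes called.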

In summary, the lack of GUN1 in *gun1W* and *gun1M* seedlings has a substantial effect on the nuclear transcriptome, but expression of *LHC* transcripts is only mildly decreased.

### GUN1 deficiency has a significant impact on the entire chloroplast transcriptome

Both NF- and LIN-treated seedlings are bleached to the same degree as *gun1W* seedlings. Therefore, the following analyses involve data previously generated from NF-treated (Habermann et al., 2020) and LIN-treated (Xu et al., 2020) seedlings to account for putative pleiotropic effects in *gun1W* seedlings. Reads from these published data sets were analyzed using the same methodology as that used for our own data (Supplemental Tables 2 and 3). For the plastid transcriptome, we aimed to identify loci for which the relative ratio of editing or splicing was lower in *gun1W*/Col-0, progressively rescued in *gun1M*/Col-0 and *gun1G*/Col-0, and WT-like in NF/MS or LIN/MS. We concluded that the absence of GUN1 does not result in significant changes in chloroplast splicing or editing events (Supplemental Figures 5 and 6). However, plastid transcript levels of 91 out of 133 transcripts (including tRNAs, rRNA, and inverted repeats) were significantly reduced in *gun1W* compared with WT, and no transcripts were significantly induced (Supplemental Table 2). 

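Plastid transcripts were scarce in white cotyledons, close to Col-0 in green *gun1* cotyledons, and between these in marbled ones. Of 97 plastid gene models with a value above 0 in at least 3 libraries, 77 were lower in *gun1W* than in Col-0 at an adjusted p under 0.05 from limma, 72 of them by at least 2-fold, and none was higher, also at an unadjusted p under 0.05. *psbA* (ATCG00020), which encodes the D1 protein of photosystem II, had a scaled TPM of 131302 ± 30858 (SD, n = 3) in Col-0 and 8118 ± 1751 in *gun1W* (log2 fold change −4.01, adjusted p = 2.0e-08 from limma). *rbcL* (ATCG00490), the large subunit of Rubisco, had 27770 ± 3281 and 3150 ± 340 (log2 fold change −3.14, adjusted p = 2.1e-08). *psbA* stood at 61.9% of Col-0 in *gun1M* and 107% in *gun1G*, and *rbcL* at 82.5 and 103%.
These changes are relative to nuclear transcripts. As a share of the plastid total, 13 models were lower and 33 higher in *gun1W*, and in values as deposited 58 were lower and 9 higher; without Col-0 replicate 3, 1 was higher. The 77 lower models were 65 of 77 protein-coding genes, 3 of 5 tRNA precursors, 3 of 3 rRNA models (*rrn16S.1* and both copies of *rrn23S*) and 6 of 12 models that join neighbouring genes. The median over all 97 was −2.36, and 88 lay below 0. Among the photosystem I genes, *psaA* had −2.96 and *psaB* −2.93. For *rrn16S.1* the log2 fold change was −4.27 in *gun1W* and −2.66 in *gun1M*, from 508 ± 461 in Col-0, a spread as large as the mean in libraries from which rRNA had been depleted.
In *gun1M*, 24 models were lower and 11 higher than in Col-0 (18 lower and 7 higher by at least 2-fold). These counts ranged from 12 lower and 4 higher without Col-0 replicate 1 to 30 lower and 17 higher without *gun1M* replicate 3, with 13 lower without *gun1M* replicate 2 and 4 higher without *gun1M* replicate 1, and 11 were lower in values as deposited. In *gun1G*, *rrn23S.2*, listed at 0 in every *gun1W* and *gun1G* library, was lower. Its other copy *rrn23S.1* was not called in *gun1G* (log2 fold change −1.22, adjusted p = 0.679 from limma), and reads may be divided between the copies. A model that joins *trnI* and *trnA* (ATCG00930-ATCG00940) was higher in *gun1G* (log2 fold change 1.05). This model was not called without Col-0 replicate 1 or 3 or *gun1G* replicate 2 or 3, which left none higher. At an unadjusted p under 0.05, 8 were lower and 4 higher in *gun1G*. Another 43 plastid gene models had too few values to be tested, of which 37 were listed at 0 in all libraries.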

Transcription of chloroplast genes relies on plastid-encoded polymerases (PEPs) and nuclear-encoded polymerases (NEPs) (Borner et al., 2015; Liebers et al., 2018). No clear conclusion can be drawn about PEP- or NEP-dependent transcription in *gun1W*: expression of the so-called PEP-dependent genes was lower in *gun1W* than in Col-0, as was that of the genes transcribed by PEP and NEP, although to a lesser extent. 

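Genes read by the plastid-encoded polymerase (PEP) were low in white cotyledons. Of the 10 PEP-dependent genes of Fig. 3, 9 were measured and all 9 were lower in *gun1W* than in Col-0 at an adjusted p under 0.05 from limma, with a median of 12.0% of Col-0. *psbC* (ATCG00280), a chlorophyll-binding protein of photosystem II, fell from a scaled TPM of 7066 ± 336 to 442 ± 154 (SD, n = 3; log2 fold change −4.06), and *psbE* from 55523 ± 7622 to 6838 ± 403. Of the 11 genes read by PEP and NEP, 8 were lower and none higher in *gun1W*, with a median of 17.65% of Col-0. The genes not called were *rpl33*, *rps16* and *rps18*, ribosomal proteins.
As log2 fold changes in *gun1W*, the medians were −3.05 for PEP and −2.39 for PEP and NEP (−1.94 without Col-0 replicate 3), in values as deposited −2.01 and −1.37, and as a share of the plastid total −0.29 and 0.33, which reverses the direction of the second group and leaves 5 and 1 genes called lower. In *gun1M*, 5 PEP genes were lower (6 adjusted over the list alone; median −0.68) and of the PEP and NEP genes 3 were lower and 2 higher (4 and 2 adjusted over the list alone; median −0.30, 0.13 as a share of the plastid total). *psbC* was at 26.9% of Col-0 in *gun1M*. In *gun1G* none was called in either group (1 lower adjusted over the list alone in the PEP group), with medians of 0.04, which was −0.03 as a share of the plastid total, and 0.18. Against the other plastid genes, camera gave the PEP group an adjusted p of 0.025 in *gun1W*, which was 0.685 with an estimated correlation.

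**Figure D3:**
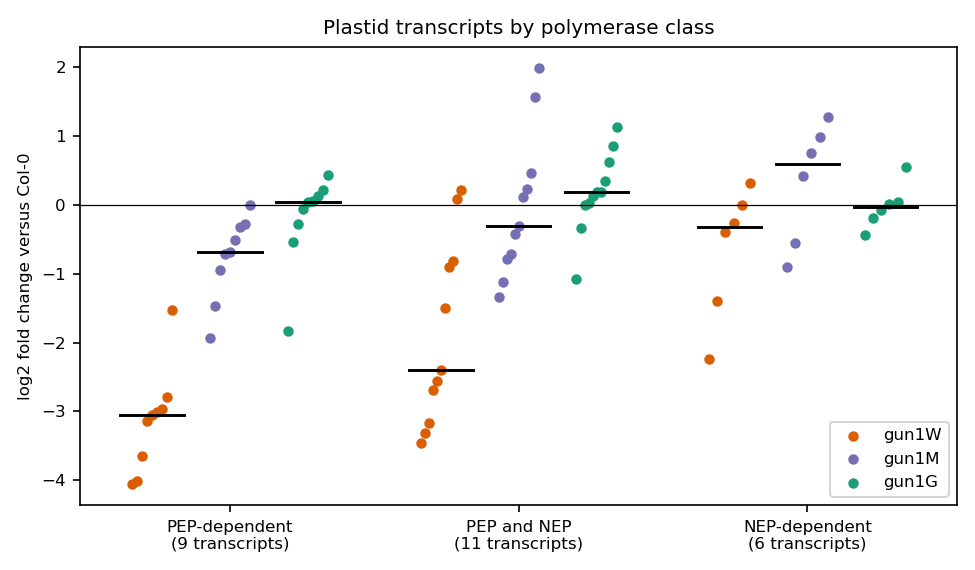
Log2 fold change against Col-0 of the genes of Fig. 3 by polymerase (9 PEP, 11 PEP and NEP, 6 NEP) in *gun1W*, *gun1M* and *gun1G*; points are transcripts and bars are medians. In *gun1W* the medians are −3.05, −2.39 and −0.33 relative to nuclear transcripts, and −0.29, 0.33 and 2.43 as shares of the plastid total.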

NEP-dependent gene expression was also reduced or in the range of Col-0 (Figure 3; Supplemental Table 2). 

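Of the 6 NEP-dependent genes, *accD* and *rpoA* were lower in white cotyledons and the other 4 did not pass the test. *accD* (ATCG00500), a subunit of acetyl-CoA carboxylase, fell from a scaled TPM of 243 ± 19.9 in Col-0 to 92.5 ± 15.9 in *gun1W* (SD, n = 3; log2 fold change −1.39, adjusted p = 0.00052 from limma; −0.35 and not called in values as deposited, 1.36 as a share of the plastid total). The polymerase subunit genes *rpoB*, *rpoC1* and *rpoC2* had log2 fold changes of 0.32, −0.26 and −0.00, and in values as deposited 1.36, 0.78 and 1.03, with *rpoB* then called higher. *ycf2.1* had −0.39, and 0.65 in values as deposited. The median of the group was 80.5% of Col-0, a log2 fold change of −0.33 that was 0.71 in values as deposited and 2.43 as a share of the plastid total, above Col-0 under both. In *gun1M*, *rpoC2* (1.28), *rpoB* (0.98) and *ycf2.1* (0.75) were higher than in Col-0 and none of the 6 was lower (median 0.58). In *gun1G* none was called (median −0.03, and 0.01 in values as deposited). Against the other plastid genes, camera gave the NEP group an adjusted p of 0.032 in *gun1W*, which was 0.685 with an estimated correlation.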

Note that in the following, our focus is on protein-coding genes, as tRNAs and rRNAs are not reliably detected by the RNA-seq protocol used. 

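Plastid genes that encode mainly ribosomal proteins, the list of Supplemental Figure 7A, were low in white cotyledons, with a median log2 fold change of −1.995 over the list in *gun1W* against Col-0. *rpl16* (ATCG00790; plastid genome from 81189 to 82652) had a log2 fold change of −3.16, from a scaled TPM of 9167 ± 6513 in Col-0 to 992 ± 536 in *gun1W* (SD, n = 3), which is 10.8% of Col-0. *rpl33* (−0.90, adjusted p = 0.082) and *rpl36* (−1.37, adjusted p = 0.355) did not pass limma's test, and *rpl33* passed without Col-0 replicate 3 (−1.41).
The list was chosen by the study on these libraries, so that its median is no independent evidence. *rpl20* fell from 2721 ± 1361 to 1175 ± 696 (log2 fold change −1.31, adjusted p = 0.038 from limma). Its call was lost without Col-0 replicate 3 (−0.93), *gun1W* replicate 2 (−1.41) or *gun1W* replicate 3 (−0.77), and in values as deposited (−0.26). The median of the list in *gun1W* was −1.06 in values as deposited and 0.46 as a share of the plastid total. It was −0.70 in *gun1M*, and in *gun1G* 0.04, which was −0.04 as a share of the plastid total. *rpl33* stood at 0.11, above Col-0, in values as deposited. Treatments with NF or LIN are not among these libraries.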

When we examined transcript accumulation of protein-coding genes in *gun1W* and NF- and LIN-treated Col-0 seedlings in parallel, we observed, remarkably, that 16 transcripts (excluding transcripts from inverted repeat B) were exclusively decreased in *gun1W* (Figure 4A; Supplemental Figure 7A; Supplemental Tables 2 and 3). This may be due to the use of different growth conditions. Whereas we used 4-day-old seedlings grown under long-day conditions, the NF-treated (Habermann et al., 2020) and LIN-treated (Xu et al., 2020) seedlings were grown under continuous light conditions for 4 and 5 days, respectively. We therefore performed an RT–qPCR experiment using seedlings grown under the same growth conditions (4-day-old seedlings grown under long days) and confirmed the transcript accumulation behavior of *rpl16* and *rpl20* (Figure 4B). Apart from a few genes, most plastid genes belong to polycistronic units and are co-transcribed (Shahar et al., 2019). 

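A plastid operon of ribosomal protein genes that ends in *rpoA*, which encodes the alpha subunit of the plastid-encoded polymerase, was low in white cotyledons. The study chose it on these libraries for a stepwise rise from *gun1W* to *gun1G*, so that its order over the groups is no independent evidence. *rpoA* (ATCG00740; minus strand from 77901 to 78890) had a scaled TPM of 531 ± 118 in Col-0 and 115 ± 39.9 in *gun1W* (SD, n = 3; log2 fold change −2.24, adjusted p = 0.00019 from limma), and stood at 21.6% of Col-0 in *gun1W*, 58.1% in *gun1M* and 102% in *gun1G*. *rpl36*, with a scaled TPM of 6.80 ± 5.92 in Col-0, was not called in *gun1W*.
The median log2 fold change of the operon was −2.48 in *gun1W*, −1.14 in *gun1M* and 0.06 in *gun1G* (−0.02 as a share of the plastid total). In *gun1W* it was −1.44 in values as deposited and 0.17 as a share of the plastid total, where *rpoA* itself was at 0.52. In *gun1M*, *rpl16* (−1.87), *rpl22* (−1.27) and *rpl2.1* (−1.36) were lower. Over all 97 plastid gene models, 63 had means in the order *gun1W*, *gun1M*, *gun1G*, and 14 as a share of the plastid total, where the loss of plastid RNA common to all is taken out; 71 were higher in *gun1M* than in *gun1W* (8 as a share) and 17 higher in *gun1G* than in *gun1M*. The last number was 5 without *gun1G* replicate 2, 6 without *gun1G* replicate 3, and 11 without Col-0 replicate 1, *gun1W* replicate 1, *gun1M* replicate 2 or *gun1G* replicate 1.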

A closer look at transcripts exclusively reduced in *gun1W*, gradually increased in *gun1M*, and WT-like in *gun1G* drew our attention to a large polycistron containing *rpoA* along with several *rps* and *rpl* genes (Supplemental Figure 7B). Inspection of the coverage plots and transcript accumulation data revealed a comparable behavior for *ycf1.2*, *rps15*, and the *ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* gene cluster (Figure 4C). 

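The genes from *ycf1.2* to *ndhD*, most of them subunits of the chloroplast NADH dehydrogenase-like complex, were all lower in white cotyledons. *ndhG* (ATCG01080; plastid genome from 118377 to 118907) had a scaled TPM of 1248 ± 99.1 in Col-0 and 195 ± 10.2 in *gun1W* (SD, n = 3; log2 fold change −2.67), which is 15.6% of Col-0, and it stood at 86.2% in *gun1M* and 96.6% in *gun1G*. *ycf1.2* (ATCG01130) fell from 224 ± 135 to 39.6 ± 17.44 (log2 fold change −2.39, adjusted p = 0.00076 from limma), which is 17.65% of Col-0, with 38.0% in *gun1M* and 137% in *gun1G*. All 9 genes were lower in *gun1W* at an adjusted p under 0.05, also adjusted over the list alone.
The change was largest for *ndhA* (−3.05) and smallest for *rps15* (−1.37), and *ndhD* had −1.57. The median was 18.19% of Col-0, a log2 fold change of −2.39 that was −1.37 in values as deposited, −1.997 without Col-0 replicate 3 and −2.06 without *gun1W* replicate 3. As a share of the plastid total it was 0.33 with none lower, and there *ndhG* was at 0.09, *ndhD* at 1.19 and *ycf1.2* at 0.33. In *gun1M*, *ndhA* was lower (−0.68, adjusted p = 0.029 from limma; not called adjusted over the list alone) and the median of −0.18 was 0.08 in values as deposited. In *gun1G* none was called, and the median was 0.07 (−0.01 as a share of the plastid total). The means of 7 of the 9 genes rose from *gun1W* over *gun1M* to *gun1G*, but the study chose the genes on these libraries for such a rise, and 1 of the 9 was called higher in *gun1G* than in *gun1M*.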

The downregulation of transcripts was verified by northern blot detection of *ndhG* and *ycf1.2* (Figure 4D). It is noteworthy that although *ndhG* transcripts did not appear to be reduced in the RNA-seq data of Habermann et al. (2020), the transcript pattern and abundance in *gun1W* plants looked the same as those in Col-0 NF plants under our growth conditions, and therefore, a secondary effect of reduced *ndhG* transcripts in *gun1* seedlings cannot be excluded at this stage. By contrast, *ycf1.2* transcripts appear to be specifically reduced in *gun1W* compared with inhibitor-treated WT. In addition, during the quality control of RNA for sequencing, we observed strong rRNA depletion in *gun1W*, which was gradually rescued in *gun1M* and completely restored in *gun1G* (Figure 4D; Supplemental Figure 8A). The rRNA depletion phenotype was similar to that of Col-0 seedlings treated with NF or LIN (Figure 4D). Therefore, also for this pattern, a secondary effect cannot be excluded at this stage.

**Figure 3:**
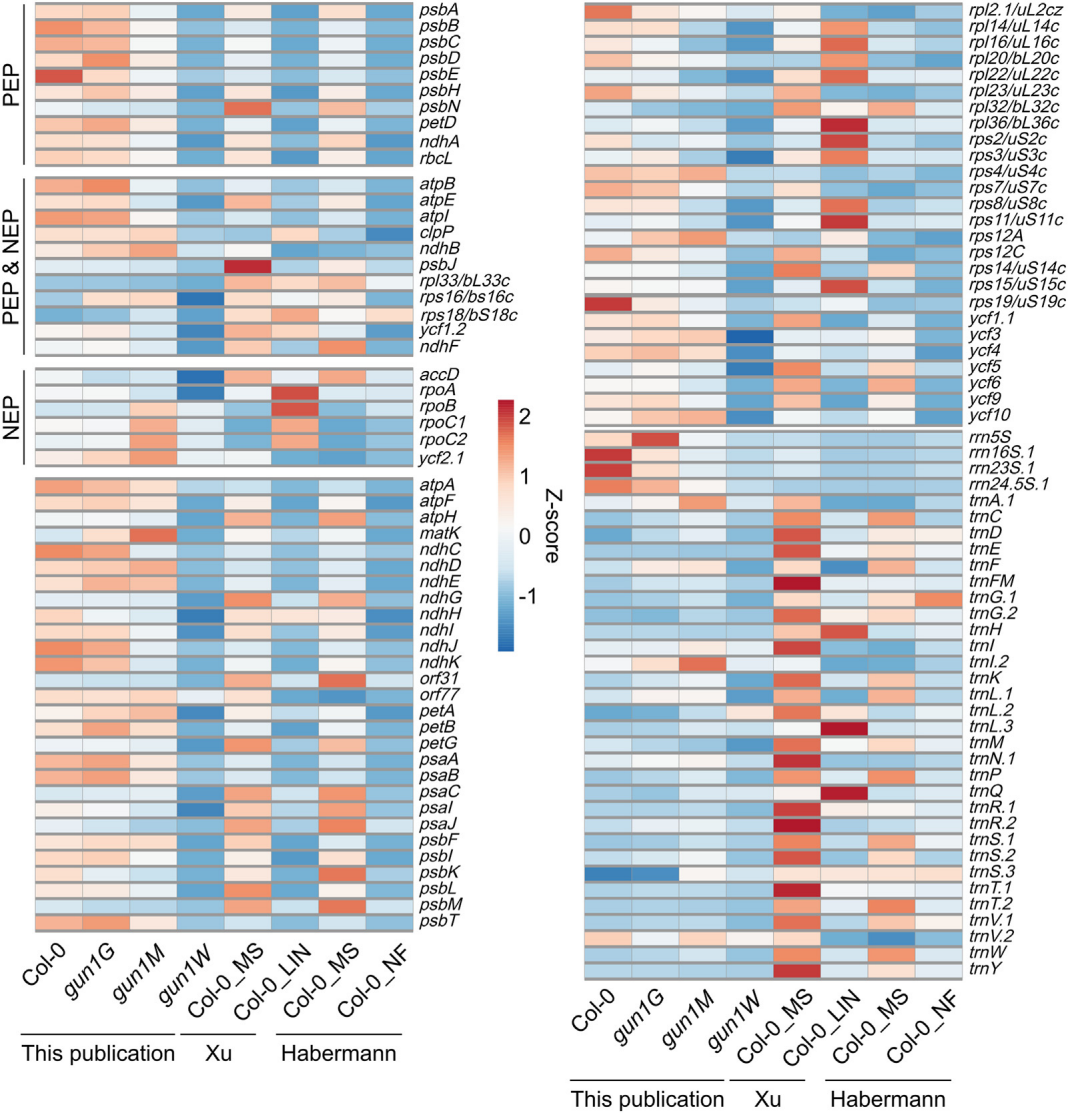
Heatmap illustrating the impact of GUN1 deficiency and NF and LIN treatment on plastid-encoded transcripts (*Z* scores). Low to high expression is represented by the blue to red transition. Note that *Z* scores are calculated for each individual transcript over the different genotypes. NEP is a single-subunit enzyme, whereas PEP consists of core subunits that are encoded by the plastid genes *rpoA*, *rpoB*, *rpoC1*, and *rpoC2* (which are transcribed by NEP) and additional protein factors (sigma factors and polymerase-associated proteins [PAPs]) encoded by the nuclear genome (Borner et al., 2015; Liebers et al., 2018). The general picture has been that only PEP transcribes photosystem I and II genes (*psa* and *psb*), most other genes have both NEP and PEP promoters, and NEP alone transcribes a few housekeeping genes (*rpoB*, *accD*, *ycf2*) (Hajdukiewicz et al., 1997). However, more recent analyses have shown that the division of labor between NEPs and PEPs is more complex (Legen et al., 2002; Borner et al., 2015), and no clear conclusion can be drawn about PEP- or NEP-dependent transcription in *gun1W*: the so-called PEP-dependent genes had lower expression in *gun1W* than in Col-0, as did the genes transcribed by PEP and NEP, although to a lesser extent. NEP-dependent gene expression was also reduced or in the range of Col-0. The transcriptome changes in lincomycin (LIN)-treated (Xu et al., 2020) and NF-treated (Habermann et al., 2020) seedlings were reanalyzed in the same way as the sequencing data generated for this publication. NEP, nuclear-encoded RNA polymerase; PEP, plastid-encoded RNA polymerase.

**Figure 4:**
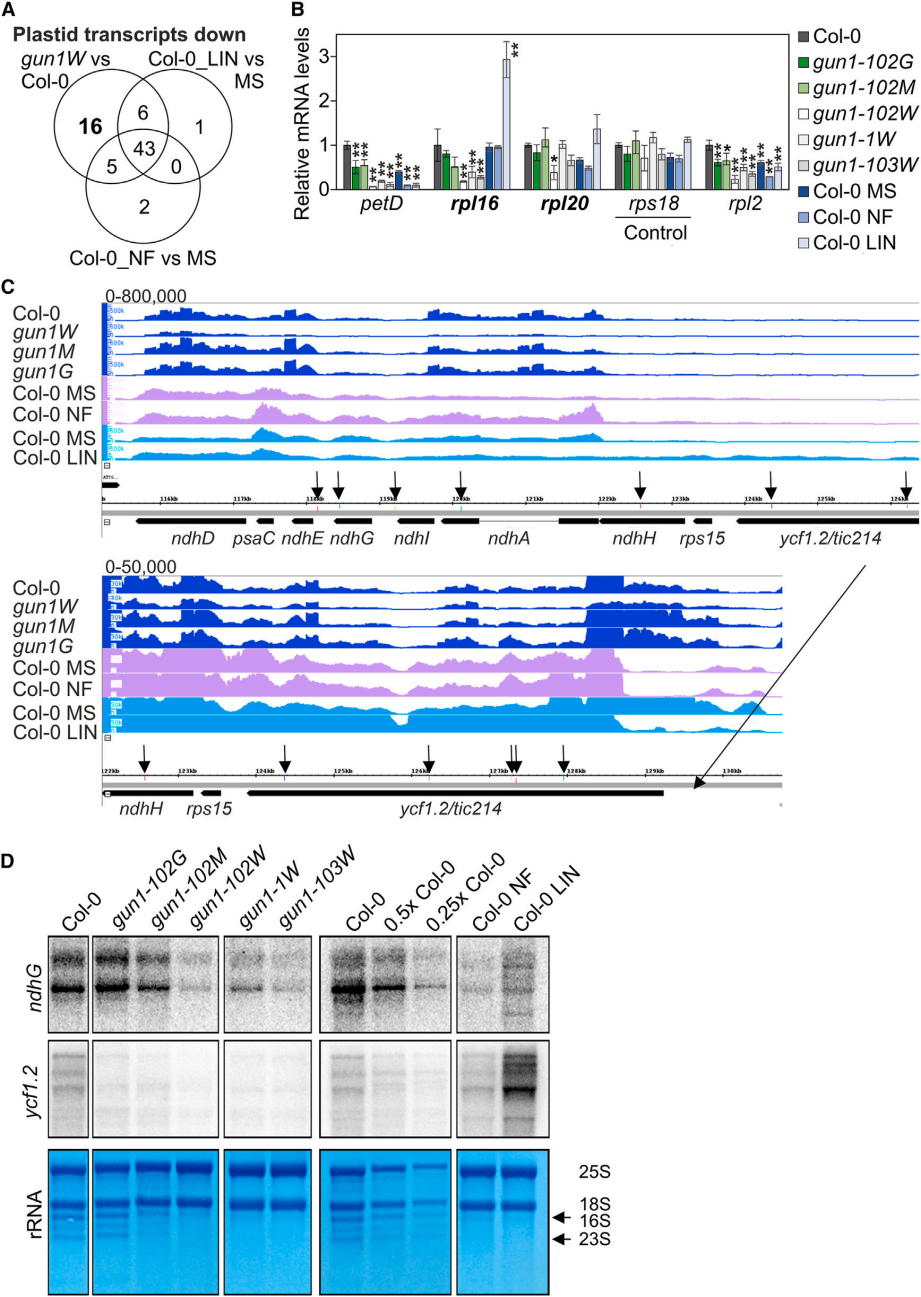
GUN1 deficiency has a significant impact on the chloroplast transcriptome. **(A)** Venn diagrams depicting the degree of overlap between the sets of plastid protein-coding genes whose RNA expression levels were reduced by at least two-fold in *gun1W* relative to Col-0, as well as in LIN- and NF-treated seedlings compared with Col-0 grown on medium without inhibitor (MS). The transcripts of inverted repeat B have been omitted. Note that for the transcripts downregulated by LIN or NF, the adjusted *P* value may also be higher than 0.05. **(B)** RT–qPCR was used to determine expression levels of selected chloroplast transcripts. The results were normalized to the expression of *AT4G36800*, which encodes a RUB1-conjugating enzyme (RCE1). Expression values are reported relative to the corresponding transcript levels in Col-0, which were set to 1. Mean values ± SE were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post hoc Tukey’s HSD test; ∗*P* < 0.05 and ∗∗*P* < 0.01) between Col-0 (batch grown together with *gun1* seedlings), *gun1* mutants, and Col-0 seedlings grown on MS, NF, or LIN are indicated by black asterisks. Transcripts marked in bold were downregulated exclusively in *gun1W* but not under NF or LIN treatment. **(C)** Coverage plots depict the accumulation of reads across the *ycf1.2*–*rps15*–*ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* gene cluster. Vertical arrows point to predicted GUN1 binding sites (see Figure 6; Supplemental Table 6). **(D)** Analysis of *ndhG* and *ycf1.2* transcript accumulation by northern blotting. Total RNA was isolated from 4-day-old Col-0 and *gun1-102* white, marbled, and green seedlings, as well as from Col-0 seedlings grown on medium supplemented with NF or LIN. The samples were run on the same gel but rearranged for clarity. As a loading control and for visualization of rRNAs, the membrane was stained with M.B. The arrows point to bands representing chloroplast rRNAs.

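Plastid transcripts made up a much smaller part of the RNA in white cotyledons. Their share of TPM was 36.5% ± 1.75 in Col-0, 11.2% ± 1.67 in *gun1W*, 32.3% ± 3.94 in *gun1M* and 39.7% ± 1.60 in *gun1G* (SD, n = 3). Every *gun1W* library lay below every Col-0 library (exact permutation test, 2-sided p = 0.1, the smallest that 3 against 3 libraries allow), and every *gun1G* library lay above (exact p = 0.1); *gun1M* overlapped Col-0 (exact p = 0.2). Per unit of nuclear TPM, plastid TPM was 1.07 ± 0.0760 in Col-0, 0.187 ± 0.0177 in *gun1W*, 0.832 ± 0.161 in *gun1M* and 1.15 ± 0.0362 in *gun1G*; on this scale *gun1G* overlapped Col-0 (exact permutation test, p = 0.3) and every *gun1M* library lay below it (exact p = 0.1).
Without rRNA and tRNA, the plastid shares were 35.7% in Col-0, 10.2% in *gun1W*, 30.6% in *gun1M* and 38.7% in *gun1G*. The makeup of the plastid RNA changed too: *psbA* held 28.4% of plastid TPM in Col-0, 12.0% in *gun1W*, 23.4% in *gun1M* and 29.1% in *gun1G*. Mitochondrial transcripts held 21.2% ± 0.194 of TPM in Col-0, 14.2% ± 1.57 in *gun1W*, 23.48% ± 4.72 in *gun1M* and 22.9% ± 0.897 in *gun1G*. The fall in *gun1W* was in 1 gene model, ATMG00280 (18.5 to 19.0% of TPM in Col-0, 3.57 to 5.64% in *gun1W*), while 51 of 83 mitochondrial models were called higher in *gun1W*. The log2 fold changes of ATMG00280 were −3.19 in *gun1W*, −0.26 in *gun1M* and 0.09 in *gun1G*, beside −3.14, −0.32 and 0.05 for plastid *rbcL*. Whether reads of plastid transcripts were counted in ATMG00280 was not tested, so its share may not be mitochondrial. A share of TPM falls when any other part of the library grows, and the libraries hold no added standard that would give amounts per cell. AT3G06365, the gene model next to the rRNA genes, held 5.71 to 8.46% of TPM in Col-0 and 0.219 to 4.70% in *gun1G*. Plastid shares were not computed without it, so the higher share of *gun1G* cannot be told apart from this difference.

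**Figure D4:**
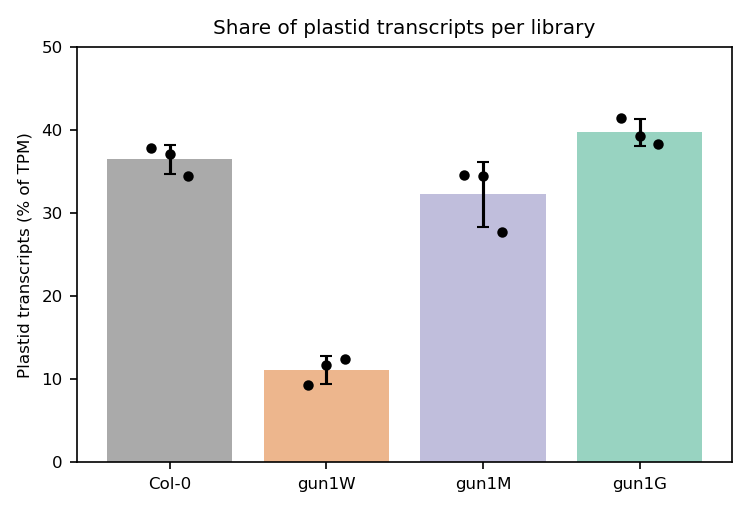
Plastid share of TPM in percent in Col-0, *gun1W*, *gun1M* and *gun1G*; bars are means ± SD (n = 3) and points are libraries. The *gun1W* libraries, with a mean of 11.2%, lie below all others.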

In conclusion, the plastid (post)transcriptome is significantly affected by GUN1 deficiency in *gun1W* and *gun1M* seedlings.

### Re-evaluation of a putative RNA-binding function of GUN1

Many of the significant changes observed in the chloroplast (post)transcriptomes of *gun1W* and *gun1M* could explain their seedling phenotypes. But what is the primary cause? GUN1 is a P-type PPR protein, suggesting that it may be associated with RNA cleavage, splicing, and stabilization (Barkan and Small, 2014), and this led us to revisit a putative direct RNA-binding function of GUN1. PPR motifs bind to RNA in a one-repeat and one-nucleotide manner, and PPR motifs recognize specific RNA bases through amino acids at positions 5 and 35. Using this code, the binding sites of several PPR proteins can be predicted very well (Shen et al., 2016; Miranda et al., 2018; Yan et al., 2019). Because the correct PPR code is crucial for determining the binding sequence, we investigated the structural configuration of the GUN1 protein by modeling with PyMOL and found that the 12 PPR domains of GUN1 predicted by ScanProsite should be shifted by one amino acid (Supplemental Figure 9). We therefore adjusted the repeat annotation to better fit the predicted structure and description of canonical PPR tracts (Yan et al., 2019; Honkanen and Small, 2022). Prediction of putative RNA target sites (Yan et al., 2019) yielded the following ambiguous 11-nucleotide sequence: 5′-AA(U>C>G)(U>C>G)(C>U)(G>>C)(U>C>G)(C>U)(G>>C)A(C>U>A)-3' (Figure 5A). Using this ambiguous sequence and considering location in inverted repeat regions, 78 potential target sites can be identified within the chloroplast genome, distributed over 41 gene loci (Supplemental Table 4). The application of strict and very strict sequence-matching criteria, as explained in the figure legend to Figure 5A, yields 25 and 9 possible targets, respectively. On the basis of our previous analysis, two regions are noteworthy. One is the *ycf1.2*–*rps15*–*ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* gene cluster (see Figure 4C), which contains ten potential targets. Among these targets, *ndhE* and 3′*ndhI* are also identified with the strict target sequence and *ndhG* with the very strict target sequence (Figure 5B; Supplemental Table 4). The second region is the *rrn23S* gene (Supplemental Figure 10), which contains four predicted target sequences: 23S_104766, 23S_104856, 23S_106002, and 23S_106558 (numbered according to the nucleotide position in the plastid genome). 23S_104856 and 23S_106558 fall within the strict possible targets. To gain insight into the accumulation of reads across the rRNA operon, we performed lncRNA-seq again without rRNA depletion. This analysis confirmed that plastid rRNAs are significantly reduced in *gun1W* and *gun1M* seedlings (Supplemental Figure 10). Upon closer examination of the first two binding sites and adjustment of the plots for differences in expression, a disproportionately high number of reads were found to map 5′ to the *rrn23S* gene, which is not present in *gun1G* (Supplemental Figure 10). In addition, a distinct coverage pattern of *rrn23S* was observed in the region of binding site 23S_106558, although a secondary effect on 23S rRNA still cannot be excluded.

**Figure 5:**
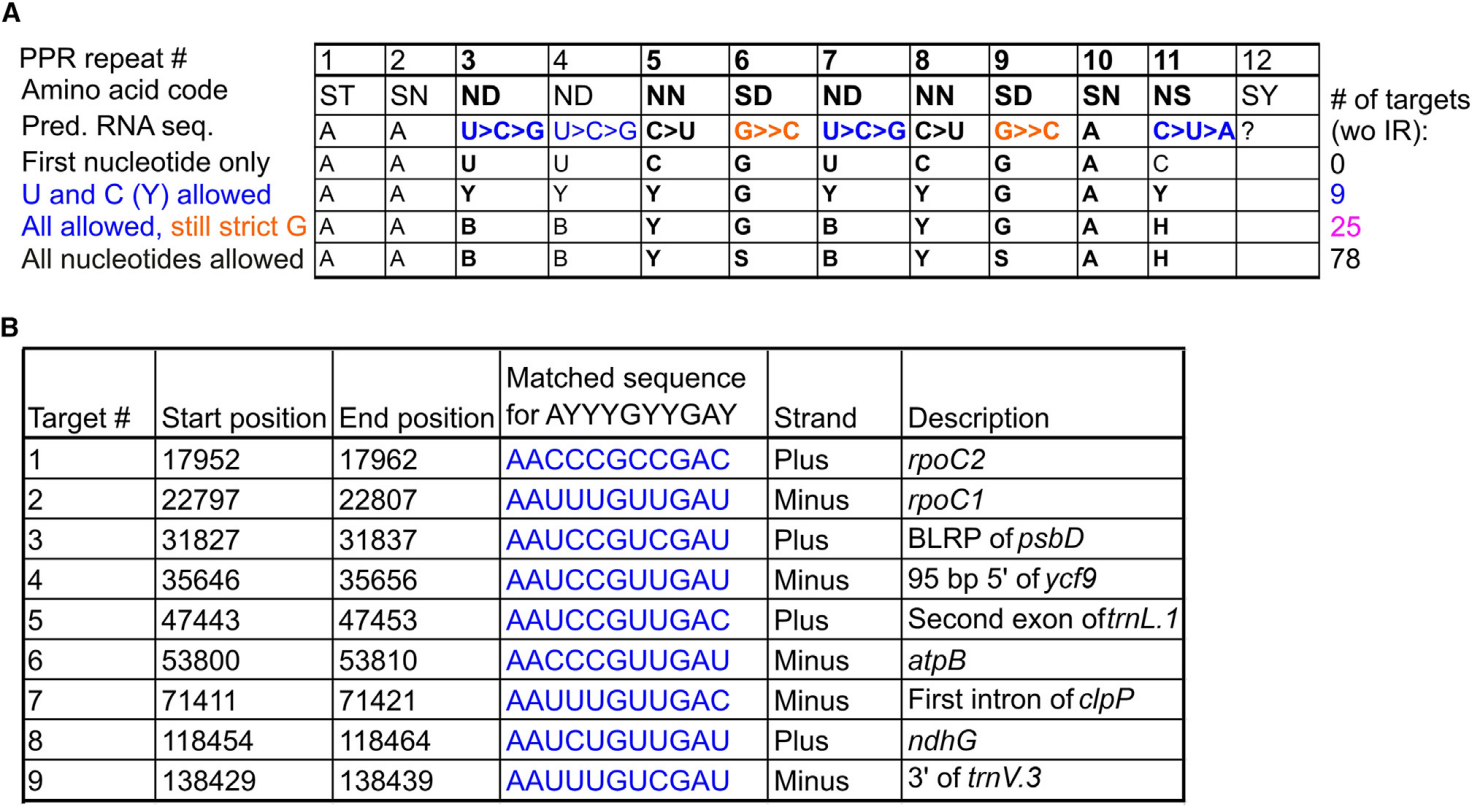
Predicted GUN1 binding sites. **(A)** Predicted ambiguous GUN1 target sequence. The numbers in the first row depict the PPR motif number, whereas the second row displays the amino acids in each PPR motif that are crucial for prediction of target nucleotides. For some amino acid combinations, the predicted target nucleotide is unique (such as ST and SN), whereas for others (such as ND), multiple nucleotides are predicted with descending preference. Subsequent rows indicate the prospective target sequences dependent on the stringency applied to the predicted nucleotides. For example, using only the first nucleotide of each of the predicted nucleotides results in 0 target sites. Allowing U, C, or G for the ambiguous B and G or C for “G>>C” results in 78 potential target sites. Allowing U, C, or G for the ambiguous B and only G for “G>>C” results in 25 potential target sites (here and in the following, marked in magenta). Allowing only U or C for the ambiguous Y and only G for “G>>C” results in 9 potential target sites (here and in the following, marked in blue). Highly conserved regions in GUN1 are highlighted in bold letters, according to Honkanen and Small (2022). In addition, representative predicted binding sites at *ndhG*, *ndhE*, and *rrn23S* are shown. wo IR, without inverted repeat. **(B)** Table showing the nine sites in the “U and C (Y)” category.

### GUN1 binds to chloroplast RNAs *in vivo* and *in vitro*

To investigate whether GUN1 is involved in RNA binding *in vivo*, RNA Co-IP was performed using a GPF-tagged GUN1 line (*GUN1–GFP*) (Tadini et al., 2016) with Col-0 as a control. The success of the IP experiment was demonstrated by detection of the tagged proteins in the respective eluates by western blotting (Supplemental Figure 11). Four predicted target regions of the notable regions described above (*ndhG*, *ycf1.2*, and two regions of *23S* rRNA; Figure 6A) along with negative controls were tested in RT–qPCRs of input and immunoprecipitated RNA, and the input/immunoprecipitated ratio was calculated. In GUN1 IPs, *ndhG*, *ycf1.2*, and a target in *23S* rRNA comprising binding sites 104766 and 104856 demonstrated significant enrichment in the pellet compared with the control (Figure 6B). By contrast, there was no significant enrichment of RNAs that lacked predicted target sites. Also, binding of GUN1 to *23S*_106558 was not statistically significant. However, the identification of *ndhG*, *ycf1.2*, and *23S* rRNA as true targets must be considered with caution. First, all RNAs tested gave a stronger signal in the GUN1 IP than in the control. Second, all negative controls contained a sample with extremely large error bars.

**Figure 6:**
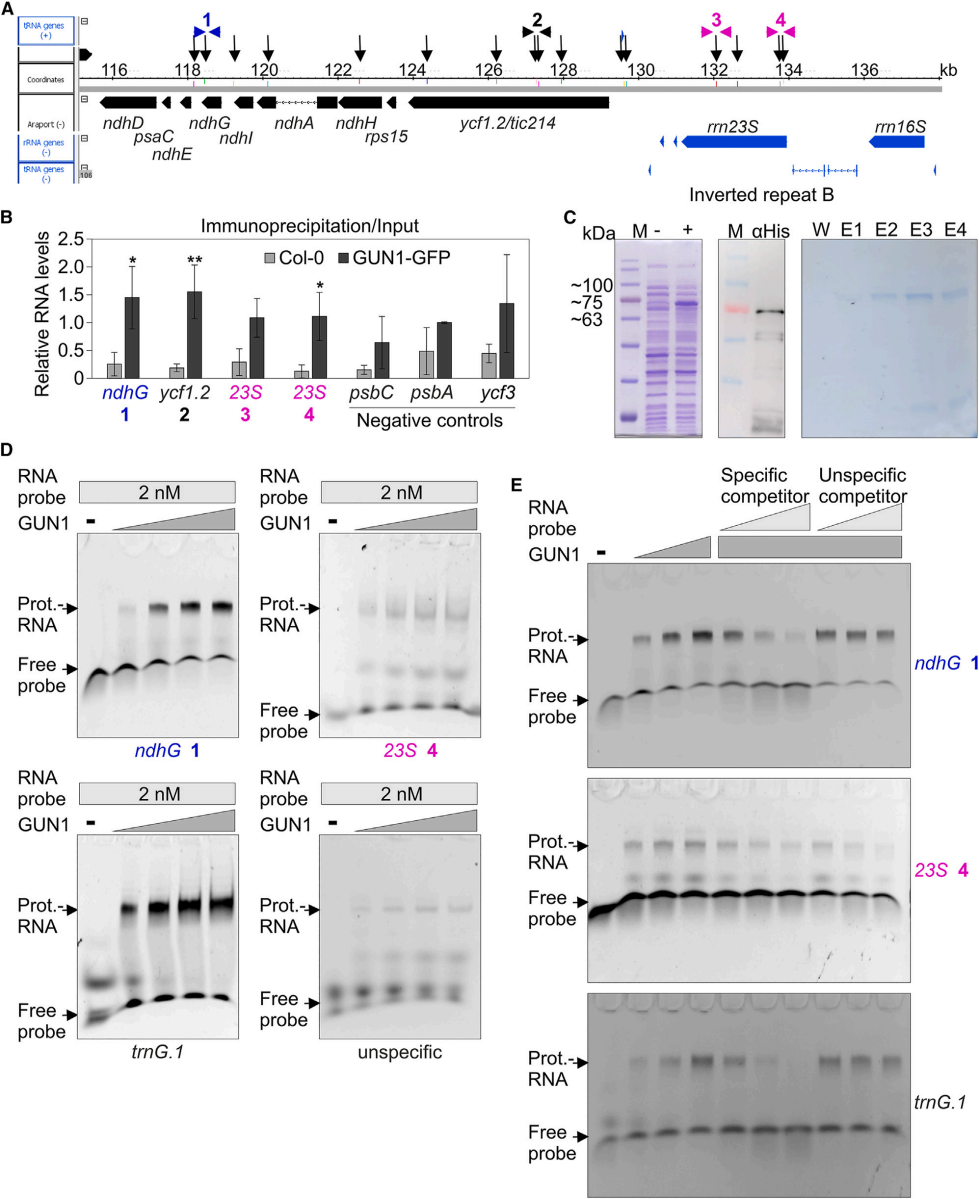
GUN1 binds to RNAs *in vivo* and *in vitro*. **(A**) Schematic presentation of predicted RNA binding sites (indicated by black vertical arrows) in *ycf1.2*, the *rps15*–*ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* polycistron, and the *rrn23S* gene. Positions of primers used in **(B)** are depicted with arrowheads using the color code explained in the legend to Figure 5. **(B)** Demonstration of co-purification of selected RNAs with GUN1. RNAs that were isolated from the pellet after Co-IP experiments with Col-0 and a GUN1 overexpression line (GUN1–GFP) (IP) and the respective input RNAs (Input) were amplified by RT–qPCR. Ratios of immunoprecipitated versus input RNA levels are reported relative to the corresponding levels in the first Col-0 replicate, which were set to 1. Mean values ± SD were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post hoc Tukey’s HSD test; ∗*P* < 0.05 and ∗∗*P* < 0.01) between GUN1–GFP and Col-0 lines are indicated by black asterisks. **(C)** Overexpression and purification of a His-tagged GUN1–PS protein in *E. coli*. GUN1–PS encompasses all PPR and SMR motifs (PS) spanning amino acids 232 to 918. Left: SDS–PAGE before (−) and after (+) 20 h of induction at 18°C; middle: western blot of the induced protein with an anti-His antibody; right: SDS–PAGE after purification. W, wash fraction with a buffer containing 20 mM imidazole; E1 and E2, elution fractions with a buffer containing 250 mM imidazole; E3 and E4, elution fractions with a buffer containing 500 mM imidazole. **(D)** The GUN1 protein interacts *in vitro* with RNA sequences located in *ndhG* and *trnG*. EMSAs were performed with purified His-tagged GUN1 protein that was produced in *E. coli*. Aliquots (0, 100, 200, 400, and 600 nM) of purified GUN1 protein were incubated with Cy5-labeled single-stranded RNA (ssRNA) probes representing the putative target sequences and an nonspecific ssRNA probe. Binding reactions were performed at 23°C, followed by electrophoresis on non-denaturing TBE polyacrylamide gels at 4°C. (**E)** Aliquots (0, 200, and 400 nM) of purified GUN1 protein were incubated with Cy5-labeled ssRNA probes in the presence of increasing concentrations (5×, 25×, 50×; indicated by the light gray triangle) of the same unlabeled ssRNA (specific) or a nonlabeled ssRNA of unrelated sequence (nonspecific) as competitors. Binding reactions were then subjected to electrophoresis on non-denaturing TBE-polyacrylamide gels as performed in **(D)**.

To determine whether GUN1 can directly bind to the identified target sites, we used electrophoretic mobility shift assays (EMSAs). It is difficult to obtain full-length GUN1 by overexpression in *E. coli*, possibly owing to the highly disordered domain in the N-terminal region (Shimizu et al., 2019). Therefore, we overexpressed a GUN1–PS construct encompassing all PPR and SMR motifs (PS) spanning amino acids 232 to 918 (Shimizu et al., 2019) in *E. coli* (Figure 6C) and used GUN1–PS for EMSAs. Four different Cy5-labeled RNA oligonucleotides were designed, representing the putative binding sites at *ndhG*, *23S*_104856, and *trnG.1* and an unrelated sequence. All probes were 25 bp long. The secondary structure of the non-specific probe was represented by a hairpin loop similar in structure to the *ndhG* probe, whereas the *trnG.1* probe formed a more stable hairpin loop, and the *23S* probe formed a predominantly circular loop. When 100, 200, 400, and 600 nM of purified GUN1–PS protein was added to the Cy5-labeled probes and the mixtures electrophoresed, band shifts were observed, especially for the *ndhG* and *trnG.1* probes. The shift was more pronounced at a higher protein concentration and was not detected when no protein or probe was added, indicating that the RNA probes formed complexes with the protein (Figure 6D). A slight shift could also be detected for *23S_104856*. However, the non-specific probe produced a similar shift pattern.

The intensity of the shifted *ndhG* and *trnG.1* bands progressively decreased upon addition of increasing concentrations of the respective unlabeled single-stranded RNAs but not upon addition of increasing concentrations of unlabeled, unrelated single-stranded RNA (Figure 6E). However, the intensity of the *23S* shift decreased upon addition of both the specific and the nonspecific competitor. This suggests that GUN1 binds specifically to the *ndhG* and *trnG.1* target sites but does not bind, or does so only weakly or nonspecifically, to *23S*_*104856*.

To obtain a broader view of the RNA targets of GUN1, libraries prepared from immunoprecipitated RNAs of the GUN1–GFP line and Col-0 were subjected to RNA-seq (RIP-seq). In addition to Col-0, another unrelated GFP-tagged line (PP7L–GFP; Xu et al., 2019) served as a control. Supplemental Table 5 shows the normalized read depths at each position in the chloroplast genome. Coverage files were generated using the bamCoverage tool, set to reads per kilobase per million, and reads were plotted across the entire chloroplast genome. This procedure revealed several read peaks in the GUN1 libraries that were not observed as strongly in plots of the control libraries (Figure 7A). These included, for example, *trnK*/*matK*, *trnG.1*, and *ndhB.1*. 

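*psbD* and *psbC*, which encode the D2 and CP43 proteins of photosystem II, were low in white cotyledons. They overlap on the plus strand of the plastid genome (TAIR10.1), *psbD* from 32711 to 33772 and *psbC* from 33720 to 35141. Their values are divided between a gene model that joins both and *psbC* alone. The joined model (ATCG00270-ATCG00280) had a scaled TPM of 6904 ± 716 in Col-0 and 760 ± 126 in *gun1W* (SD, n = 3; log2 fold change −3.19, adjusted p = 2.2e-08 from limma). This is 11.0% of Col-0, with 83.1% in *gun1M* and 121% in *gun1G*. As a share of the plastid total the log2 fold change was −0.43. *psbC* alone (ATCG00280) fell from 7066 ± 336 to 442 ± 154 (log2 fold change −4.06) and, unlike the joined model, stood at 26.9% of Col-0 in *gun1M*. *psbD* alone had a value in 1 library and was not tested.
Upstream of *psbD*, a site predicted for GUN1 lies on the plus strand from 31827 to 31837 with the RNA sequence AAUCCGUCGAU, 873 bp before the start of *psbD* and after *trnT* (31369 to 31440). The reference around it, from 31807 to 31857, is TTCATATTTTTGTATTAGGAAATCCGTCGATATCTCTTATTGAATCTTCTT.

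**Figure D5:**
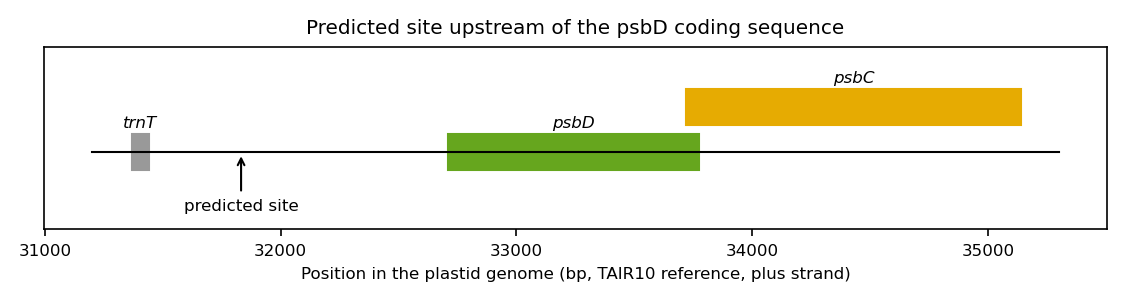
Map of the plastid genome around *psbD* with *trnT*, the predicted site at 31827 to 31837, *psbD* and *psbC*, in genome coordinates. The site lies between *trnT* and *psbD*.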

One predicted GUN1 target is the blue light responsive promoter (*BLRP*) of *psbD* (see Supplemental Table 4); *psbD* transcript levels are reduced to 11% in *gun1W* relative to the WT (see Supplemental Table 2), and RIP–qPCR and EMSA experiments recently suggested that GUN1 binds to the *BLRP* (Cui et al., 2023). However, our RIP-seq analysis did not show any enrichment of reads at the *BLRP* (Figure 7B), perhaps due to different growth conditions. We used 4-day-old seedlings grown under long-day conditions, whereas Cui et al. (2023) used seedlings grown in the dark for 2.5 days, which were then transferred to light (100 μmol m^−2^ s^−1^) for 6 h. Furthermore, it has been shown that *BLRP* transcripts are strongly reduced in *gun1 p35S*::*GUN1–GFP* seedlings under the above-mentioned light-transfer growth conditions or in 5-day-old seedlings grown under continuous light (Cui et al., 2023), a result that we confirmed for the latter growth condition (Figure 7C). Therefore, failure to detect a peak in the *BLRP* region in our RIP-seq data may be due to insufficient levels of *BLRP* transcript input. To further investigate GUN1 binding to the *BLRP* region, we performed EMSA experiments with our *23S_104856*, *trnG.1*, and *ndhG* probes and the RNA1 and RNA3 probes designed by Cui et al. (2023). RNA1 includes the *BLRP* GUN1 binding site, and RNA3 is a probe with 10 mutation sites in the *BLRP* binding region. Addition of 800 nM purified GUN1 protein to 2 nM of each probe resulted in shifts of the *trnG.1* and *ndhG* probes, a weaker shift of the *23S_104856* probe*,* and a faint shifted smear of the RNA1 and RNA3 probes (Figure 7D). Two additional independent experiments produced similar results (Supplemental Figure 12A). Because we performed the binding reactions at 23°C and ran them at 4°C, we repeated the EMSA experiments twice using the conditions of Cui et al. (2023), who performed the binding reactions at 37°C and ran them at room temperature, again showing similar results (Supplemental Figure 12B). There was no clear shift of the RNA1 probe, and the binding reaction with the RNA3 probe—which contained the mutation sites—behaved similarly to that with RNA1, although a shift was visible for *trnG.1* and *ndhG*. Therefore, under our RIP-seq and EMSA conditions with our GUN1–PS protein, we did not observe a shift of the *BLRP* GUN1 target. It should be noted that our GUN1–PS comprises amino acids 232 to 918, whereas the GUN1 protein expressed by Cui et al. (2023) contained 100 additional amino acids: it encompassed amino acids 132 to 918, and we cannot exclude the possibility that these 100 additional amino acids are required for *BLRP* binding.

**Figure 7:**
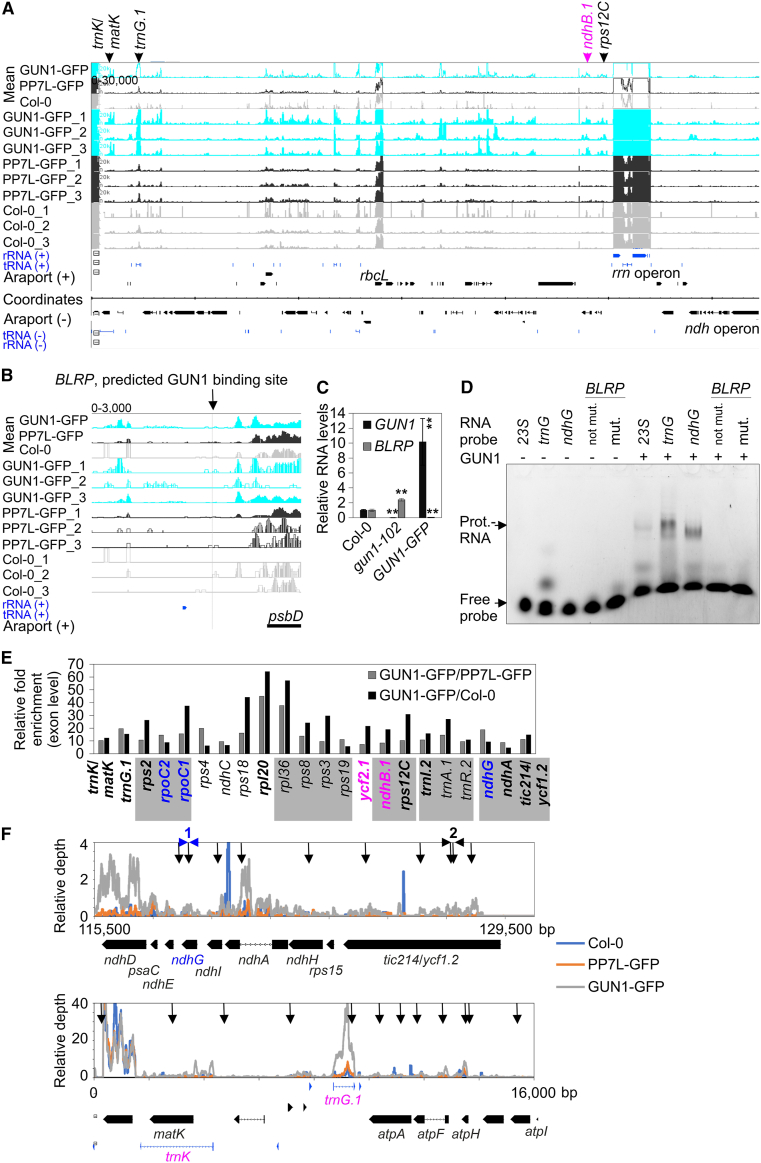
Identification of putative GUN1 targets by RIP-seq analysis. **(A**) Libraries were prepared from RNAs co-immunoprecipitated from a GPF-tagged GUN1 line (GUN1–GFP) and, as controls, from a PP7L–GFP line and Col-0 and then sequenced. The experiment was performed with three biological replicates. Coverage plots of reads per kilobase per million (RPKM) values show the accumulation of reads across the chloroplast genome, here shown without inverted repeat B. Vertical arrows indicate examples of regions with higher read accumulation in GUN1–GFP compared with PP7L–GFP and Col-0 and that also contain a match to the predicted GUN1 target code (see Supplemental Tables 4 and 6). The color code is explained in the legend to Figure 5. **(B**) Coverage plot of RPKM values across the blue light responsive promoter (*BLRP*) of *psbD* encompassing the predicted GUN1 binding site. **(C)** RT–qPCR to determine expression levels of *GUN1* and the *BLRP* region covering the predicted GUN1 binding site. Seedlings were grown under continuous light (100 μmol m^−2^ s^−1^) for 5 days. The results were normalized to *AT4G36800*, which encodes a RUB1-conjugating enzyme (RCE1). Expression values are reported relative to the corresponding transcript levels in Col-0, which were set to 1. Mean values ± SE were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post hoc Tukey’s HSD test; ∗*P* < 0.05 and ∗∗*P* < 0.01) between Col-0 and the transgenic lines are shown. **(D)** Under our conditions, the GUN1 protein does not interact *in vitro* with the predicted GUN1 binding site located in the *BLRP*. EMSAs were performed with purified His-tagged GUN1 protein that was produced in *E. coli*. Aliquots (0 and 800 nM) of purified GUN1 protein were incubated with 2 nM Cy5-labeled ssRNA probes representing the putative target sequences and a *BLRP* probe containing 10 mutated sites (mut.). Binding reactions were performed at 23°C, followed by electrophoresis on non-denaturing TBE polyacrylamide gels at 4°C. **(E)** Libraries were prepared from RNAs isolated from the Co-IP experiments described in **(A)**. Relative enrichment ratios (calculated at the exon level) of GUN1–GFP relative to Col-0 and GUN1–GFP relative to PP7L–GFP are shown. Gray shading indicates genes located in a polycistron. Transcripts that also contain a match to the predicted GUN1 target code (see Supplemental Tables 4 and 6) are written in bold. The color code is explained in the legend to Figure 5. **(F)** Plot of RIP-seq data over two example regions. Relative depth was calculated at each nucleotide (nt) position by relating the number of reads to the total depth of the sequencing output. Black vertical arrows indicate predicted GUN1 RNA-binding sites.

Enrichment analysis at the exon level compared with RNAs identified in the control lines showed that 22 transcripts were significantly enriched in GUN1–GFP (Figure 7E; Supplemental Table 6); 13 of them contained at least one predicted GUN1 target region, covering a total of 26 predicted targets. This was a significant enrichment according to three different statistical tests, the chi-squared (*P* = 0.019), hypergeometric (*P* = 0.019), and binomial (*P* = 0.021) tests. The enriched transcripts harboring a predicted GUN1 target site included *ycf1.2*, *ycf2*, *rps2*, *rps12C* and *rpl20*, *rpoC1* and *rpoC2*, *ndhB*, the *ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* gene cluster, and tRNAs such as *trnK*, *trnG.1*, and *trnI.2* (Figure 7E and 7F).

It is important to note that we did not sequence input libraries, and we only confirmed significant IP/input ratios for three targets (see Figure 6B). Overall, however, these experiments provide evidence for an RNA-binding function of GUN1 and suggest candidates for further testing.

## Discussion

Although the functions of other GUN proteins are well established, the specific molecular function of GUN1 has remained largely unclear. Most conclusions regarding GUN1 have been made by examining *gun1* mutants in combination with inhibitor treatments or in conjunction with the generation of double mutants (Richter et al., 2023). Our observation of *gun1W* and *gun1M* seedlings is independent of NF or LIN treatment. In these seedlings, the emerging true leaves turned green, suggesting a specific role for GUN1 in chloroplast development in cotyledons. This is consistent with the particular accumulation of GUN1 at early stages of cotyledon development (Wu et al., 2018).

### “Same genotype, different phenotype” phenomenon

The prevailing view of *gun1* mutants is that adult plants exhibit no noteworthy phenotypes under normal growth conditions, apart from earlier flowering (Wu et al., 2018; Marino et al., 2019). Most inferences related to GUN1 were made when the *gun1* mutant was examined under stressful conditions, in combination with inhibitor treatments, or in conjunction with the creation of double mutants (see the introduction). We observed the appearance of *gun1* seedlings with white (*gun1W*) or marbled (*gun1M*) cotyledons when plants were grown under normal growth conditions and without inhibitor supplementation (see Figure 2). Previous reports also noted the sporadic presence of variegated (observed in *gun1-1* and *gun1-101*; Ruckle et al., 2007) or paler (observed in *gun1-101*; Wu et al., 2018) cotyledons. It is interesting to note that seedlings with the same genotype can exhibit various phenotypes. This phenomenon, described as incomplete penetrance and variable expressivity, is widely discussed in the animal field because of its relevance for diseases (Kingdom and Wright, 2022). Epigenetic modifications and environmental effects are potential factors that could contribute to this phenomenon. Environmental effects on mutants impaired in PGE have been observed, as in the case of *gun1* mutants, which exhibit a defect in cold acclimation (Marino et al., 2019). However, we can exclude a purely environmental cause for the appearance of *gun1W* seedlings, as they were interspersed among green *gun1* seedlings on the same plate. Epigenetic changes, specifically DNA methylation and histone modifications, can affect gene expression without modifying the DNA sequence. Again, these changes can be influenced by environmental factors and can result in distinct phenotypes despite identical genotypes. The *gun1W* seedlings were observed in diverse laboratories with different generations and *gun1* alleles, including complete knockouts (*gun1-101* and *gun1-102*). Therefore, epigenetics is also unlikely to be the primary/sole contributing factor. A comparable scenario to that of *gun1* mutants was described for the *immutants* and *variegated2* mutants. Nevertheless, these mutants exhibited green and white sectors within the same leaf. Discussion of these mutants revolves around the compensatory mechanisms and the concept of plastid autonomy for both mutants. However, although redundant gene products are suggested to be involved in *variegated2*, they are not implicated in *immutants*. The hypothesis is that the attainment of certain activity thresholds is required for the proper development of chloroplasts (Yu et al., 2007), and this may also apply for the *gun1* mutants. A threshold effect would also explain the sensitivity of *gun1* mutants to LIN, NF (Song et al., 2018; Zhao et al., 2018), and abscisic acid (Cottage et al., 2010) during early seedling development. Recently, a *gun1* molecular phenotype was identified under non-stressful conditions. This phenotype included lower activities of both superoxide dismutase and ascorbate peroxidase and, consequently, higher superoxide anion concentrations and lipid peroxidation compared with the WT, suggesting that GUN1 may protect chloroplasts from oxidative damage (Fortunato et al., 2022). The phenotype could also be influenced by the presence of modifier genes that can suppress or enhance the mutant phenotype, as observed for floral trait variation, which is highly dependent on ecotype (Juenger et al., 2000). In the absence of GUN1, compensatory mechanisms may be activated during seedling development, and the failure of compensation in only a subset of the population is likely dependent on the intensity or specific nature of environmental stresses experienced by the parent plants. This, in turn, may indicate that there are critical thresholds of environmental factors beyond which the compensation is inadequate, leading to phenotypic variability within the population. In addition, GUN1 protein accumulates at the early stages of cotyledon development, and the timing of gene expression during development is known to influence penetrance (Kingdom and Wright, 2022). However, further analysis is needed and may include how stochastic factors—such as segregation of organelle genomes through development and reproduction (Broz et al., 2024)—in conjunction with environmental factors and transgenerational effects contribute to the development of individual phenotypes (Burga and Lehner, 2012).

### Functions of GUN1 in plastid transcript maturation

GUN1 was previously suggested to regulate plastid RNA editing during NF treatment of seedlings (Zhao et al., 2019). The proposed mechanism involved the interaction of GUN1 with MORF2 and did not require the direct interaction of GUN1 with the target transcript, which was a logical explanation because no *in vivo* RNA-binding function of GUN1 had been demonstrated to date. However, the role of GUN1 in editing and its contribution to GUN signaling have not yet been satisfactorily resolved for several reasons. First, the oeMORF2 *gun* phenotype has been postulated for NF treatment but not LIN treatment. Second, the slight differences in editing performance between Col-0 and *gun1* during NF treatment (see Figure 1) are unlikely to be the trigger for retrograde signaling. Third, editing of relevant sites was more or equally suppressed in oeMORF2 compared with *gun1-9*. One would therefore expect oeMORF2 lines to be even stronger *gun* mutants than *gun1* itself, but this was not the case for both our data and data generated by Zhao et al. (2019) (see Figure 1). Here, it should be noted that our oeMORF2 lines had lower *MORF2* mRNA expression levels than those generated by Zhao et al. (2019). However, other studies have also not found any involvement of GUN1 in editing changes in other retrograde signaling processes (Kakizaki et al., 2012; Loudya et al., 2020). Furthermore, GUN1 is classified as a member of the P-type PPR proteins, which rarely have a direct role in editing (Small et al., 2020).

GUN1 is one of the five PPR-SMR chloroplast-located proteins, all of which have essential functions in chloroplast development (see Figure 2; Zhang and Lu, 2019). Interestingly, GUN1 protein is present at very low levels and is barely detectable by proteomic approaches, whereas the other PPR-SMR proteins are particularly abundant compared with most PPR proteins (Liu et al., 2013). This fact, together with the distinct (post)transcriptome of *gun1* mutants (see Figure 3), may be important for the unique function of GUN1 in GUN signaling, as *svr7* and *sot1* mutants are not *gun* mutants (Wu et al., 2016). Interestingly, plastid rRNA accumulation is impaired in mutants of the three proteins SVR7, SOT1, and GUN1. Whereas SOT1 (Wu et al., 2016; Zhou et al., 2017) binds directly to the (precursor) *23S* rRNA, this is not clear for SVR7 and is questionable for GUN1 (see Figure 6). Therefore, the defect in rRNA accumulation in the *svr7* mutant and *gun1W* and *gun1M* seedlings may be a secondary effect. However, the primary function of SVR7 is to ensure correct expression of the ATP synthase (Zoschke et al., 2013). For SOT1, specifically its function in rRNA maturation has been investigated, and it has been shown that the SMR domain has endonuclease activity (Wu et al., 2016; Zhou et al., 2017), but other targets are, to date, unknown. Interestingly, in contrast to those in the *gun1* mutant, the plastid transcripts of protein-coding genes (except *ndhA*) in *sot1* tend to be slightly upregulated (Yan et al., 2019), whereas the *gun1* (post)transcriptome is greatly affected, and we identified a plethora of enriched RNA sites in our RIP-seq experiment (see Figure 7).

The significantly reduced plastid rRNA levels (Scharff and Bock, 2014) would be sufficient to explain the *gun1W* phenotype, although this reduction is likely to be a secondary effect. The determination of theoretical targets of GUN1 on the basis of its PPR code and enriched targets by RIP-seq analysis suggests that *ycf1.2*, *ycf2*, *rps2*, *rps12C* and *rpl20*, *rpoC1* and *rpoC2*, *ndhB*, *ndhA* and *ndhG*, *matK*, and tRNAs such as *trnK*, *trnG.1*, and *trnI.2* are putative targets. Moreover, EMSA analysis suggests *in vitro* binding of GUN1 to two of these targets, *ndhG* and *trnG.1*. However, whether *ndhG* and *trnG.1* are authentic physiological targets of GUN1 still remains to be determined. NdhG is a component of the NAD(P)H dehydrogenase (NDH) complex. As discussed above, GUN1 is needed for cold acclimation (Marino et al., 2019), and GUN1 may protect chloroplasts from oxidative damage (Fortunato et al., 2022). This protection may be achieved by stabilization of the NDH complex to ensure chloroplast function, especially under oxidative stress conditions. However, here it has to be noted that the role of the NDH complex under different stress conditions remains controversial (Yamori and Shikanai, 2016). The *Arabidopsis* plastid genome contains two genes encoding precursor tRNAs specific for glycine: *trnG.1* for tRNA-Gly(UCC) and *trnG.2* for tRNA-Gly(GCC). Through Watson–Crick base pairing and by wobbling, tRNA-Gly(UCC) recognizes GGA and GGG codons, and tRNA-Gly(GCC) reads GGC and GGU triplets (Tiller and Bock, 2014). However, knockout of *trnG.2* in the tobacco plastid genome demonstrated that translation is maintained to some extent, but the trnG-UCC gene encoding tRNA-Gly(UCC) is essential. This suggests that tRNA-Gly(UCC), encoded by *trnG.1*, is sufficient to read all four glycine triplets (Rogalski et al., 2008). The *gun1W* phenotype is not lethal; therefore, an additional protein may be involved in *trnG.1* maturation, or the *gun1-102* mutant may still permit residual GUN1 expression. However, reduced maturation of *trnG.1* and possibly the predicted targets *trnK*, *trnI.2*, *rps2*, *rps12C*, and *rpl20* (all of which are essential) likely results in reduced protein translation, including that of chloroplast-encoded RNA polymerase subunits. This, or a direct effect of GUN1 on *rpoC1* and *rpoC2*, which contain predicted GUN1 target sites, may cause the widespread downregulation of chloroplast transcripts in *gun1W* seedlings.

Interestingly, GUN1 is predicted to bind to multiple sites in *ycf1.2*, and no *ycf1.2* maturation factors have been identified to date. Our data do not reveal precisely how GUN1 performs its function on plastid RNA, which may involve transcript stabilization or endonucleolytic cleavage through its SMR domain. In addition, we do not address how the molecular function of GUN1 relates to retrograde signaling. Nevertheless, we provide strong evidence that GUN1 binds to RNA and suggest target sites. We anticipate that our findings will serve as a foundation for subsequent studies exploring the role of GUN1 in plastid RNA metabolism and retrograde signaling.

## Methods

### Plant material and growth conditions

The *gun1-1* mutant and the transfer DNA insertional mutants *gun1-102* (*SAIL_290_D09*) and *gun1-103* (*SAIL_742_A11*) are derived from the Col-0 ecotype and have been described previously (for example, Shimizu et al., 2019).

To detect editing levels via RT–PCR, surface-sterilized seeds were sown on MS plates containing 0.8% (m/v) agar. The seeds were then stratified for 4 days in the dark at 4°C. Seedlings were grown for 5 days at 22°C under continuous illumination (100 μmol photons m^−2^ s^−1^) provided by white fluorescent lamps. For NF treatment, MS medium was supplemented with or without a 5 μM final concentration of NF (Sigma-Aldrich, 34364).

For RNA-seq and RIP experiments, surface-sterilized seeds were sown on half-strength MS plates containing 1% sucrose. The plates were then kept in the dark at 4°C for 2 days. Following stratification, the seedlings were grown under a 16-h light/8-h dark photoperiod at 22°C with a light intensity of 100 μmol photons m^−2^ s^−1^ for 4 days. For the results shown in Figure 7C, seedlings were grown under continuous light (100 μmol m^−2^ s^−1^) for 5 days after stratification.

### Generation of oeMORF2 transgenic lines

The *35S:MORF2-YFP* transgene was constructed into the pFGC5941 binary transformation vector as described previously (Yapa et al., 2023). To avoid post-transcriptional co-suppression and to stabilize high expression of *MORF2-YFP*, *35S:MORF2-YFP* was transformed into the post-transcriptional gene silencing mutant *sgs3-1* (Butaye et al., 2004). Plants containing a single insertion of *35S:MORF2-YFP* were identified on the basis of a 3:1 (resistant/sensitive) segregation ratio of T2 plants grown on 1/2 MS medium containing 15 mg/L phosphinothricin. Homozygous transgenic plants were obtained in the T3 generation and further self-fertilized to generate T4 plants that were used for phenotypic analysis.

### RNA preparation, cDNA synthesis, and RT–qPCR

Plant material (70 mg) was frozen in liquid nitrogen and then crushed using a TissueLyser (Retsch, model MM400). One milliliter of TRIZOL (Invitrogen, Carlsbad, CA, USA) and 200 μl of chloroform were used for RNA isolation according to the manufacturer’s instructions. RNA was then precipitated from the aqueous phase using isopropyl alcohol, and the resulting RNA pellet was washed with 70% (v/v) ethanol and dissolved in RNase-free water. After DNase I treatment (New England Biolabs [NEB], Ipswich, MA, USA), 10 μg of RNA was further cleaned with the RNA Clean & Concentrator-5 Kit (Zymo Research, Irvine, CA, USA; R1016). The purified RNA (500 ng) was used to synthesize cDNA with the iScript cDNA Synthesis Kit (Bio-Rad). RT–qPCR analysis was performed on a Bio-Rad iQ5 real-time PCR instrument with iQ SYBR Green Supermix (Bio-Rad). The primers used for this assay are listed in Supplemental Table 7. Tukey’s honestly significant difference test was performed using the following website: https://astatsa.com/OneWay_Anova_with_TukeyHSD/.

### RNA editing analysis by amplicon sequencing

The same growth conditions used by Zhao et al. (2019) were applied. Total RNA was isolated from agar-plate-grown seedlings by acid guanidinium thiocyanate–phenol–chloroform-based extraction and purified from the aqueous phase using the Monarch RNA Clean Up Kit (NEB). Genomic DNA in the samples was removed using TURBO DNase (Thermo Fisher Scientific, Waltham, MA, USA), followed by purification with the Monarch RNA Clean Up Kit (NEB). RNA (1 μg per sample) was transcribed to cDNA with Protoscript II reverse transcriptase (NEB). *clpP*, *psbZ*, *rpoC1*, *rpoB*, *ndhB*, and *ndhF* amplicons were amplified from all samples with Q5 polymerase (NEB). Amplification specificity was assessed by agarose gel electrophoresis, and amplicons were then purified with the Monarch PCR & DNA Clean Up Kit (NEB). Resulting DNA concentrations were measured spectrophotometrically with a NanoDrop instrument. Equimolar amounts of all amplicons from a given sample were pooled and analyzed by the Amplicon-EZ service from Genewiz. The resulting 250-bp paired-end reads were mapped with the short-read aligner BBMap (https://sourceforge.net/projects/bbmap) to an amplicon-specific reference. RNA editing was assessed from the mapped reads as described previously (Royan et al., 2021).

### RNA gel-blot analysis

Total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific). RNA samples were digested with DNase I (NEB) to remove genomic DNA. Then, 2 μg of total RNA was electrophoresed on a denaturing formaldehyde gel, transferred to a nylon membrane (Hybond-XL; GE Healthcare, Freiburg, Germany), and cross-linked with UV light. Hybridizations were performed at 65°C overnight according to standard protocols. The results were visualized using the Typhoon scanner (GE Healthcare).

### RNA editing and splicing analysis of lncRNA-seq data

To ascertain the presence of edited and spliced transcripts from organelles from lncRNA-seq datasets, the Chloro-Seq pipeline (Malbert et al., 2018) was used with the modifications described in Xu et al. (2023).

### RNA-seq and data analysis

Total RNA from plants was isolated with Trizol (Invitrogen), purified with Direct-zol RNA MiniPrep Plus columns (Zymo Research), and sequenced as described previously (Xu et al., 2019). RNA-seq reads were analyzed on the Galaxy platform (Afgan et al., 2016) essentially as described previously (Xu et al., 2019) except that reads were first mapped with the gapped-read mapper RNA STAR (Dobin et al., 2013) to generate the coverage plots in a subsequent step. The BAM files generated by RNA STAR were also used to determine the expression levels of chloroplast-encoded genes. To this end, reads were counted with featureCounts (Liao et al., 2014) using the gene annotation in Araport11 (https://www.arabidopsis.org/download/list?dir=Public_Data_Releases%2FTAIR_Data_20230630), allowing multimapping of reads to account for the inverted repeat regions. Differentially expressed genes were identified using DESeq2 (Love et al., 2014) with the fit type set to “parametric,” a linear two-fold change cutoff, and an adjusted *P* < 0.05. To determine expression levels of nuclear-encoded genes, the reads were mapped with Salmon (Patro et al., 2017) to identify differentially expressed genes as described in Xu et al. (2023), except that the updated AtRTD3-QUASI high-resolution transcriptome (Zhang et al., 2022) was used as the reference transcriptome.

### Protein expression and EMSAs

The pET48 AtGUN1–PS plasmid, encoding amino acids 232 to 918 of GUN1 with an N-terminal TRX-His tag, which was published in Shimizu et al. (2019), was obtained from Addgene (plasmid #136358). The plasmid was isolated and then transformed into BL21(DE3) cells (Thermo Fisher Scientific; EC0114) for protein expression. A positive colony was inoculated into Luria-Bertani medium containing 50 μg/ml ampicillin and grown overnight. The overnight culture was then diluted 1:100 and grown to an optical density 600 of 0.5. After cooling on ice for 30 min, 1 M IPTG was added to a final concentration of 1 mM to induce protein expression, and the culture was incubated at 18°C for 20 h. After harvest of bacterial cells by centrifugation at 4°C, the soluble tagged GUN1 protein was extracted and purified using Protino Ni-NTA agarose (Macherey-Nagel, Düren, Germany; #7450400-500) according to the manufacturer’s instructions. Although the pET48 AtGUN1-PS construct tends to form inclusion bodies, purification was attempted from the supernatant to preserve the native state of the GUN1–PS protein. Detection with an anti-His antibody (Sigma-Aldrich, Taufkirchen, Germany; SAB1305538) confirmed the presence of the GUN1–PS protein. The protein concentration was determined using the Qubit protein assay kit (Invitrogen, Thermo Fisher Scientific; Q33211), and the protein was used fresh or stored at −80°C for further use after addition of an equal volume of 50% glycerol.

For EMSA experiments, the indicated amounts of purified protein were used in the binding reactions. Each reaction consisted of 4 μl of 5× binding buffer (50 mM Tris–HCl [pH 7.5], 50 mM NaCl, 200 mM KCl, 5 mM MgCl_2_, 5 mM EDTA, 5 mM DTT, 0.25 mg/ml BSA, and 5% glycerol), the specified amounts of protein, and 2 μl of a 1 nM Cy5-labeled probe. For competitor assays, the indicated amount of competitor was added to the binding reaction. The reactions were incubated for 30 min at 23°C, followed by addition of 2 μl of 20% Ficoll 400 (v/v). The samples were then run on a 5% native polyacrylamide gel in a cold room at 4°C. The gel was preconditioned for 1 h at 60 V in 0.5× TBE containing 2.5% glycerol to remove any residual ammonium persulfate. One well was loaded with 1× Orange G loading buffer as an indicator. Gel electrophoresis was performed at 60 V until adequate separation was achieved. The Cy5 signal was then detected using a FUSION FX scanner (VILBER LOURMAT GmbH, Eberhardzell, Germany).

### RIP-seq and RT–qPCR

For RIP, we adapted a previously described method (Wang et al., 2022) with some modifications. Four-day-old seedlings grown on 1/2 MS medium were fixed with 1% formaldehyde for 15 min by vacuum infiltration. The fixation was stopped with 125 mM glycine for 5 min, again by vacuum infiltration. The seedlings were then washed four times with prechilled sterile ddH_2_0, ground to a fine powder with liquid nitrogen, and stored at −80°C for later use. Each ground plant sample (250 mg) was homogenized in 1 ml of RIP buffer. The composition of the RIP buffer was consistent with that of the original paper. Instead of preparing the beads–antibody conjugate, commercial GFP Trap Magnetic Agarose beads (gtma-20; ChromoTek) were used. Forty microliters of GFP-Trap was initially washed three times with 400 μl of RIP buffer and then incubated with 800 μl of cleared lysate for 2 h. The remaining steps for IP, RNA release, and extraction were performed following the previously outlined procedure (Wang et al., 2022). A western blot was performed for input, flow-through, and pull-down fractions of all samples with a GFP polyclonal antibody (Invitrogen; A6455). DNA contamination was removed using 2 U DNaseI (NEB; M0303S), and samples were then purified with the RNA Clean & Concentrator-5 Kit (Zymo).

For subsequent sequencing, the RNA was processed with the NEBNext Ultra II RNA Library Prep Kit from Illumina (NEB; E7770L). The libraries were then sequenced on an Illumina NextSeq 1000 system and analyzed on the Galaxy platform (Afgan et al., 2016). For RT–qPCR, 2 μl of purified RNA was reverse transcribed using the SuperScript IV Reverse Transcriptase Kit (Invitrogen, 18090050) with random hexamer priming. The cDNA synthesis reaction was performed under the following conditions: initial incubation at 23°C for 10 min, followed by reverse transcription at 55°C for 15 min for efficient cDNA synthesis. The reaction was then inactivated by heating at 80°C for 10 min. RT–PCR was performed on a Bio-Rad iQ5 real-time PCR instrument using SYBR Green Supermix (Bio-Rad; 1725274). All primer information is provided in Supplemental Table 7.

## Data and code availability

Sequencing data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible under GEO: GSE202931. Reads from experiments performed by Habermann et al. (2020), Zhao et al. (2019), and Xu et al. (2020) were retrieved from the NCBI Sequence Read Archive (SRA: PRJNA557616 and PRJNA432917, respectively) and Gene Expression Omnibus (GEO: GSE130337).

## Funding

Funding was provided by the 10.13039/501100001659Deutsche Forschungsgemeinschaft to C.S.-L., D.L., and T.K. (TRR175, projects A02, C01, and C05). Research in the Hua laboratory was supported by a US NSF CAREER award (MCB-1750361).

## Acknowledgments

We thank David Meinke for critical discussions, Michael Färberböck and Katrin Straßer for excellent technical assistance, Irma Racic for library preparation for RIP-seq, Helmut Blum and Stefan Krebs for sequencing the RIP libraries, and Eslam Abdel-Salam for help with statistical questions. No conflict of interest is declared.

## Author contributions

Conceptualization, Q.T., D.X., and T.K.; formal analysis and supervision, T.K.; investigation, Q.T., D.X., A.B., B.L., M.M.Y., T.M., Z.H., and T.K.; writing – original draft, T.K., with input from Z.H., C.S.-L., and D.L.; writing – review & editing, all authors; funding acquisition, C.S.-L., Z.H., D.L., and T.K.

## Supplemental information

Document S1. Supplemental Figures 1‒12 and Supplemental Table 7

Supplemental Table 1. Whole-genome transcript accumulation in 4-day-old *gun1W*, *gun1M*, and *gun1G* seedlings compared with the WT Data were analyzed with 3D RNA-Seq (see Methods). See Supplemental Table 2 for a separate, more detailed analysis of chloroplast transcripts incorporating the mapping of reads to inverted repeats.

Supplemental Table 2. Plastid transcript accumulation in 4-day-old *gun1W*, *gun1M*, and *gun1G* seedlings compared with the WT Data were analyzed with the DESeq2 program (see Methods).

Supplemental Table 3. Plastid transcript accumulation in seedlings treated with norflurazon (Habermann et al., 2020) or lincomycin (Xu et al., 2019a) Habermann et al. (2020) used four-day-old seedlings grown under continuous illumination (115 μmol photons m^−2^ s^−1^) at 22°C. Xu et al. (2020) used five-day-old seedlings grown under continuous illumination (100 μmol photons m^−2^ s^−1^) at 22°C. Data were analyzed with the DESeq2 program (see Methods).

Supplemental Table 4. Prediction of GUN1 target sites in the plastid genome As a search sequence, the least stringent sequence “AABBYSBYSAH” was used. 

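The table lists places in the plastid genome where the RNA code of the pentatricopeptide repeats of GUN1 could bind. A search of both strands of the reference plastid genome (154478 bp, TAIR10.1) for AABBYSBYSAH found 97 sites, the same 97 that the table lists, of which 78 lie outside inverted repeat B and 19 in it. In the code, B stands for C, G or U, Y for C or U, S for C or G, and H for A, C or U. Of the 97 sites, 35 lie in a gene on its sense strand, 37 in a gene on the other strand and 25 outside genes.
The stricter AABBYGBYGAH had 31 sites, 25 of them outside inverted repeat B, with 13 on the sense strand of a gene, 11 on the other strand and 7 outside genes. Of the 97 sites, 10 match the strictest sequence, 9 of them outside inverted repeat B. Fig. 5A gives this sequence as the 11 bases AAYYYGYYGAY, and the column name AYYYGYYGAY leaves out an A at the start. Searched alone, the 10 bases AYYYGYYGAY had 26 sites. The 3 searches were repeated on 100 shuffled genomes of the same base content. They gave on average 86.5 sites (64 to 109), 21.1 sites (10 to 33) and 15.7 sites (8 to 28). The counts of 97, 31 and 26 lie within these ranges, with 31 and 26 near the top. Shuffling breaks up the inverted repeat, whose sites the real counts hold in both copies, so the comparison cannot decide on an excess over chance. The 11 bases AAYYYGYYGAY were not compared with shuffled genomes. A match is a prediction from the sequence and measures no binding.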

“Matched sequence” indicates the prospective target sequence. Allowing U, C or G for the ambiguous B and only G for “G >> C” results in 25 potential target sites (column “Also in AABBYGBYGAH”). Allowing only U or C for the ambiguous Y and only G for “G >> C” results in 9 potential target sites (column “Also in AYYYGYYGAY”). Target sites in polycistrons are indicated by frames.

Supplemental Table 5. Analysis of RIP-seq data showing normalized read depths at each position in the chloroplast genome Read depths determined using SAMtools depth were multiplied by 1 million and then divided by the total number of reads mapped to the chloroplast genome in each sample.

Supplemental Table 6. RNA targets of GUN1 as determined by RIP-seq experiments Enriched transcripts were selected using the following selection criteria: >8-fold enrichment in both comparisons GUN1–GFP versus PP7L–GFP and GUN1–GFP versus Col-0, not too much variation between GUN1–GFP replicates (Tukey’s HSD test, *P* < 0.05). “Base mean” is defined as the average of the normalized count values, divided by size factors, taken over all samples, and is therefore an estimate of the expression level (low, medium, high) of a gene across all analyzed samples. The term “FeatureCounts” refers to the normalized count values. Column 2 shows the fold changes of transcript levels in *gun1-102* compared with Col-0. The *YCF1.1* transcript row is marked in gray because its sequence is part of the *YCF1.2* sequence.

Document S2. Article plus supplemental information

# Supplementary material for: GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation
**Source:** Plant Commun. 2024 Aug 22;5(12):101069. doi: 10.1016/j.xplc.2024.101069
**Supplement:** Document S1. Supplemental Figures 1‒12 and Supplemental Table 7

Supplemental information

GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation

Qian Tang, Duorong Xu, Benjamin Lenzen, Andreas Brachmann, Madhura M. Yapa, Paymon Doroodian, Christian Schmitz-Linneweber, Tatsuru Masuda, Zhihua Hua, Dario Leister, and Tatjana Kleine

Supplemental information

GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation

Qian Tang^a, Duorong Xu^a, Benjamin Lenzen^b, Andreas Brachmann^c, Madhura M Yapa^d, Paymon Doroodian^d, Christian Schmitz-Linneweber^b, Tatsuru Masuda^e, Zhihua Hua^d, Dario Leister^a, Tatjana Kleine^{a,*}

^aPlant Molecular Biology (Botany), Faculty of Biology, Ludwig-Maximilians-University München, 82152 Martinsried, Germany

^bMolecular Genetics, Humboldt-University Berlin, Philippstr. 13, 10115 Berlin, Germany

^cBiocenter of the LMU Munich, Genetics Section, Grosshaderner Str. 2-4, 82152 Planegg-Martinsried, Germany

^dDepartment of Environmental and Plant Biology, Ohio University, Athens, Ohio 45701, United States

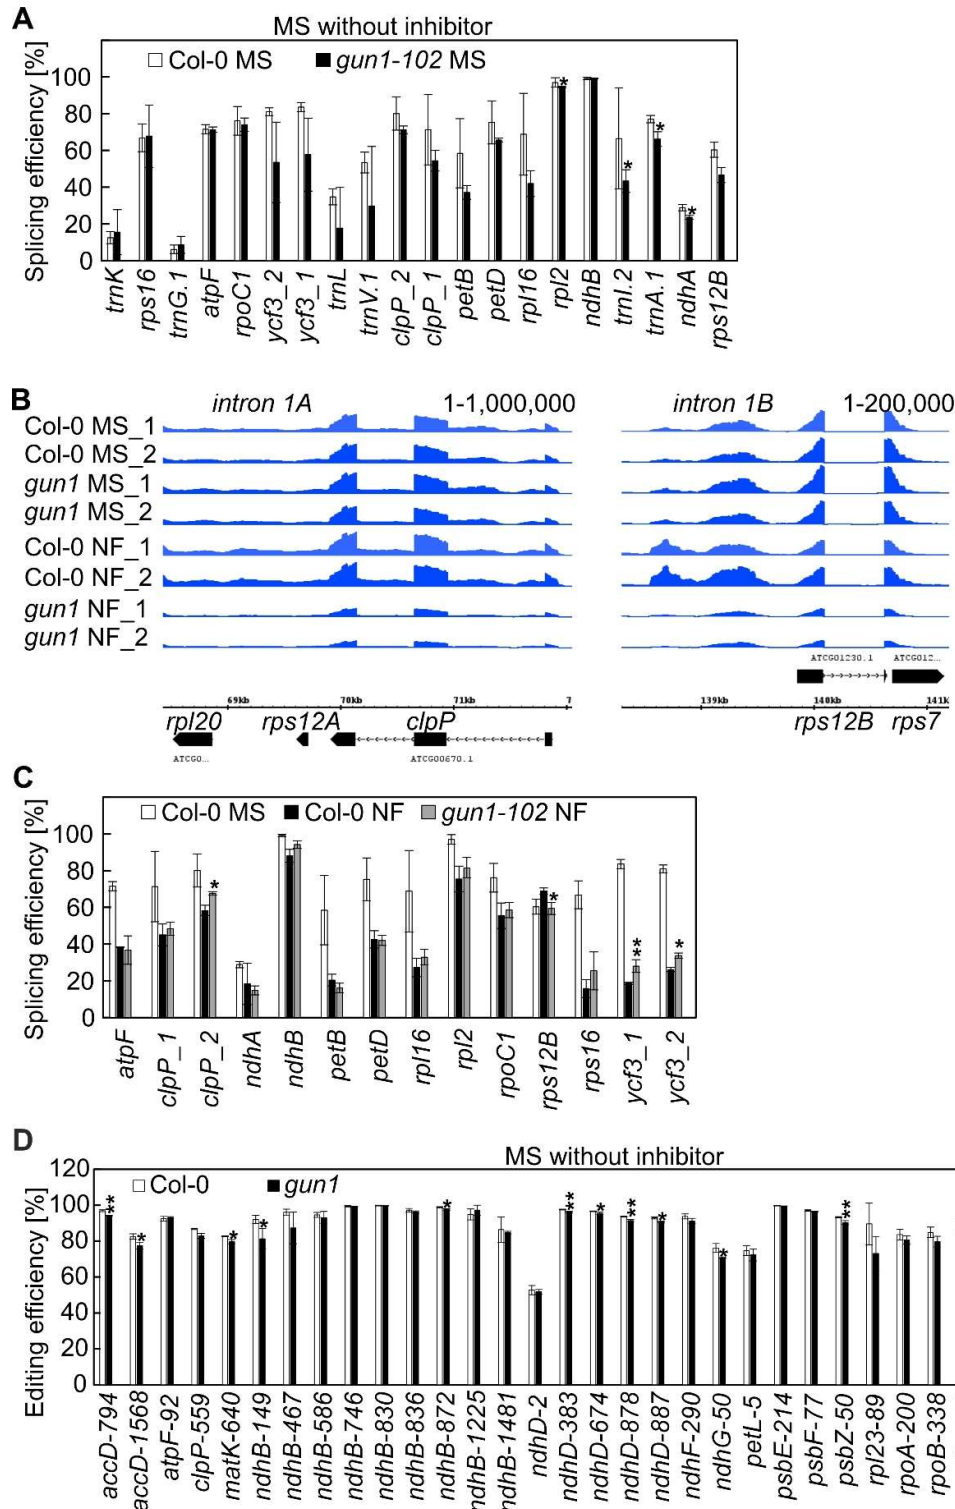

Supplemental Figure 1. GUN1 does not play a significant role in plastid RNA editing or splicing under normal growth conditions.

(A) RNA splicing efficiencies of 4-day-old Col-0 and *gun1-102* seedlings grown on MS were determined using previously published RNA-Seq data (Habermann et al., 2020). These sequencing data were generated to allow for detection of organellar transcripts. Mean values $\pm$

SD were obtained from three independent experiments. Statistically significant differences between Col-0 MS and *gun1-102* MS are indicated (post-hoc Tukey HSD test; $*P < 0.05$).

(B) Snapshots across the *clpP* gene and intron 1B of *rps12B*. The read depths were visualized with the Integrated Genome Browser. Intron 1 of *rps12* is transcribed from two separate chromosomal regions: one downstream of *rps12A* and the other upstream of *rps12B*. They are then spliced together in trans. Therefore, we conducted a manual investigation of this intron using coverage files from the sequencing data.

(C) RNA splicing efficiencies of 4-day-old Col-0 and *gun1-102* seedlings grown on MS and norflurazon (NF) were determined using previously published RNA-Seq data (Habermann et al., 2020). These sequencing data were generated to allow for detection of organellar transcripts. Mean values $\pm$ SD were obtained from three independent experiments. Statistically significant differences between Col-0 NF and *gun1-102* NF are indicated (post-hoc Tukey HSD test; $*P < 0.05$, $**P < 0.01$). Due to the numerous modifications, structure and small size of tRNAs, the lncRNA-Seq library preparation method is not reliable for their detection. Hence, the splicing efficiency data for the six tRNA introns have to be viewed with caution and were excluded from further analysis.

(D) RNA editing efficiencies were calculated from data described in (A).

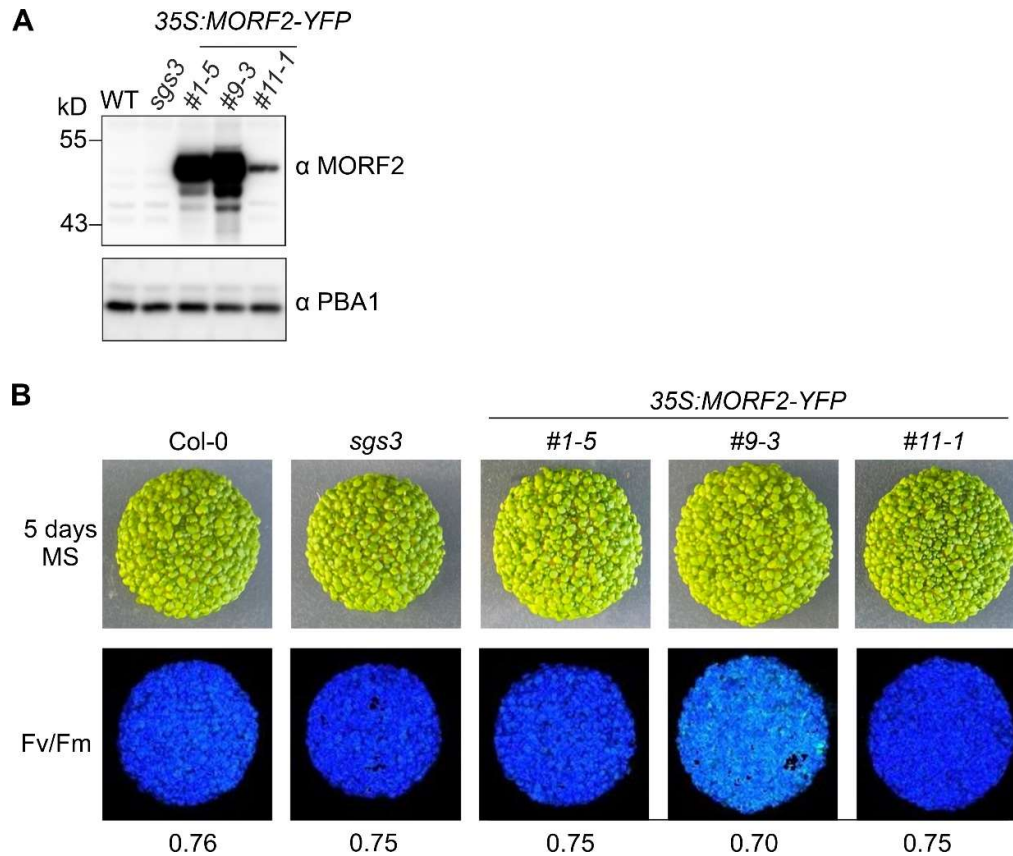

Supplemental Figure 2. Characterization of 35S:MORF2-YFP lines.

(A) Immunoblot analysis showing protein levels of MORF2-YFP in three overexpression transgenic lines (35S:MORF2-YFP). Total proteins from 7-d-old seedlings were directly extracted in 2 x SDS sample buffer and denatured at 95°C for 6 min before being resolved on a 10% SDS-PAGE gel. MORF2-YFP was detected with an anti-MORF2 polyclonal antibody as described in (Yapa et al., 2023). The 20S proteasome subunit PBA1 was used to verify nearly equal loading of total protein. The three lines, 35S-MORF2-YFP #1-5, #9-3 and #11-1, were selected for further analysis as they exhibit MORF2 overexpression to varying degrees.

(B) Phenotypes and Fv/Fm Imaging PAM pictures of 5-day-old Col-0, *sgs3-1* and 35S:MORF2-YFP lines grown on MS medium without inhibitor supplementation.

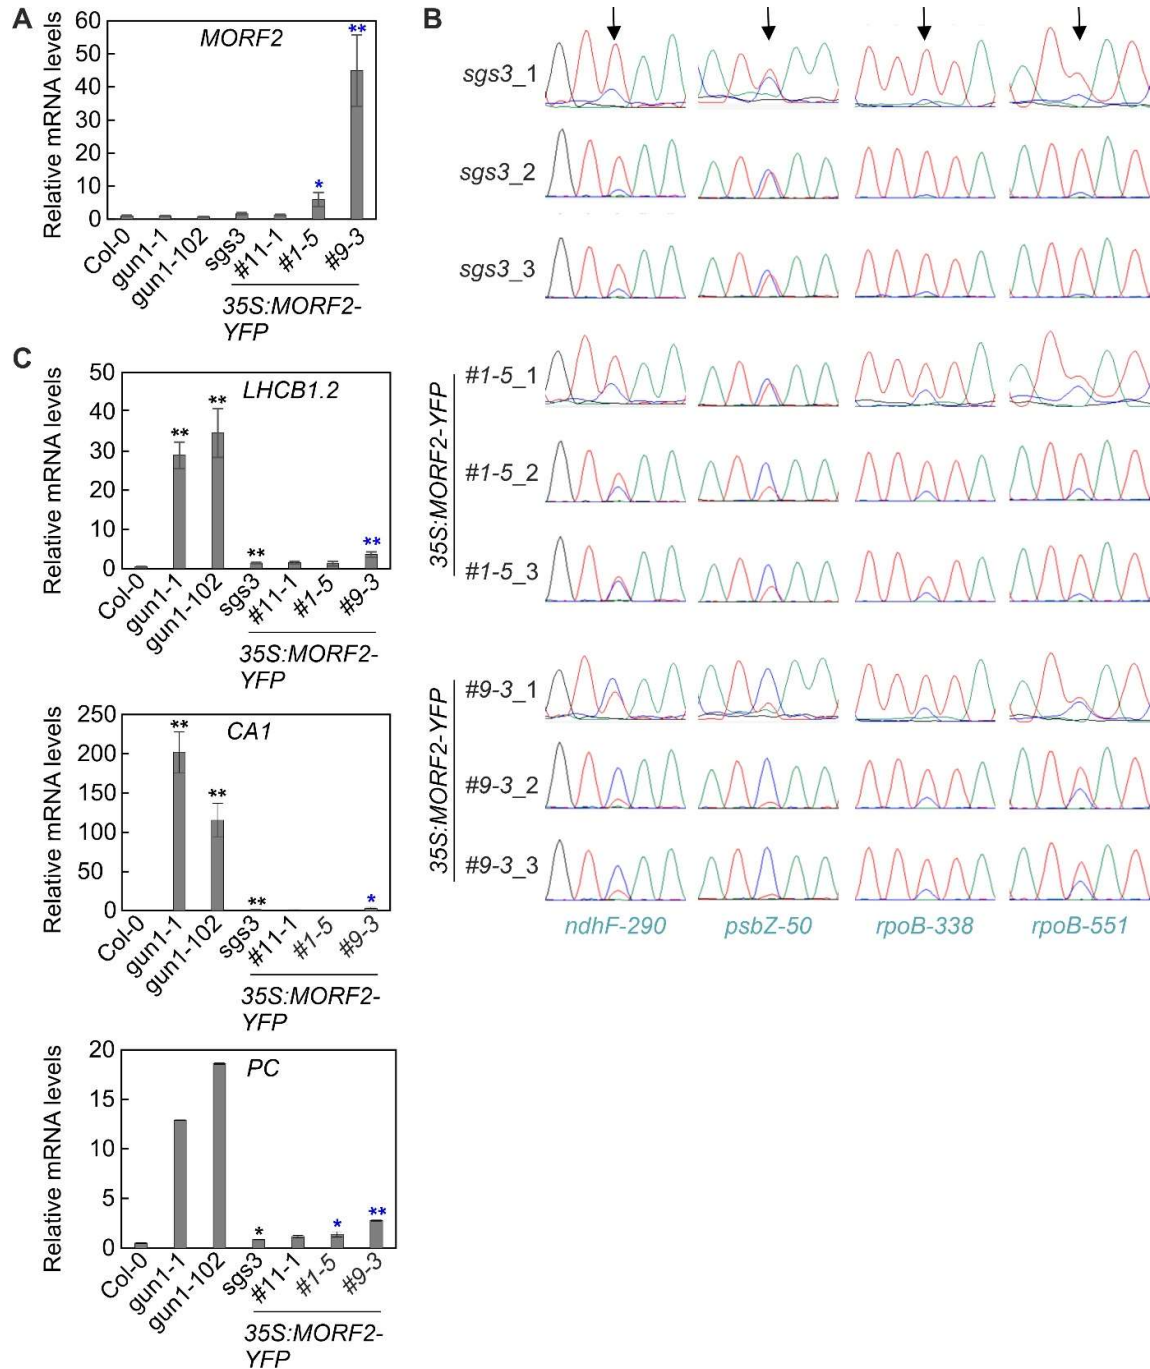

Supplemental Figure 3. Overexpression of MORF2 does not result in a significant *gun* phenotype.

(A) RT-qPCR of *MORF2* expression in 5-day-old seedlings grown under norflurazon (NF) conditions. The results were normalized to *AT4G36800*, which encodes a RUB1-conjugating enzyme (RCE1). Expression values are reported relative to the corresponding transcript levels in Col-0, which were set to 1. Mean values $\pm$ SE were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post-hoc Tukey HSD test; * $P < 0.05$; ** $P < 0.01$) between Col-0, *gun1* and *sgs3*-

l mutants are indicated by black asterisks, and those between *sgs3-l* and the *35S:MORF2-YFP* lines are indicated by blue asterisks.

(B) Seedlings were grown as in (A). Editing efficiency of selected sites was visualized by Sanger sequencing for three biological replicates.

(C) RT-qPCR of *LHCB1.2*, *CARBONIC ANHYDRASE 1 (CAI)*, and *PLASTOCYANIN (PC)* was performed using the identical cDNAs as in (A).

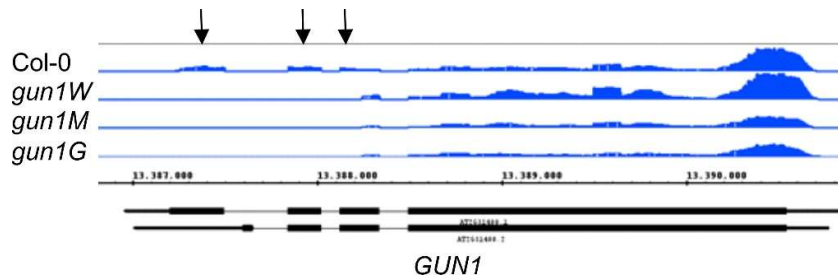

Supplemental Figure 4. Validation of RNA-Seq data and the *gun1-102* allele.

A snapshot across the *GUN1* gene is shown. The read depths were visualized with the Integrated Genome Browser. Arrows point to the absence of reads in a portion of exon 2 and the subsequent exons in *gun1W*, *gun1M*, and *gun1G*. The absence of transcription in a portion of exon 2 and subsequent exons of the *GUN1* gene was verified in all *gun1* mutant seedlings, confirming the T-DNA insertion in all *gun1* seedlings and validating the RNA-Seq data.

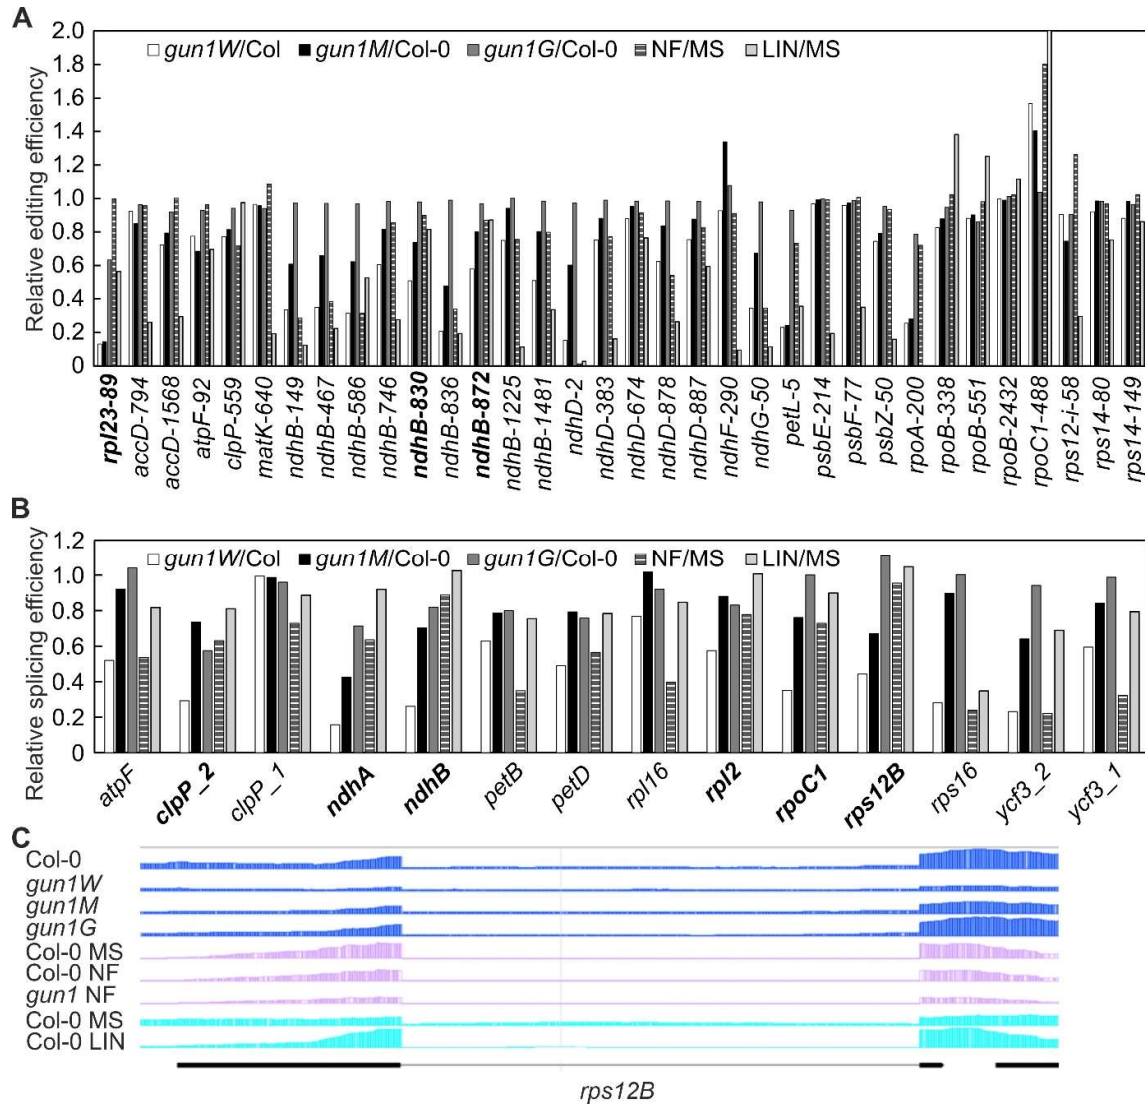

Supplemental Figure 5. Analysis of editing and splicing efficiencies of *gun1W*, *gun1M* and *gun1G* seedlings in comparison to seedlings grown on norflurazon (NF) and lincomycin (LIN).

A, B RNA editing (**A**) and splicing (**B**) ratios of 4-day-old white (*gun1W*), marble (*gun1M*), and green (*gun1G*) *gun1-102* seedlings compared to Col-0 (Col), and ratios of seedlings grown on norflurazon (NF) or lincomycin (LIN) compared to seedlings grown on MS. The NF, LIN, and MS data were extracted from previously published RNA-Seq data (Habermann et al., 2020). We identified loci in which the relative ratio of editing or splicing was lower in *gun1W*/Col-0, progressively rescued in *gun1M*/Col-0 and *gun1G*/Col-0, and absent in NF/MS or LIN/MS. Concerning editing changes, the *ndhB-830* and *ndhB-872* editing sites were weak candidates, while *rpl23-89* was a stronger candidate. However, the editing efficiency of *rpl23* is reduced under stresses (Xu et al., 2023), speaking for a pleiotropic effect. Additionally, editing of *rpl23* was not progressively restored in *gun1M* seedlings. Regarding splicing alterations, potential affected loci included *ndhA*, *ndhB*, *rpoC1*, *rps12B*, *clpP_1* (no progressive rescue observed for *clpP_1*), and *rpl2* (weak; see fig. S7).

(C) Snapshots across the *rps12B* gene. The read depths were visualized with the Integrated Genome Browser. Splicing for *rps12B* was still observed, and notably, *rps12B* transcripts were largely decreased.

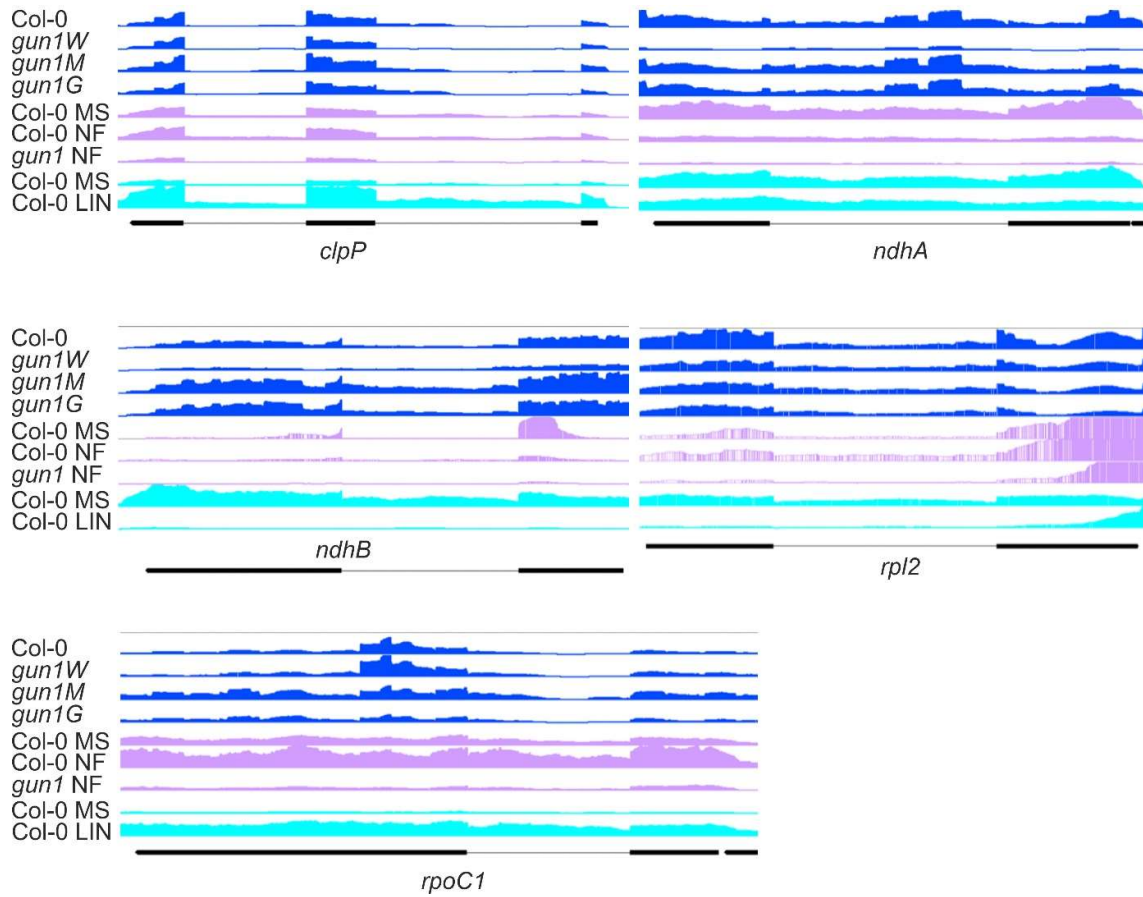

Supplemental Figure 6. Illustration of splicing behavior of selected transcripts.

Snapshots across the *clpP*, *ndhA*, *ndhB*, *rpl2*, and *rpoC1* genes are shown. The read depths were visualized with the Integrated Genome Browser.

A

ID	Gene	<i>gun1W</i>	<i>gun1M</i>	<i>gun1G</i>	NF	LIN	Pred. target of GUN1
ATCG00360	<i>ycf3</i>	0.42	1.30	1.10	0.66	0.99	no
ATCG00380	<i>rps4</i>	0.48	1.05	0.96	0.83	0.79	no
ATCG00500	<i>accD</i>	0.46	0.85	0.80	0.65	0.71	no
ATCG00520	<i>ycf4</i>	0.31	0.94	1.04	0.50	0.79	yes
ATCG00640	<i>rpl33</i>	0.38	0.85	0.97	0.55	0.87	no
ATCG00660	<i>rpl20</i>	0.45	0.68	0.77	0.76	2.42	yes
ATCG00740	<i>rpoA</i>	0.28	0.74	1.03	0.99	1.85	no
ATCG00750	<i>rps11</i>	0.24	0.72	1.14	1.13	2.02	no
ATCG00760	<i>rpl36</i>	0.22	0.78	1.30	1.11	2.30	no
ATCG00770	<i>rps8</i>	0.17	0.50	0.99	1.21	2.37	no
ATCG00780	<i>rpl14</i>	0.15	0.43	0.99	0.74	1.79	no
ATCG00790	<i>rpl16</i>	0.13	0.32	0.77	0.73	1.70	no
ATCG00800	<i>rps3</i>	0.19	0.63	1.29	0.98	1.44	no
ATCG00810	<i>rpl22</i>	0.17	0.43	0.93	1.07	1.41	no
ATCG00820	<i>rps19</i>	0.25	0.42	0.58	1.12	1.53	no
ATCG01120	<i>rps15</i>	0.42	0.96	0.97	0.68	1.96	no

B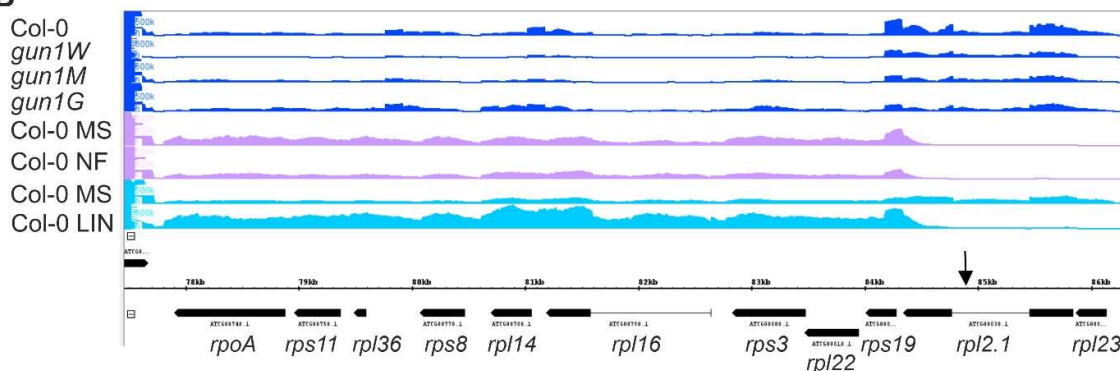

Supplemental Figure 7. GUN1 deficiency has a significant impact on the entire chloroplast transcriptome.

(A) Fold changes of transcripts that are exclusively reduced in *gun1W* are shown. n.d. denotes that these transcripts were not detected in the RNA-Seq analysis; red., reduced.

(B) Coverage plots depict the accumulation of reads across the indicated gene cluster.

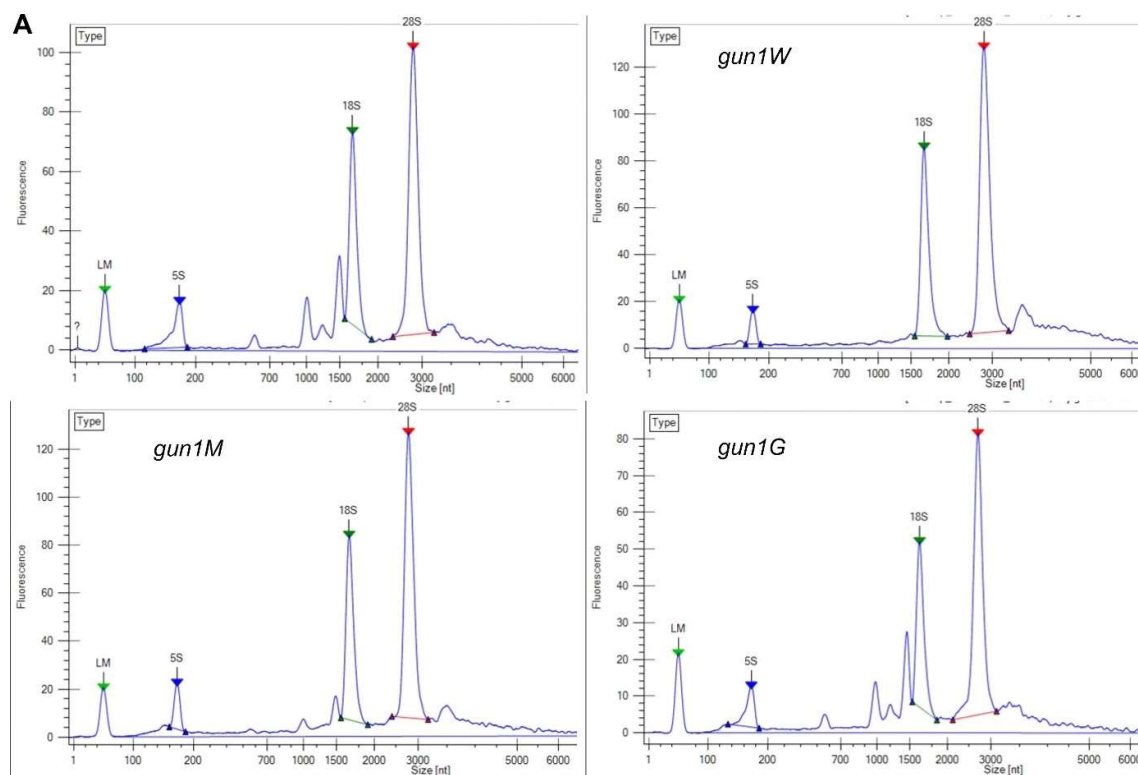

Supplemental Figure 8. Bioanalyzer profiles of total RNAs prepared with the RNA 6000 Nano Kit (Agilent).

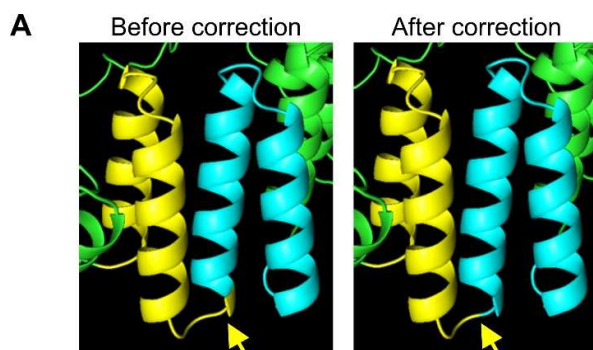

Supplemental Figure 9. PPR domain modeling of the GUN1 protein.

Section of PPR domain modeling of the GUN1 protein. The 12 predicted PPR domains of GUN1 by ScanProsite and the PPR CODE PREDICTION WEB SERVER (<http://yinlab.hzau.edu.cn/pprcode>; Yan et al., 2019) differ by a shift of one amino acid. Since the correct PPR code is crucial for determining the binding sequence, we investigated the structural configuration of the GUN1 protein by modeling with PyMOL. Each PPR domain was marked with a unique color for easy differentiation and visualization. Notably, within this color-coded scheme, helix b (yellow) of the initial PPR domain is observed to extend beyond (marked with an arrow) helix a (turquoise) of the subsequent PPR domain.

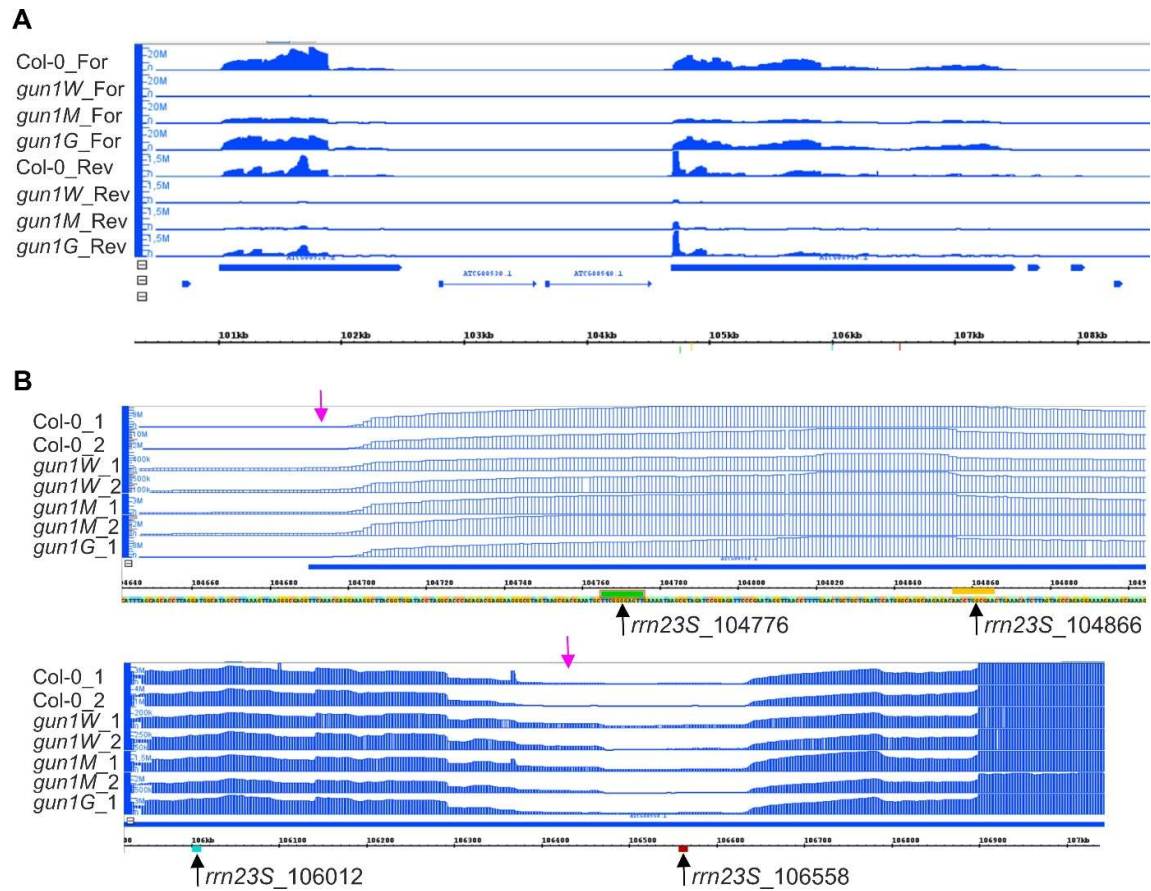

Supplemental Figure 10. Plastid ribosomal RNAs are significantly reduced in *gun1W* and *gun1M* seedlings.

(A) Read depths across the ribosomal operon were visualized using the Integrated Genome Browser. Note that this sequencing technique does not reliably capture tRNAs.

(B) Plots of RNA-Seq data produced without rRNA depletion depict a proportional increase in reads in *gun1W* and *gun1M* that map to 23S ribosomal RNA regions (magenta arrows) close to the four predicted GUN1 binding sites (marked with black arrows).

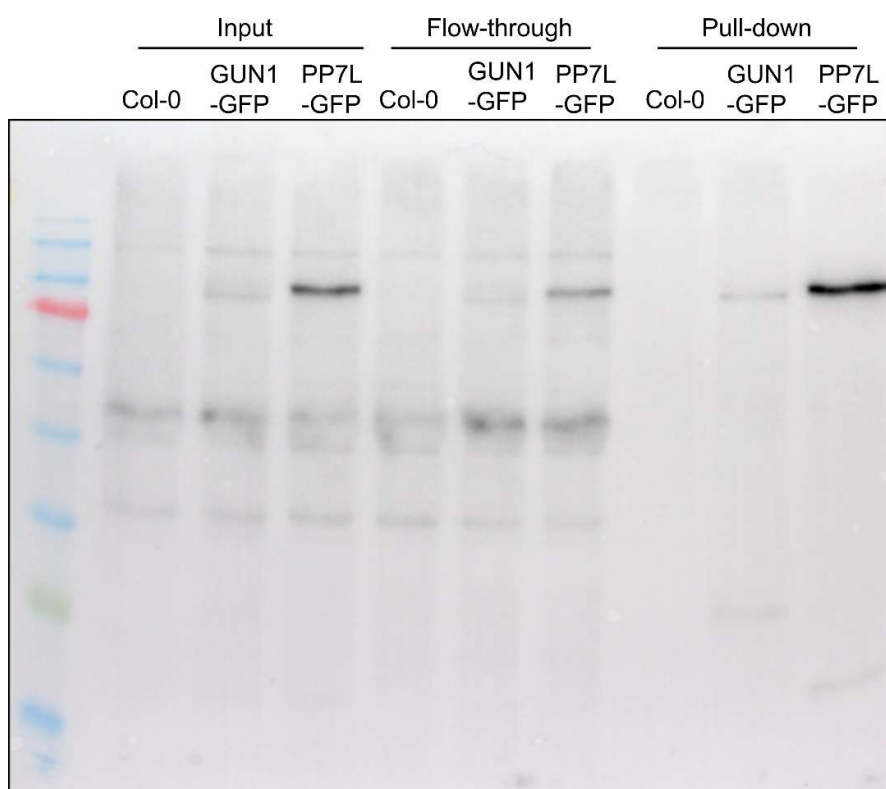

Supplemental Figure 11. Immunoblot analysis for the validation of the GUN1 RIP experiment.

Immunoblot analysis of proteins isolated from the input, flow-through and pellet (pull-down) fractions of the RIP experiment performed with proteins isolated from 4-day-old Col-0, *35S:GUN1-GFP*, and *35S:PP7L-GFP* seedlings. Proteins were fractionated by SDS-PAGE, and blots were probed with an antibody detecting GFP.

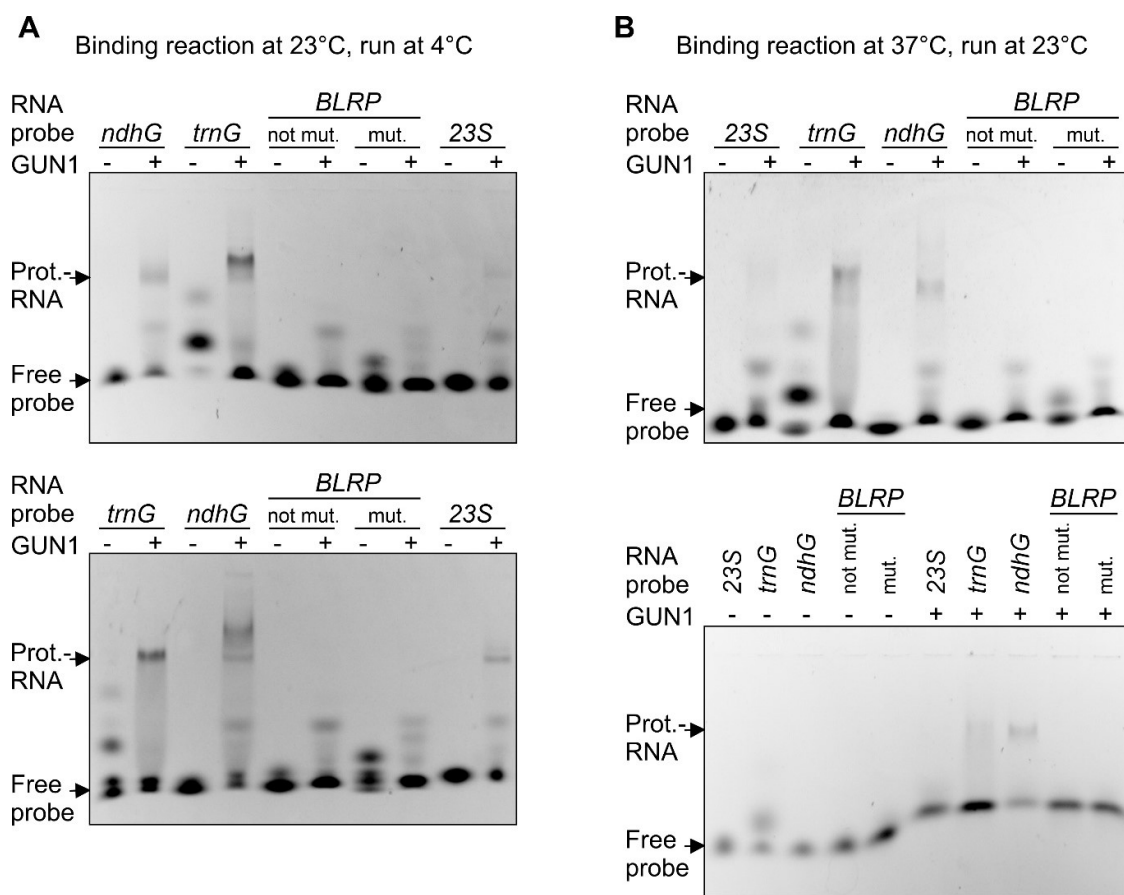

Supplemental Figure 12. EMSA experiments to test for GUN1 binding at the *BLRP*.

(A) EMSAs were performed with purified His-tagged GUN1 protein that was produced in *E. coli*. Aliquots (0, and 800 nM) of purified GUN1 protein were incubated with Cy5-labeled ssRNA probes representing the putative target sequences and a *BLRP* probe containing 10 mutated sites (mut.). Binding reactions were performed at 23°C, followed by electrophoresis on nondenaturing TBE polyacrylamide gels at 4°C.

(B) EMSAs were performed as in panel (A), but binding reactions were performed at 37°C, followed by electrophoresis on nondenaturing TBE polyacrylamide gels at 23°C.

Supplemental Table 7. Primers used in this study.

AGI number	Description	Primer sequence (from 5' to 3')
**RT-qPCR**		
AT4G36800	“Housekeeping” gene<br>RCE1	CTGTTACGGAACCCAATTC
		GGAAAAAGGTCTGACCGACA
AT2G33430	MORF2	ATGGCTTTGCCTTTGTCTG
		AACCTGACCGGTTAGCTC
AT1G29910	LHCB1.2	CCGTGAGCTAGAAGTTATCC
		GTTTCCCAAGTAATCGAGTCC
AT3G01500	CA1	GAGAAATACGAAACCAACCCT
		ACATAAGCCCTTTGATCCCA
AT1G67100	PC1	CAACGCAGGGTTCACAT

	(primer combination used by Zhao et al. (2019))	CGCACAATAGAAACCGTAAGAGC
ATCG00730	petD	TCAAATACTTCGTACAGTGCCT<br>TTGCTCCAATACCTAACCACAG
ATCG00790	rpl16	GACAAACCAGTTACAGTAAGACCT<br>ACACCACCCATTTTCATAAAGGA
ATCG00660	rpl20	CTTACACGAACTATGACTCAACAG<br>TACGGCATTATTTCGAGTGATCC
ATCG00650	rps18	TTATCTAGACGGGTGAATAGAGTG<br>TAAGACTAGTAGTTCTAGGAGTCG
ATCG00830	rpl2	CAGCATCATTGTGGTAAAGGT<br>GCATATCGGTCAAAGGTAGG
AT2G31400	GUN1	GTCTTGAGTATATTGACTGGCTG<br>GAGGCTGTAAAGCAAACGAC
ATCG00270	BLRP	ACCCATCGAATCATGACTATATCC<br>AGAGATATCGACGGATTTCCT
**Editing detection by Sanger sequencing**		
ATCG00670	clpP_559	AATGATCCATCAACCCGC<br>ATTGAACCGCTACAAGATC
ATCG00300	psbZ_50	GGGATTCGAACCCTCGATAG<br>TCAAGTTCCATAAGTTCGACCC
ATCG00180	rpoC1_448 (same like Zhao et al. (2019))	TTTTCTTTTGCTAGGCCCATAA<br>TTCGCAAATCTAAATCGGCT
ATCG00190	rpoB_338_and_551	TATCGGTTTATTGATCAGGG<br>GCAGCTGCTAACACATCTC
ATCG00890	ndhB_467	TGCTTCTCTTCGATGGAAG<br>TCCTTCGTATACGTCAGG
ATCG01010	ndhF_290	ACTGCCAGTTATCCAATAAAGAC<br>TCATCCCTTTCATTCCACTTC
ATCG00065	rps12_-58	TGATTAGGTCATTTACCCTG<br>AAATACAAGACAGCCAATCC
**Editing detection by amplicon sequencing**		
ATCG00670	clpP_559	TCTTGGAAGCGGAAGAATTACT<br>TGAACCGCTACAAGATCAAC
ATCG00300	psbZ_50	CCACCAAGAAGACTAATCCAATCC<br>GCTTTCCAATTGGCAGTTTTTG
ATCG00180	rpoC1_448	AGAAGGCCTAGTATACTGCGA<br>TAATAATTTCGCAAATCTAAATCG
ATCG00190	rpoB_551	GAAAACCAGTAGGAATATGC<br>TCCCCACCTACACAAGAAAATTG
ATCG00890	ndhB_467	CCGATGGAGAGAAGAACCTATG<br>TATCCAGATAATAGGTAGGAGC
ATCG01010	ndhF_290	AAAACCTTCGCCGCATGTGG

		ATCAGAACCAAAATCCCAACAG
**Northern blotting**		
AT1G29910	LHCB1.2	GACTTTCAGCTGATCCCGAG<br>CGGTCCCTTACCAGTGACAA
ATCG01080	ndhG	GGATTTGCCTGGACCAATAC<br>TGACGAGCCACAGAAATTGC
ATCG01130	ycf1.2	AGAGCCACATGGCGAGATTT<br>TGGGACCACTCGGGAAATTG
**RIP-qPCR**		
ATCG00950	23S_104766 and<br>23S_104856	GATACCTAGGCACCCAGAGAC<br>CTACTAAGATGTTTCAGTTCGCCA
ATCG00950	23S_106558	CGGAAGGTAAAGGAAGTTGG<br>GGAATTTTCGCTACCTTAGGAC
ATCG01080	ndhG	TCGATACGTCATGGTACGGG<br>TGACGAGCCACAGAAATTGC
ATCG01130	ycf1.2	ATGTACCAATGGAGCCTGGA<br>GGATCAAAGCCATTTCATCGT
ATCG00280	psbC (negative control)	ACTTCCCCACCTAGCCACTT<br>AGCCCCAAAACCTGCAGAAGAA
ATCG00020	psbA (negative control)	TTTCCGGTGCCATTATTCCT<br>TCATAAGGACCGCCGTTGTA
ATCG00360	ycf3 (negative control)	CGGATGTCGGCTCAATCTGAAGG<br>AGGGGTTTCGTTCTAATGCCCCGA
**EMSA**		
ATCG00950	23S_104856	aagagacaaccuggcgaacugaaac
ATCG01080	ndhG_118454	agaaaaaaaaaucuguugauaaaugaa
ATMG00190	trnG.1	auuugggaauuucuccauccaucau
Unspecific competitor	For 23S_104856 and ndhG_118454	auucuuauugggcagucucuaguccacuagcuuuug
	For trnG.1	gcaucugaauuucuaaaccaaucucgau
ATCG00270	Kim_RNA1	ggaaauccgucgauaucucu
ATCG00270_mut	Kim_RNA3	ggaccgaugaucuaucucu

# Supplementary material for: GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation
**Source:** Plant Commun. 2024 Aug 22;5(12):101069. doi: 10.1016/j.xplc.2024.101069
**Supplement:** Document S2. Article plus supplemental information

GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation

Qian Tang¹, Duorong Xu¹, Benjamin Lenzen², Andreas Brachmann³, Madhura M. Yapa⁴, Paymon Doroodian⁴, Christian Schmitz-Linneweber², Tatsuru Masuda⁵, Zhihua Hua⁴, Dario Leister¹ and Tatjana Kleine^{1,*}

<https://doi.org/10.1016/j.xplc.2024.101069>

ABSTRACT

Plastid biogenesis and the coordination of plastid and nuclear genome expression through anterograde and retrograde signaling are essential for plant development. GENOMES UNCOUPLED1 (GUN1) plays a central role in retrograde signaling during early plant development. The putative function of GUN1 has been extensively studied, but its molecular function remains controversial. Here, we evaluate published transcriptome data and generate our own data from *gun1* mutants grown under signaling-relevant conditions to show that editing and splicing are not relevant for GUN1-dependent retrograde signaling. Our study of the plastid (post)transcriptome of *gun1* seedlings with white and pale cotyledons demonstrates that GUN1 deficiency significantly alters the entire plastid transcriptome. By combining this result with a pentatricopeptide repeat code-based prediction and experimental validation by RNA immunoprecipitation experiments, we identified several putative targets of GUN1, including tRNAs and RNAs derived from *ycf1.2*, *rpoC1*, and *rpoC2* and the *ndhH-ndhA-ndhI-ndhG-ndhE-psaC-ndhD* gene cluster. The absence of plastid rRNAs and the significant reduction of almost all plastid transcripts in white *gun1* mutants account for the cotyledon phenotype. Our study provides evidence for RNA binding and maturation as the long-sought molecular function of GUN1 and resolves long-standing controversies. We anticipate that our findings will serve as a basis for subsequent studies on mechanisms of plastid gene expression and will help to elucidate the function of GUN1 in retrograde signaling.

Key words: GUN1, MORF2, plastid (post)transcriptome, retrograde signaling, RIP-seq, RNA binding protein

Tang Q., Xu D., Lenzen B., Brachmann A., Yapa M.M., Doroodian P., Schmitz-Linneweber C., Masuda T., Hua Z., Leister D., and Kleine T. (2024). GENOMES UNCOUPLED PROTEIN1 binds to plastid RNAs and promotes their maturation. *Plant Comm.* 5, 101069.

INTRODUCTION

Chloroplasts are the characteristic organelles of algae and plants, and it is generally accepted that they are derived from ancient cyanobacteria through endosymbiosis (Archibald, 2015). During evolution, most genes of the endosymbiont were transferred to the nuclear genome, resulting in only about 100 genes being present in current plastid genomes (Kleine et al., 2009) and at least 3000 plastid proteins being encoded in the nucleus (Christian et al., 2020). As a result, most plastid multiprotein complexes, such as the plastid gene expression (PGE) machinery and the photosynthetic apparatus, are formed by a mixture of plastid- and nuclear-encoded proteins, requiring coor-

dination of the expression of both genomes. Because most plastid proteins are encoded in the nucleus, this organelle exerts anterograde control over the plastids. For example, the process of PGE necessitates the involvement of diverse nuclear-encoded proteins that promote the transcription, splicing, trimming, and editing of RNA in organelles while simultaneously regulating their translation (Borner et al., 2015; Kleine and Leister, 2015; Small et al., 2023; Zhang et al., 2023). On the other hand,

Published by the Plant Communications Shanghai Editorial Office in association with Cell Press, an imprint of Elsevier Inc., on behalf of CSPB and CEMPS, CAS.

nuclear gene expression, such as expression of the so-called photosynthesis-associated nuclear genes (PhANGs), is controlled by plastid-to-nucleus retrograde signaling (Kleine and Leister, 2016; Liebers et al., 2022), which is thought to be mediated by multiple factors and sources. For instance, in seedlings treated with norflurazon (NF) or lincomycin (LIN), mRNA levels of PhANGs are repressed (Oelmüller et al., 1986). NF is an inhibitor of carotenoid biosynthesis (Oelmüller et al., 1986), whereas LIN targets peptidyl transferase domain V of the 23S ribosomal RNA (rRNA) of the 50S ribosomal subunit, which is the site of peptide bond formation, thereby preventing peptide bond formation (Hong et al., 2014). A mutant screen with *Arabidopsis thaliana* (*Arabidopsis* hereafter) identified a group of *genomes uncoupled* (*gun*) mutants three decades ago (Susek et al., 1993). In these mutants, expression of the PhANGs, in particular the marker gene *LHCB1.2*, which encodes a light-harvesting chlorophyll a/b-binding protein of photosystem (PS) II, is de-repressed in seedlings treated with an inhibitor (Susek et al., 1993). The original *gun* screens (Susek et al., 1993; Woodson et al., 2011) led to discovery of six *gun* mutants, five of which, *gun2* to *gun6*, are impaired in the tetrapyrrole biosynthesis pathway. The *gun1* mutant exhibits a distinct *gun* phenotype when treated with LIN, distinguishing it from the other mutants (summarized in Richter et al., 2023). *GUN1* encodes a chloroplast pentatricopeptide repeat (PPR) protein (Koussevitzky et al., 2007). PPR proteins belong to a large family, with an estimated 106 of these proteins targeted to chloroplasts (Small et al., 2023). They participate in various PGE steps, including RNA cleavage, splicing, editing, stabilization, and translation (Small et al., 2023; Zhang et al., 2023). Thus far, no other *ppr* mutant has been identified as a *gun* mutant, indicating that *GUN1* is a special component of an anterograde–retrograde axis.

GUN1 is an ancient protein that evolved within the streptophyte clade of the algal ancestors of land plants before the first plants colonized land more than 470 million years ago. It has been suggested that the primary role of *GUN1* is to act in PGE and that its involvement in retrograde signaling probably evolved more recently (Honkanen and Small, 2022). In fact, *GUN1* contains two domains known to interact with nucleic acids, the PPR domain and a MutS-related (SMR) domain (Koussevitzky et al., 2007). Among a large number of PPR proteins, *Arabidopsis* contains only eight PPR-SMR proteins, five of which are predicted to be localized in chloroplasts (Zhang and Lu, 2019), including PLASTID TRANSCRIPTIONALLY ACTIVE 2, SUPPRESSOR OF VARIEGATION 7 (SVR7), EMBRYO DEFECTIVE 2217, SUPPRESSOR OF THYLAKOID FORMATION 1 (SOT1), and *GUN1*. Mutants of the first four show severe molecular and/or visible phenotypes, but only SOT1 has been shown to have an RNA-binding function (Zhou et al., 2017; Zhang and Lu, 2019). Mainly by studying *gun1* seedlings grown on inhibitors or in combination with other mutants, *GUN1* has been implicated in a variety of processes in chloroplasts, such as regulation of tetrapyrrole biosynthesis (Shimizu et al., 2019), protein homeostasis (Tadini et al., 2016), ribosome maturation (Paieri et al., 2018), accumulation of certain chloroplast transcripts, and chloroplast import (Tadini et al., 2020), to name a few. Recently, *GUN1* has been proposed to cooperate with MULTIPLE ORGANELLAR RNA EDITING FACTOR 2 (MORF2)/DIFFERENTIATION AND GREENING-LIKE 1 to regulate RNA

editing under NF conditions (Zhao et al., 2019). In the suggested mechanism, *GUN1* would not bind directly to the target RNAs. Rather, it would facilitate differential editing through its interaction with MORF2. Although *GUN1* has been suggested to interact with DNA *in vitro* (Koussevitzky et al., 2007), no function in nucleic acid binding has yet been demonstrated *in vivo*, although the hypothesis that *GUN1* exerts its function by binding RNA has recently been illuminated (Loudya et al., 2024). Furthermore, apart from occasional observations of pale cotyledons in a proportion of seedlings (e.g., in Ruckle et al., 2007), no clear severe phenotype has been observed.

In this study, we revisit the editing functions of *GUN1* and MORF2 during retrograde signaling, define a distinct *gun1* phenotype with white cotyledons but green true leaves, examine the *gun1* (post)transcriptome in detail, and perform RNA immunoprecipitation (RIP) and electrophoretic shift experiments that strongly suggest an RNA-binding function of *GUN1*.

RESULTS

GUN1 does not play a significant role in plastid RNA editing or splicing during retrograde signaling

On the basis of Sanger sequencing data analysis, *GUN1* has been proposed to regulate plastid RNA editing during retrograde signaling (Zhao et al., 2019). Previously, RNA sequencing after rRNA depletion (long non-coding RNA sequencing [lncRNA-seq]) data covering both nuclear and organellar transcripts were generated for wild-type (WT) and *gun1-102* seedlings grown on Murashige and Skoog (MS) and NF (Habermann et al., 2020). The benefit of the lncRNA-seq technique is that its workflow involves library preparation after depletion of rRNAs rather than enrichment of mRNAs, the latter approach having been used in Zhao et al. (2019) and many other studies analyzing *gun1* mutants. Analysis of the sequences generated by Habermann et al. (2020) for splicing and editing changes revealed no significant alterations between WT and *gun1-102* when grown on MS (Supplemental Figures 1A and 1B). NF had a significant (secondary) effect on plastid splicing, which was similarly reduced in WT and *gun1-102* (Supplemental Figure 1C). Also, no major differences in editing (C-to-U base substitutions) efficiencies were observed between *gun1-102* and WT grown on MS (Supplemental Figure 1D), consistent with previous findings (Zhao et al., 2019). Editing was reduced at multiple sites in NF-treated WT (Figure 1A), confirming that editing is altered under stress exposure (Kakizaki et al., 2009; Zhao et al., 2019). According to Zhao et al. (2019), *GUN1*-mediated editing is particularly important under inhibitor treatment. They found that RNA editing levels in *gun1-8* and *gun1-9* increased for *clpP-559*, *ndhB-467/836*, *ndhD-878*, and *rps12-i-58* but decreased for *rpoC1-488*, *ndhF-290*, *psbZ-50*, and *rpoB-338/-551/-2432* compared with the WT when grown on NF. We confirmed increased editing levels in *gun1-102* for the same sites (Figure 1A) but observed only a moderate reduction in RNA editing at two sites, *psbZ-50* (87% in WT, 82% in *gun1-102*) and *rpoB-338* (87% in WT, 79% in *gun1-102*). To account for the different growth and analysis conditions, we repeated the experiment in two different laboratories using the growth conditions employed by

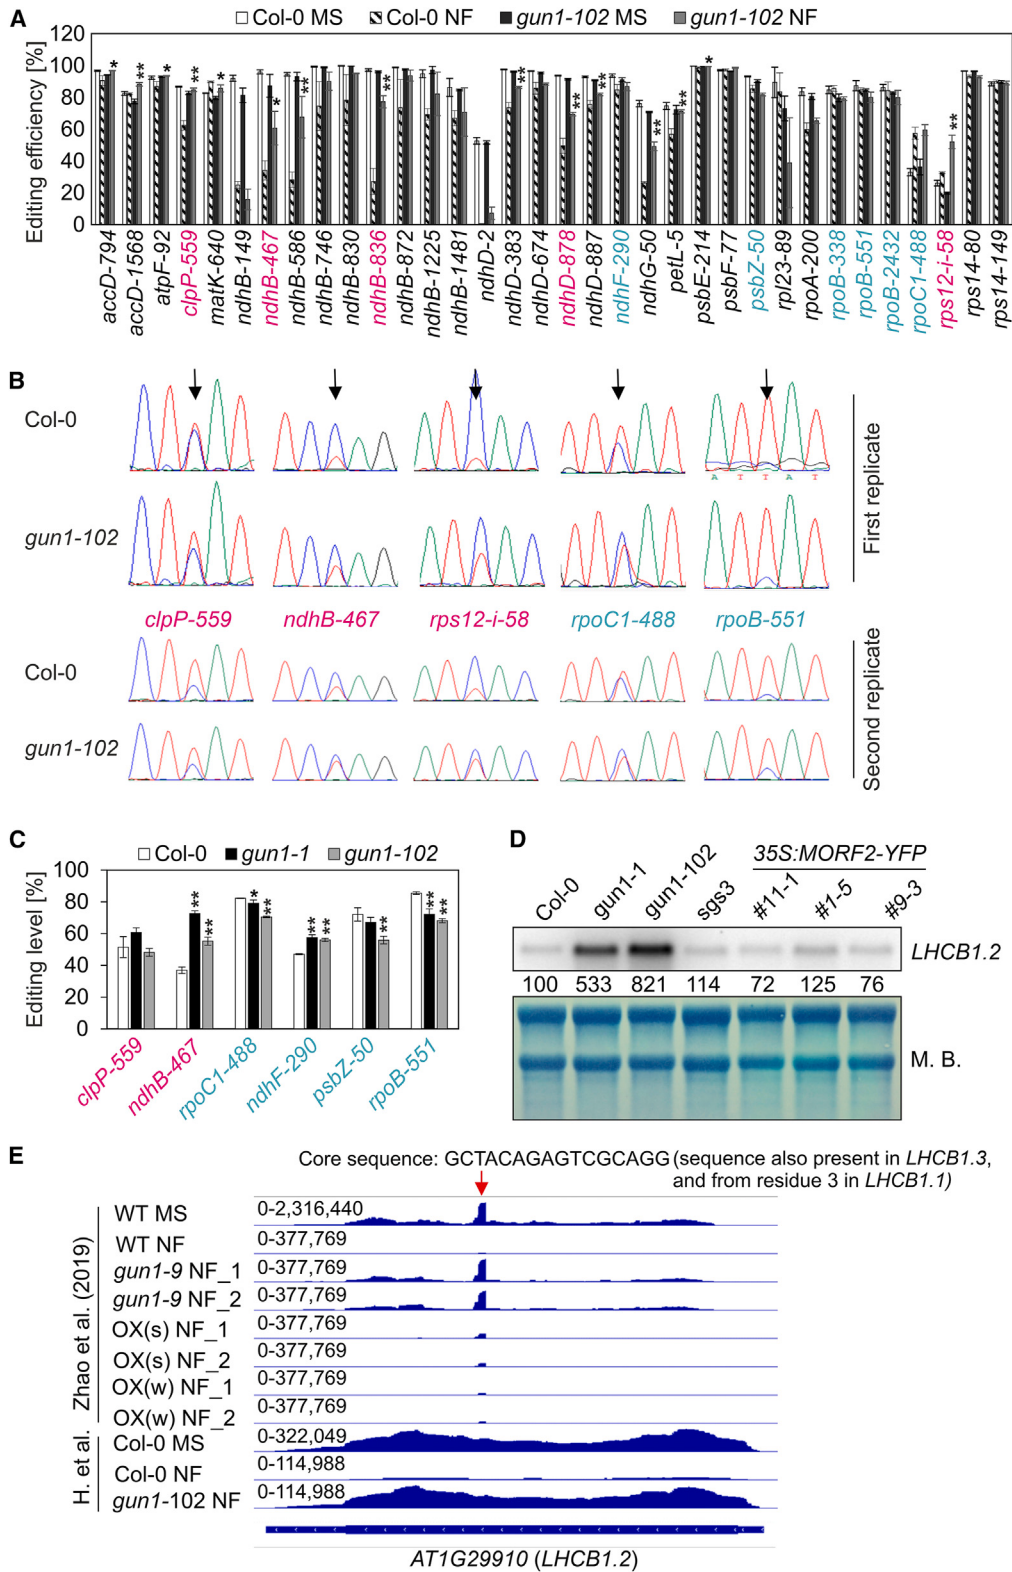

Figure 1. GUN1 does not play a significant role in plastid RNA editing or splicing during retrograde signaling.

(A) RNA editing efficiencies of 4-day-old Col-0 and *gun1-102* seedlings grown on MS and norflurazon (NF) were determined using previously published RNA-seq data (Habermann et al., 2020). These sequencing data were generated to allow for the detection of organellar transcripts. Mean values $\pm$ standard deviations were obtained from three independent experiments. Statistically significant differences between Col-0 NF and *gun1-102* NF are indicated (post hoc Tukey's HSD [honestly significant difference] test; * $P < 0.05$ and ** $P < 0.01$). A graph showing the statistical differences between Col-0

(legend continued on next page)

Zhao et al. (2019). Laboratory 1 used *gun1-102* in Sanger sequencing experiments (Figure 1B), and laboratory 2 included both *gun1-1* and *gun1-102* in amplicon sequencing experiments (Figure 1C). These experiments revealed no reproducible differences in editing efficiency between WT and *gun1* under NF conditions except for a slight reduction in *rpoC1-488* and *rpoB-551* editing.

To summarize, the presence of only mild editing and splicing differences between WT and *gun1* upon NF treatment argue against a major impact of these processes in GUN1 signaling.

Overexpression of MORF2 does not result in a significant *gun* phenotype

Previously, two MORF2 overexpression lines, *MORF2OX(s)* and *MORF2OX(w)*, were constructed (Zhao et al., 2019). *MORF2OX(s)* exhibited a *gun* phenotype, as its mRNA levels of nuclear-encoded photosynthesis genes, including *LIGHT HARVESTING CHLOROPHYLL A/B BINDING PROTEIN1.2* (*LHCB1.2*), were higher than those of the WT when the seedlings were treated with NF (Zhao et al., 2019). We found that overexpression of MORF2 in the Col-0 background induced co-suppression of MORF2 and led to variegation phenotypes in both early seedlings and adult plants (Yapa et al., 2023), similar to those observed for *MORF2OX(s)* (Zhao et al., 2019). To prevent potential post-transcriptional co-suppression-mediated gene silencing, we introduced a *35S:MORF2-YFP* construct into *suppressor of gene silencing 3-1* (*sgs3-1*) plants (Peragine et al., 2004) (Supplemental Figure 2). At the cotyledon stage, lines *35S:MORF2-YFP* #1-5 and #11-1 exhibited phenotypes similar to those of Col-0 and *sgs3-1*. However, line #9-3, which had the highest induction of MORF2 levels (Supplemental Figure 2A), displayed a reduction in the maximum quantum yield of PSII (measured as the parameter *Fv/Fm*) (Supplemental Figure 2B). The determination of editing levels for *ndhF-290*, *psbZ-50*, *rpoB-338*, and *rpoB-551*, sites that have been described as less edited in both *MORF2OX(s)* and *gun1-9* seedlings under NF treatment (Zhao et al., 2019), indicated that, interestingly, the editing levels of *ndhF-290*

and *psbZ-50* were also compromised in our strongest MORF2 overexpressor (#9-3) (Supplemental Figure 3A) compared with its parent plant, *sgs3-1* (Supplemental Figure 3B).

To examine the *gun* phenotype of *35S:MORF2-YFP* lines, RT-qPCR was performed on retrograde marker genes. As expected, mRNA levels of the marker genes *LHCB1.2*, *CARBONIC ANHYDRASE 1*, and *PLASTOCYANIN* were higher in the *gun1* alleles. Although *LHCB1.2*, *CARBONIC ANHYDRASE 1*, and *PLASTOCYANIN* mRNA levels were slightly elevated in line #9-3, they remained significantly lower than in *gun1* mutants and similar to those in *sgs3-1* (Supplemental Figure 3C). Also, northern blot analysis showed high levels of *LHCB1.2* in *gun1* alleles but WT-like levels in the *35S:MORF2-YFP* lines (Figure 1D). We reanalyzed RNA-seq data generated for WT, *gun1-9*, *oeMORF2(s)*, and *oeMORF2(w)* (Zhao et al., 2019) and sequencing data from Habermann et al. (2020) and plotted the reads across the *LHCB1.2* gene. Whereas the data from Habermann et al. (2020) showed an even distribution of reads across *LHCB1.2*, the reads generated by Zhao et al. (2019) exhibited a prominent peak of 16 nucleotides (Figure 1E). It is predominantly this peak that is found in MORF2 overexpressors after NF treatment (Zhao et al., 2019), whereas there are almost no reads for the remainder of the *LHCB1.2* gene.

Overall, this evidence suggests that overexpression of MORF2 does not result in a significant *gun* phenotype.

The nuclear transcriptome of white and marbled *gun1* seedlings is significantly affected

During experiments examining the role of GUN1 in NF-mediated editing changes, we observed the appearance of *gun1* seedlings with white (*gun1W*) and marbled (*gun1M*) cotyledons among the green *gun1* (*gun1G*) seedlings grown on MS medium without inhibitors (Figure 2A). This phenomenon has also been reported previously (Ruckle et al., 2007), but at lower frequencies, which we will discuss later. The phenotype was most pronounced in *gun1-102* seedlings but

MS and *gun1-102* MS can be found in Supplemental Figure 1. The efficiency of editing sites labeled in magenta and turquoise was found to be elevated and reduced, respectively, by Zhao et al. (2019). We also identified an unexpected increase in editing of *rpoC1* in both WT and *gun1-102* under NF treatment. Our results may vary due to the use of different analysis methods—Sanger sequencing versus lncRNA-seq data analysis—as well as discrepancies in growth media and conditions. Notably, Zhao et al. (2019) cultivated 5-day-old seedlings on MS plates without sucrose, whereas Habermann et al. (2020) used MS plates with 1.5% sucrose. Thus, to account for these variations, we repeated the experiment for selected editing sites in two distinct laboratories as shown in (B) and (C).

(B) Col-0 and *gun1-102* seedlings were grown in laboratory 1 for 5 days under continuous light conditions as reported by Zhao et al. (2019). The editing efficiency of the selected sites was visualized by Sanger sequencing for two biological replicates.

(C) Col-0, *gun1-1*, and *gun1-102* seedlings were grown in laboratory 2 for 5 days under continuous light conditions as reported by Zhao et al. (2019). The editing efficiency of the selected sites was determined by amplicon sequencing. Mean values with their standard deviations are shown. Statistically significant differences between Col-0 and *gun1* seedlings are indicated (post hoc Tukey's HSD test; *P < 0.05 and **P < 0.01).

(D) Overexpression of MORF2 does not result in a significant *gun* phenotype. Steady-state levels of *LHCB1.2* transcripts in 5-day-old seedlings grown under NF conditions are shown. Col-0 serves as the WT control for *gun1* and *sgs3-1* as a control for *oeMORF2* (*35S:MORF2-YFP*) lines. For each genotype, the total RNA was fractionated on a formaldehyde-containing denaturing gel, transferred to a nylon membrane, and probed with [α -³²P]dCTP-labeled complementary DNA (cDNA) fragments specific for the transcripts encoding *LHCB1.2*. rRNA was visualized by staining the membrane with methylene blue (M.B.) and served as a loading control. Quantification of signals relative to the WT (=100) is provided below each lane.

(E) Snapshots of reanalyzed RNA-seq data published by Zhao et al. (2019) and Habermann et al. (2020). The read depths were visualized with the Integrated Genome Browser. Whereas reads from Habermann et al. (2020) are evenly distributed across *LHCB1.2*, reads generated by Zhao et al. (2019) exhibit a prominent peak of 16 nucleotides (red arrow). The sequence of the peak (5'-GCTACAGAGTCGCAGG-3') is also present in *LHCB1.3* and from the third nucleotide in *LHCB1.1*. The sequence of this peak coincides with the sequence of the "LHB1.2" forward primer (actually detecting *LHCB1.3* in combination with the given reverse primer) used by Zhao et al. (2019) for RT-qPCR.

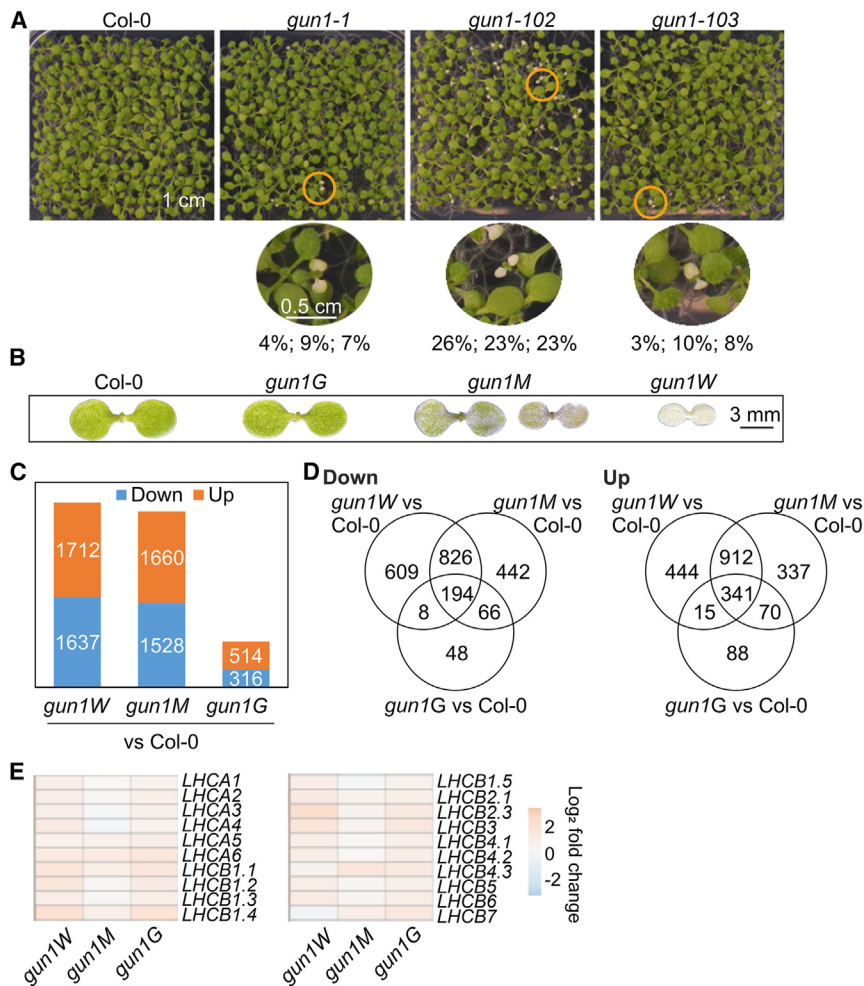

Figure 2. The nuclear transcriptome of white and marbled *gun1* seedlings is significantly affected.

(A) Phenotypes of 10-day-old *Col-0*, *gun1-1*, *gun1-102*, and *gun1-103* seedlings grown on MS without inhibitor supplementation under 16-h light/8-h dark conditions. Zoomed-in images were taken of white seedlings, denoted by the circles below the overview pictures. The percentages of abnormal seedlings (white and marbled cotyledons) were calculated for three different seed batches.

(B) Phenotypes of *Col-0*, *gun1G*, *gun1M*, and *gun1W* seedlings (derived from *gun1-102*).

(C) Analysis of transcriptome changes in white (*gun1W*), marbled (*gun1M*), and green (*gun1G*) *gun1-102* mutant seedlings. The numbers represent genes with at least a two-fold reduction (down) or elevation (up) compared with the *Col-0* WT control.

(D) Venn diagrams depicting the degree of overlap between the sets of genes whose expression levels were altered at least two-fold in *gun1W*, *gun1M*, and *gun1G* compared with the *Col-0* control.

(E) Heatmap showing transcript accumulation of genes encoding chlorophyll *a/b* binding proteins.

was also observed in *gun1-1* and *gun1-103* seedlings. The emerging true leaves turned green, suggesting that GUN1 has a specific role in chloroplast development in the cotyledons, consistent with the particular accumulation of GUN1 protein at early stages of cotyledon development (Wu et al., 2018). To obtain a general overview of RNA expression patterns in these prominent *gun1* seedlings, RNA isolated from 4-day-old *Col-0* and *gun1W*, *-M*, and *-G* mutant seedlings (Figure 2B) was subjected to lncRNA-seq. Absence of transcription in a portion of exon 2 and subsequent exons of the *GUN1* gene was verified in all *gun1* mutant seedlings (Supplemental Figure 4), confirming the presence of the transfer DNA insertion in all *gun1* seedlings and validating the RNA-seq data. The strong phenotype of *gun1W* seedlings in particular suggests that the post(transcriptome) may be pleiotropically affected. The severity of the *gun1* phenotype was correlated with an increased number of de-regulated genes (Figure 2C). The expression of 3349 genes (including chimeras) changed significantly in *gun1W* seedlings compared with *Col-0* (>two-fold, $P < 0.05$; Supplemental Table 1). Among these genes, 1637 showed decreased expression and 1712 showed increased expression, and the numbers of de-regulated genes in *gun1M* and *gun1G* were 3188 and 830, respectively (Figures 2C and 2D). mRNA expression of the marker gene *LHCB1.2* showed only a mild

decrease compared with the significant reduction in *Col-0* seedlings treated with LIN or NF. This pattern was evident for nearly all of the *LHC* members (Figure 2G).

In summary, the lack of GUN1 in *gun1W* and *gun1M* seedlings has a substantial effect on the nuclear transcriptome, but expression of *LHC* transcripts is only mildly decreased.

GUN1 deficiency has a significant impact on the entire chloroplast transcriptome

Both NF- and LIN-treated seedlings are bleached to the same degree as *gun1W* seedlings. Therefore, the following analyses involve data previously generated from NF-treated (Habermann et al., 2020) and LIN-treated (Xu et al., 2020) seedlings to account for putative pleiotropic effects in *gun1W* seedlings. Reads from these published data sets were analyzed using the same methodology as that used for our own data (Supplemental Tables 2 and 3). For the plastid transcriptome, we aimed to identify loci for which the relative ratio of editing or splicing was lower in *gun1W/Col-0*, progressively rescued in *gun1M/Col-0* and *gun1G/Col-0*, and WT-like in NF/MS or LIN/MS. We concluded that the absence of GUN1 does not result in significant changes in chloroplast splicing or editing events (Supplemental Figures 5 and 6). However, plastid transcript levels of 91 out of 133 transcripts (including tRNAs, rRNA, and inverted repeats) were significantly reduced in *gun1W* compared with WT, and no transcripts were significantly induced (Supplemental Table 2). Transcription of chloroplast genes relies on plastid-encoded polymerases (PEPs) and

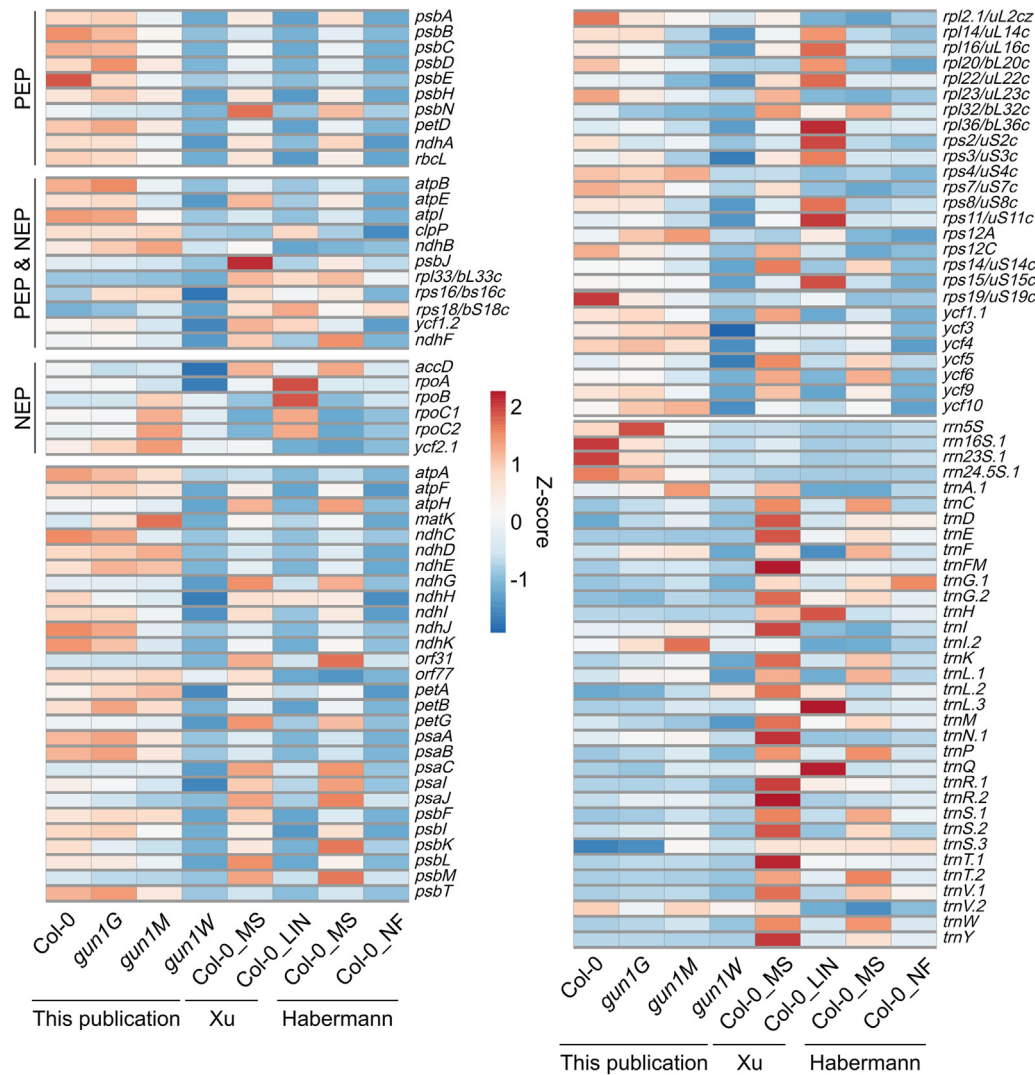

Figure 3. Heatmap illustrating the impact of GUN1 deficiency and NF and LIN treatment on plastid-encoded transcripts (Z scores). Low to high expression is represented by the blue to red transition. Note that Z scores are calculated for each individual transcript over the different genotypes. NEP is a single-subunit enzyme, whereas PEP consists of core subunits that are encoded by the plastid genes *rpoA*, *rpoB*, *rpoC1*, and *rpoC2* (which are transcribed by NEP) and additional protein factors (sigma factors and polymerase-associated proteins [PAPs]) encoded by the nuclear genome (Borner et al., 2015; Liebers et al., 2018). The general picture has been that only PEP transcribes photosystem I and II genes (*psa* and *psb*), most other genes have both NEP and PEP promoters, and NEP alone transcribes a few housekeeping genes (*rpoB*, *accD*, *ycf2*) (Hajdukiewicz et al., 1997). However, more recent analyses have shown that the division of labor between NEPs and PEPs is more complex (Legen et al., 2002; Borner et al., 2015), and no clear conclusion can be drawn about PEP- or NEP-dependent transcription in *gun1W*: the so-called PEP-dependent genes had lower expression in *gun1W* than in Col-0, as did the genes transcribed by PEP and NEP, although to a lesser extent. NEP-dependent gene expression was also reduced or in the range of Col-0. The transcriptome changes in lincomycin (LIN)-treated (Xu et al., 2020) and NF-treated (Habermann et al., 2020) seedlings were reanalyzed in the same way as the sequencing data generated for this publication. NEP, nuclear-encoded RNA polymerase; PEP, plastid-encoded RNA polymerase.

nuclear-encoded polymerases (NEPs) (Borner et al., 2015; Liebers et al., 2018). No clear conclusion can be drawn about PEP- or NEP-dependent transcription in *gun1W*: expression of the so-called PEP-dependent genes was lower in *gun1W* than in Col-0, as was that of the genes transcribed by PEP and NEP, although to a lesser extent. NEP-dependent gene expression was also reduced or in the range of Col-0 (Figure 3; Supplemental Table 2). Note that in the following, our focus is on protein-coding genes, as tRNAs and rRNAs are not reliably detected by the RNA-seq protocol used. When we examined transcript accumulation of protein-coding genes in *gun1W* and

NF- and LIN-treated Col-0 seedlings in parallel, we observed, remarkably, that 16 transcripts (excluding transcripts from inverted repeat B) were exclusively decreased in *gun1W* (Figure 4A; Supplemental Figure 7A; Supplemental Tables 2 and 3). This may be due to the use of different growth conditions. Whereas we used 4-day-old seedlings grown under long-day conditions, the NF-treated (Habermann et al., 2020) and LIN-treated (Xu et al., 2020) seedlings were grown under continuous light conditions for 4 and 5 days, respectively. We therefore performed an RT-qPCR experiment using seedlings grown under the same growth conditions (4-day-old seedlings

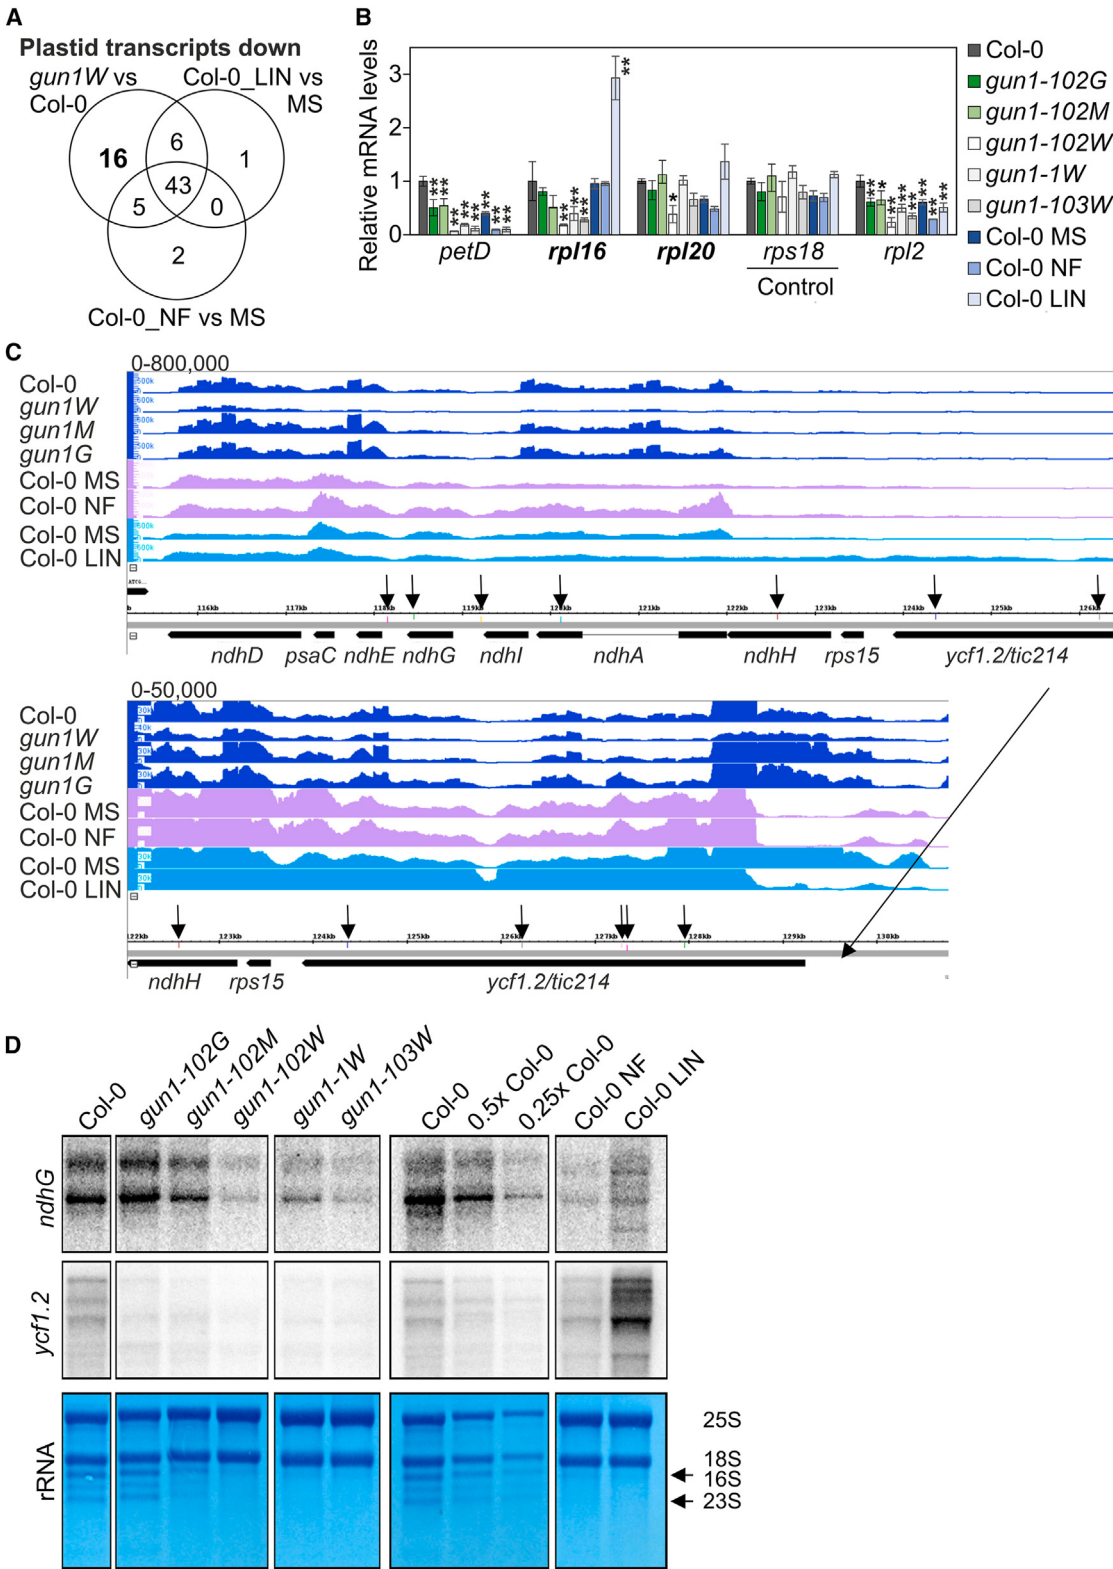

Figure 4. GUN1 deficiency has a significant impact on the chloroplast transcriptome.

(A) Venn diagrams depicting the degree of overlap between the sets of plastid protein-coding genes whose RNA expression levels were reduced by at least two-fold in *gun1W* relative to Col-0, as well as in LIN- and NF-treated seedlings compared with Col-0 grown on medium without inhibitor (MS). The

(legend continued on next page)

grown under long days) and confirmed the transcript accumulation behavior of *rpl16* and *rpl20* (Figure 4B). Apart from a few genes, most plastid genes belong to polycistronic units and are co-transcribed (Shahar et al., 2019). A closer look at transcripts exclusively reduced in *gun1W*, gradually increased in *gun1M*, and WT-like in *gun1G* drew our attention to a large polycistron containing *rpoA* along with several *rps* and *rpl* genes (Supplemental Figure 7B). Inspection of the coverage plots and transcript accumulation data revealed a comparable behavior for *ycf1.2*, *rps15*, and the *ndhH-ndhA-ndhI-ndhG-ndhE-psaC-ndhD* gene cluster (Figure 4C). The downregulation of transcripts was verified by northern blot detection of *ndhG* and *ycf1.2* (Figure 4D). It is noteworthy that although *ndhG* transcripts did not appear to be reduced in the RNA-seq data of Habermann et al. (2020), the transcript pattern and abundance in *gun1W* plants looked the same as those in Col-0 NF plants under our growth conditions, and therefore, a secondary effect of reduced *ndhG* transcripts in *gun1* seedlings cannot be excluded at this stage. By contrast, *ycf1.2* transcripts appear to be specifically reduced in *gun1W* compared with inhibitor-treated WT. In addition, during the quality control of RNA for sequencing, we observed strong rRNA depletion in *gun1W*, which was gradually rescued in *gun1M* and completely restored in *gun1G* (Figure 4D; Supplemental Figure 8A). The rRNA depletion phenotype was similar to that of Col-0 seedlings treated with NF or LIN (Figure 4D). Therefore, also for this pattern, a secondary effect cannot be excluded at this stage.

In conclusion, the plastid (post)transcriptome is significantly affected by GUN1 deficiency in *gun1W* and *gun1M* seedlings.

Re-evaluation of a putative RNA-binding function of GUN1

Many of the significant changes observed in the chloroplast (post) transcriptomes of *gun1W* and *gun1M* could explain their seedling phenotypes. But what is the primary cause? GUN1 is a P-type PPR protein, suggesting that it may be associated with RNA cleavage, splicing, and stabilization (Barkan and Small, 2014), and this led us to revisit a putative direct RNA-binding function of GUN1. PPR motifs bind to RNA in a one-repeat and one-nucleotide manner, and PPR motifs recognize specific RNA bases through amino acids at positions 5 and 35. Using this code, the binding sites of several PPR proteins can be predicted very well (Shen et al., 2016; Miranda et al., 2018; Yan et al., 2019). Because the correct PPR code is crucial for determining the binding sequence, we investigated the structural configuration

of the GUN1 protein by modeling with PyMOL and found that the 12 PPR domains of GUN1 predicted by ScanProsite should be shifted by one amino acid (Supplemental Figure 9). We therefore adjusted the repeat annotation to better fit the predicted structure and description of canonical PPR tracts (Yan et al., 2019; Honkanen and Small, 2022). Prediction of putative RNA target sites (Yan et al., 2019) yielded the following ambiguous 11-nucleotide sequence: 5'-AA(U>C>G)(U>C>G)(C>U)(G>>C)(U>C>G)(C>U)(G>>C)A(C>U>A)-3' (Figure 5A). Using this ambiguous sequence and considering location in inverted repeat regions, 78 potential target sites can be identified within the chloroplast genome, distributed over 41 gene loci (Supplemental Table 4). The application of strict and very strict sequence-matching criteria, as explained in the figure legend to Figure 5A, yields 25 and 9 possible targets, respectively. On the basis of our previous analysis, two regions are noteworthy. One is the *ycf1.2-rps15-ndhH-ndhA-ndhI-ndhG-ndhE-psaC-ndhD* gene cluster (see Figure 4C), which contains ten potential targets. Among these targets, *ndhE* and 3'*ndhI* are also identified with the strict target sequence and *ndhG* with the very strict target sequence (Figure 5B; Supplemental Table 4). The second region is the *rrn23S* gene (Supplemental Figure 10), which contains four predicted target sequences: 23S_104766, 23S_104856, 23S_106002, and 23S_106558 (numbered according to the nucleotide position in the plastid genome). 23S_104856 and 23S_106558 fall within the strict possible targets. To gain insight into the accumulation of reads across the rRNA operon, we performed IncRNA-seq again without rRNA depletion. This analysis confirmed that plastid rRNAs are significantly reduced in *gun1W* and *gun1M* seedlings (Supplemental Figure 10). Upon closer examination of the first two binding sites and adjustment of the plots for differences in expression, a disproportionately high number of reads were found to map 5' to the *rrn23S* gene, which is not present in *gun1G* (Supplemental Figure 10). In addition, a distinct coverage pattern of *rrn23S* was observed in the region of binding site 23S_106558, although a secondary effect on 23S rRNA still cannot be excluded.

GUN1 binds to chloroplast RNAs *in vivo* and *in vitro*

To investigate whether GUN1 is involved in RNA binding *in vivo*, RNA Co-IP was performed using a GFP-tagged GUN1 line (*GUN1-GFP*) (Tadini et al., 2016) with Col-0 as a control. The success of the IP experiment was demonstrated by detection of the tagged proteins in the respective eluates by western blotting (Supplemental Figure 11). Four predicted target regions

transcripts of inverted repeat B have been omitted. Note that for the transcripts downregulated by LIN or NF, the adjusted *P* value may also be higher than 0.05.

(B) RT-qPCR was used to determine expression levels of selected chloroplast transcripts. The results were normalized to the expression of *AT4G36800*, which encodes a RUB1-conjugating enzyme (RCE1). Expression values are reported relative to the corresponding transcript levels in Col-0, which were set to 1. Mean values $\pm$ SE were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post hoc Tukey's HSD test; *P < 0.05 and **P < 0.01) between Col-0 (batch grown together with *gun1* seedlings), *gun1* mutants, and Col-0 seedlings grown on MS, NF, or LIN are indicated by black asterisks. Transcripts marked in bold were downregulated exclusively in *gun1W* but not under NF or LIN treatment.

(C) Coverage plots depict the accumulation of reads across the *ycf1.2-rps15-ndhH-ndhA-ndhI-ndhG-ndhE-psaC-ndhD* gene cluster. Vertical arrows point to predicted GUN1 binding sites (see Figure 6; Supplemental Table 6).

(D) Analysis of *ndhG* and *ycf1.2* transcript accumulation by northern blotting. Total RNA was isolated from 4-day-old Col-0 and *gun1-102* white, marbled, and green seedlings, as well as from Col-0 seedlings grown on medium supplemented with NF or LIN. The samples were run on the same gel but rearranged for clarity. As a loading control and for visualization of rRNAs, the membrane was stained with M.B. The arrows point to bands representing chloroplast rRNAs.

A

PPR repeat #	1	2	3	4	5	6	7	8	9	10	11	12	
Amino acid code	ST	SN	ND	ND	NN	SD	ND	NN	SD	SN	NS	SY	# of targets
Pred. RNA seq.	A	A	U>C>G	U>C>G	C>U	G>>C	U>C>G	C>U	G>>C	A	C>U>A	?	(wo IR):
First nucleotide only	A	A	U	U	C	G	U	C	G	A	C		0
U and C (Y) allowed	A	A	Y	Y	Y	G	Y	Y	G	A	Y		9
All allowed, still strict G	A	A	B	B	Y	G	B	Y	G	A	H		25
All nucleotides allowed	A	A	B	B	Y	S	B	Y	S	A	H		78

B

Target #	Start position	End position	Matched sequence for AYYYGYYGAY	Strand	Description
1	17952	17962	AACCCGCCGAC	Plus	<i>rpoC2</i>
2	22797	22807	AAUUUGUUGAU	Minus	<i>rpoC1</i>
3	31827	31837	AAUCCGUCGAU	Plus	BLRP of <i>psbD</i>
4	35646	35656	AAUCCGUUGAU	Minus	95 bp 5' of <i>ycf9</i>
5	47443	47453	AAUCCGUUGAC	Plus	Second exon of <i>trnL.1</i>
6	53800	53810	AACCCGUUGAU	Minus	<i>atpB</i>
7	71411	71421	AAUUUGUUGAC	Minus	First intron of <i>clpP</i>
8	118454	118464	AAUCUGUUGAU	Plus	<i>ndhG</i>
9	138429	138439	AAUUUGUCGAU	Minus	3' of <i>trnV.3</i>

Figure 5. Predicted GUN1 binding sites.

(A) Predicted ambiguous GUN1 target sequence. The numbers in the first row depict the PPR motif number, whereas the second row displays the amino acids in each PPR motif that are crucial for prediction of target nucleotides. For some amino acid combinations, the predicted target nucleotide is unique (such as ST and SN), whereas for others (such as ND), multiple nucleotides are predicted with descending preference. Subsequent rows indicate the prospective target sequences dependent on the stringency applied to the predicted nucleotides. For example, using only the first nucleotide of each of the predicted nucleotides results in 0 target sites. Allowing U, C, or G for the ambiguous B and G or C for “G>>C” results in 78 potential target sites. Allowing U, C, or G for the ambiguous B and only G for “G>>C” results in 25 potential target sites (here and in the following, marked in magenta). Allowing only U or C for the ambiguous Y and only G for “G>>C” results in 9 potential target sites (here and in the following, marked in blue). Highly conserved regions in GUN1 are highlighted in bold letters, according to Honkanen and Small (2022). In addition, representative predicted binding sites at *ndhG*, *ndhE*, and *rm23S* are shown. wo IR, without inverted repeat.

(B) Table showing the nine sites in the “U and C (Y)” category.

of the notable regions described above (*ndhG*, *ycf1.2*, and two regions of 23S rRNA; Figure 6A) along with negative controls were tested in RT-qPCRs of input and immunoprecipitated RNA, and the input/immunoprecipitated ratio was calculated. In GUN1 IPs, *ndhG*, *ycf1.2*, and a target in 23S rRNA comprising binding sites 104766 and 104856 demonstrated significant enrichment in the pellet compared with the control (Figure 6B). By contrast, there was no significant enrichment of RNAs that lacked predicted target sites. Also, binding of GUN1 to 23S_106558 was not statistically significant. However, the identification of *ndhG*, *ycf1.2*, and 23S rRNA as true targets must be considered with caution. First, all RNAs tested gave a stronger signal in the GUN1 IP than in the control. Second, all negative controls contained a sample with extremely large error bars.

To determine whether GUN1 can directly bind to the identified target sites, we used electrophoretic mobility shift assays (EMSAs). It is difficult to obtain full-length GUN1 by overexpression in *E. coli*, possibly owing to the highly disordered domain in the N-terminal region (Shimizu et al., 2019). Therefore, we overexpressed a GUN1-PS construct encompassing all PPR and SMR motifs (PS) spanning amino acids 232 to 918 (Shimizu et al., 2019) in *E. coli* (Figure 6C) and used GUN1-PS for

EMSAs. Four different Cy5-labeled RNA oligonucleotides were designed, representing the putative binding sites at *ndhG*, 23S_104856, and *trnG.1* and an unrelated sequence. All probes were 25 bp long. The secondary structure of the non-specific probe was represented by a hairpin loop similar in structure to the *ndhG* probe, whereas the *trnG.1* probe formed a more stable hairpin loop, and the 23S probe formed a predominantly circular loop. When 100, 200, 400, and 600 nM of purified GUN1-PS protein was added to the Cy5-labeled probes and the mixtures electrophoresed, band shifts were observed, especially for the *ndhG* and *trnG.1* probes. The shift was more pronounced at a higher protein concentration and was not detected when no protein or probe was added, indicating that the RNA probes formed complexes with the protein (Figure 6D). A slight shift could also be detected for 23S_104856. However, the non-specific probe produced a similar shift pattern.

The intensity of the shifted *ndhG* and *trnG.1* bands progressively decreased upon addition of increasing concentrations of the respective unlabeled single-stranded RNAs but not upon addition of increasing concentrations of unlabeled, unrelated single-stranded RNA (Figure 6E). However, the intensity of the 23S shift decreased upon addition of both the specific and the nonspecific competitor. This suggests that GUN1 binds

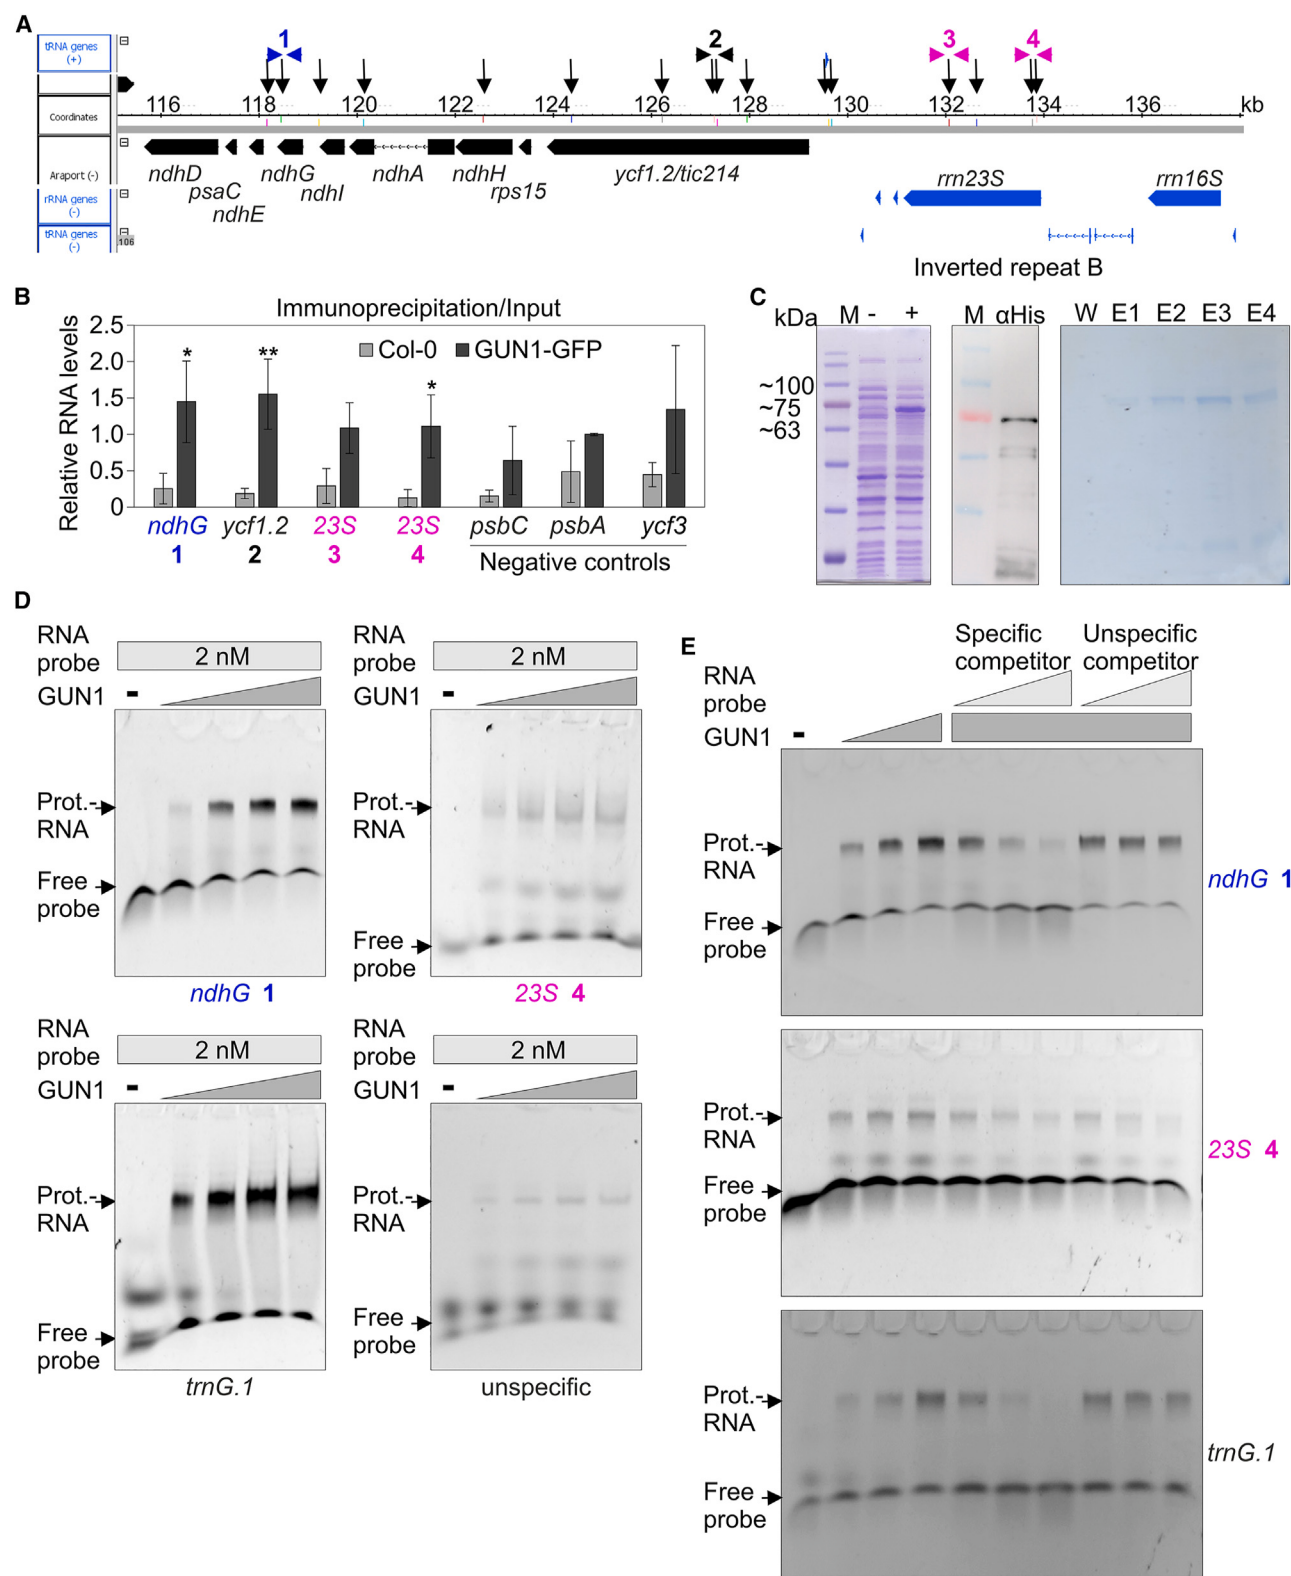

Figure 6. GUN1 binds to RNAs *in vivo* and *in vitro*. (A) Schematic presentation of predicted RNA binding sites (indicated by black vertical arrows) in *ycf1.2*, the *rps15*–*ndhH*–*ndhA*–*ndhI*–*ndhG*–*ndhE*–*psaC*–*ndhD* polycistron, and the *rm23S* gene. Positions of primers used in (B) are depicted with arrowheads using the color code explained in the legend to Figure 5.

(legend continued on next page)

specifically to the *ndhG* and *trnG.1* target sites but does not bind, or does so only weakly or nonspecifically, to 23S_104856.

To obtain a broader view of the RNA targets of GUN1, libraries prepared from immunoprecipitated RNAs of the GUN1–GFP line and Col-0 were subjected to RNA-seq (RIP-seq). In addition to Col-0, another unrelated GFP-tagged line (PP7L–GFP; Xu et al., 2019) served as a control. Supplemental Table 5 shows the normalized read depths at each position in the chloroplast genome. Coverage files were generated using the bamCoverage tool, set to reads per kilobase per million, and reads were plotted across the entire chloroplast genome. This procedure revealed several read peaks in the GUN1 libraries that were not observed as strongly in plots of the control libraries (Figure 7A). These included, for example, *trnK/matK*, *trnG.1*, and *ndhB.1*. One predicted GUN1 target is the blue light responsive promoter (*BLRP*) of *psbD* (see Supplemental Table 4); *psbD* transcript levels are reduced to 11% in *gun1W* relative to the WT (see Supplemental Table 2), and RIP–qPCR and EMSA experiments recently suggested that GUN1 binds to the *BLRP* (Cui et al., 2023). However, our RIP-seq analysis did not show any enrichment of reads at the *BLRP* (Figure 7B), perhaps due to different growth conditions. We used 4-day-old seedlings grown under long-day conditions, whereas Cui et al. (2023) used seedlings grown in the dark for 2.5 days, which were then transferred to light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 6 h. Furthermore, it has been shown that *BLRP* transcripts are strongly reduced in *gun1 p35S::GUN1–GFP* seedlings under the above-mentioned light-transfer growth conditions or in 5-day-old seedlings grown under continuous light (Cui et al., 2023), a result that we confirmed for the latter growth condition (Figure 7C). Therefore, failure to detect a peak in the *BLRP* region in our RIP-seq data may be due to insufficient levels of *BLRP* transcript input. To further investigate GUN1 binding to the *BLRP* region, we performed EMSA experiments with our 23S_104856, *trnG.1*, and *ndhG* probes and the RNA1 and RNA3 probes designed by Cui et al. (2023). RNA1 includes the *BLRP* GUN1 binding site, and RNA3 is a probe with 10 mutation sites in the *BLRP* binding region. Addition of 800 nM purified GUN1 protein to 2 nM of each probe resulted in shifts of the *trnG.1* and *ndhG* probes, a weaker shift of the 23S_104856 probe, and a faint shifted smear of the RNA1 and RNA3 probes (Figure 7D). Two additional independent experiments produced similar results (Supplemental Figure 12A). Because we performed the binding reactions at 23°C and ran them at 4°C, we repeated the EMSA

experiments twice using the conditions of Cui et al. (2023), who performed the binding reactions at 37°C and ran them at room temperature, again showing similar results (Supplemental Figure 12B). There was no clear shift of the RNA1 probe, and the binding reaction with the RNA3 probe—which contained the mutation sites—behaved similarly to that with RNA1, although a shift was visible for *trnG.1* and *ndhG*. Therefore, under our RIP-seq and EMSA conditions with our GUN1–PS protein, we did not observe a shift of the *BLRP* GUN1 target. It should be noted that our GUN1–PS comprises amino acids 232 to 918, whereas the GUN1 protein expressed by Cui et al. (2023) contained 100 additional amino acids: it encompassed amino acids 132 to 918, and we cannot exclude the possibility that these 100 additional amino acids are required for *BLRP* binding.

Enrichment analysis at the exon level compared with RNAs identified in the control lines showed that 22 transcripts were significantly enriched in GUN1–GFP (Figure 7E; Supplemental Table 6); 13 of them contained at least one predicted GUN1 target region, covering a total of 26 predicted targets. This was a significant enrichment according to three different statistical tests, the chi-squared ($P = 0.019$), hypergeometric ($P = 0.019$), and binomial ($P = 0.021$) tests. The enriched transcripts harboring a predicted GUN1 target site included *ycf1.2*, *ycf2*, *rps2*, *rps12C* and *rpl20*, *rpoC1* and *rpoC2*, *ndhB*, the *ndhH–ndhA–ndhI–ndhG–ndhE–psaC–ndhD* gene cluster, and tRNAs such as *trnK*, *trnG.1*, and *trnL.2* (Figure 7E and 7F).

It is important to note that we did not sequence input libraries, and we only confirmed significant IP/input ratios for three targets (see Figure 6B). Overall, however, these experiments provide evidence for an RNA-binding function of GUN1 and suggest candidates for further testing.

DISCUSSION

Although the functions of other GUN proteins are well established, the specific molecular function of GUN1 has remained largely unclear. Most conclusions regarding GUN1 have been made by examining *gun1* mutants in combination with inhibitor treatments or in conjunction with the generation of double mutants (Richter et al., 2023). Our observation of *gun1W* and *gun1M* seedlings is independent of NF or LIN treatment. In these seedlings, the emerging true leaves turned green, suggesting a specific role for GUN1 in chloroplast development

(B) Demonstration of co-purification of selected RNAs with GUN1. RNAs that were isolated from the pellet after Co-IP experiments with Col-0 and a GUN1 overexpression line (GUN1–GFP) (IP) and the respective input RNAs (Input) were amplified by RT–qPCR. Ratios of immunoprecipitated versus input RNA levels are reported relative to the corresponding levels in the first Col-0 replicate, which were set to 1. Mean values $\pm$ SD were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post hoc Tukey's HSD test; * $P < 0.05$ and ** $P < 0.01$) between GUN1–GFP and Col-0 lines are indicated by black asterisks.

(C) Overexpression and purification of a His-tagged GUN1–PS protein in *E. coli*. GUN1–PS encompasses all PPR and SMR motifs (PS) spanning amino acids 232 to 918. Left: SDS–PAGE before (–) and after (+) 20 h of induction at 18°C; middle: western blot of the induced protein with an anti-His antibody; right: SDS–PAGE after purification. W, wash fraction with a buffer containing 20 mM imidazole; E1 and E2, elution fractions with a buffer containing 250 mM imidazole; E3 and E4, elution fractions with a buffer containing 500 mM imidazole.

(D) The GUN1 protein interacts *in vitro* with RNA sequences located in *ndhG* and *trnG*. EMSAs were performed with purified His-tagged GUN1 protein that was produced in *E. coli*. Aliquots (0, 100, 200, 400, and 600 nM) of purified GUN1 protein were incubated with Cy5-labeled single-stranded RNA (ssRNA) probes representing the putative target sequences and an nonspecific ssRNA probe. Binding reactions were performed at 23°C, followed by electrophoresis on non-denaturing TBE polyacrylamide gels at 4°C.

(E) Aliquots (0, 200, and 400 nM) of purified GUN1 protein were incubated with Cy5-labeled ssRNA probes in the presence of increasing concentrations (5 $\times$, 25 $\times$, 50 $\times$; indicated by the light gray triangle) of the same unlabeled ssRNA (specific) or a nonlabeled ssRNA of unrelated sequence (nonspecific) as competitors. Binding reactions were then subjected to electrophoresis on non-denaturing TBE–polyacrylamide gels as performed in **(D)**.

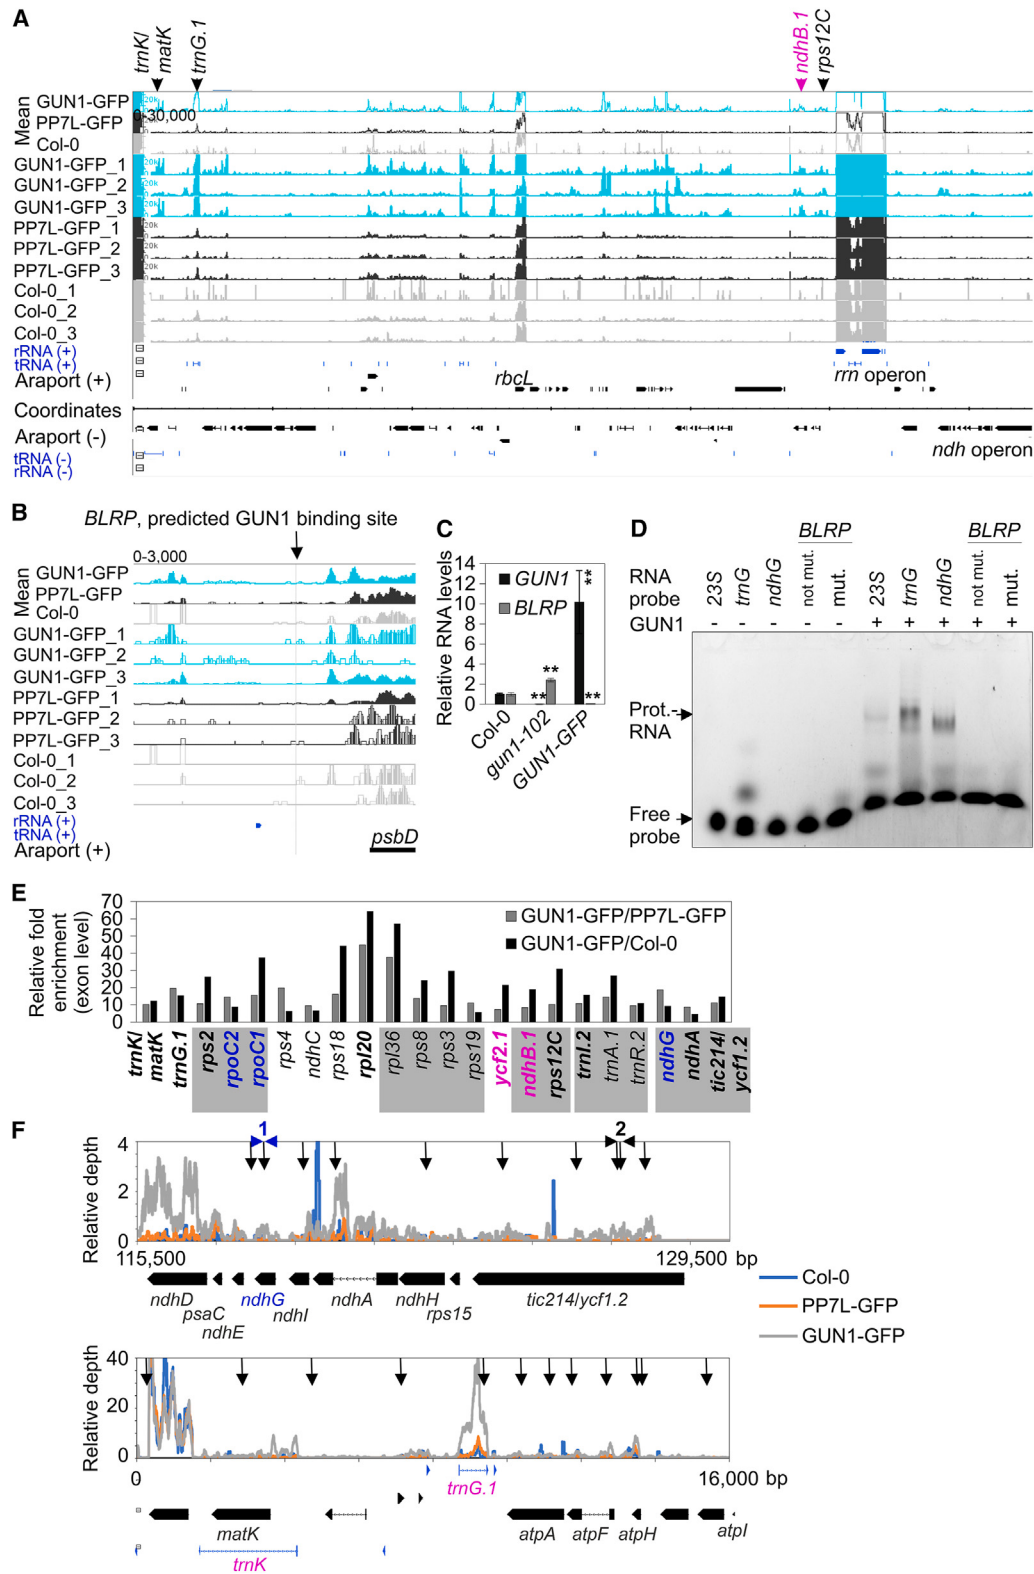

Figure 7. Identification of putative GUN1 targets by RIP-seq analysis.

(A) Libraries were prepared from RNAs co-immunoprecipitated from a GFP-tagged GUN1 line (GUN1-GFP) and, as controls, from a PP7L-GFP line and Col-0 and then sequenced. The experiment was performed with three biological replicates. Coverage plots of reads per kilobase per million (RPKM) values show the accumulation of reads across the chloroplast genome, here shown without inverted repeat B. Vertical arrows indicate examples of

(legend continued on next page)

in cotyledons. This is consistent with the particular accumulation of GUN1 at early stages of cotyledon development (Wu et al., 2018).

“Same genotype, different phenotype” phenomenon

The prevailing view of *gun1* mutants is that adult plants exhibit no noteworthy phenotypes under normal growth conditions, apart from earlier flowering (Wu et al., 2018; Marino et al., 2019). Most inferences related to GUN1 were made when the *gun1* mutant was examined under stressful conditions, in combination with inhibitor treatments, or in conjunction with the creation of double mutants (see the introduction). We observed the appearance of *gun1* seedlings with white (*gun1W*) or marbled (*gun1M*) cotyledons when plants were grown under normal growth conditions and without inhibitor supplementation (see Figure 2). Previous reports also noted the sporadic presence of variegated (observed in *gun1-1* and *gun1-101*; Ruckle et al., 2007) or paler (observed in *gun1-101*; Wu et al., 2018) cotyledons. It is interesting to note that seedlings with the same genotype can exhibit various phenotypes. This phenomenon, described as incomplete penetrance and variable expressivity, is widely discussed in the animal field because of its relevance for diseases (Kingdom and Wright, 2022). Epigenetic modifications and environmental effects are potential factors that could contribute to this phenomenon. Environmental effects on mutants impaired in PGE have been observed, as in the case of *gun1* mutants, which exhibit a defect in cold acclimation (Marino et al., 2019). However, we can exclude a purely environmental cause for the appearance of *gun1W* seedlings, as they were interspersed among green *gun1* seedlings on the same plate. Epigenetic changes, specifically DNA methylation and histone modifications, can affect gene expression without modifying the DNA sequence. Again, these changes can be influenced by environmental factors and can result in distinct phenotypes despite identical genotypes. The *gun1W* seedlings were observed in diverse laboratories with different generations and *gun1* alleles, including complete knockouts (*gun1-101* and *gun1-102*). Therefore, epigenetics is also unlikely to be the primary/sole contributing factor. A comparable scenario to that of *gun1* mutants was described for the *immutants* and *variegated2* mutants. Nevertheless, these mutants exhibited green and white sectors within the same leaf. Discussion of these mutants

revolves around the compensatory mechanisms and the concept of plastid autonomy for both mutants. However, although redundant gene products are suggested to be involved in *variegated2*, they are not implicated in *immutants*. The hypothesis is that the attainment of certain activity thresholds is required for the proper development of chloroplasts (Yu et al., 2007), and this may also apply for the *gun1* mutants. A threshold effect would also explain the sensitivity of *gun1* mutants to LIN, NF (Song et al., 2018; Zhao et al., 2018), and abscisic acid (Cottage et al., 2010) during early seedling development. Recently, a *gun1* molecular phenotype was identified under non-stressful conditions. This phenotype included lower activities of both superoxide dismutase and ascorbate peroxidase and, consequently, higher superoxide anion concentrations and lipid peroxidation compared with the WT, suggesting that GUN1 may protect chloroplasts from oxidative damage (Fortunato et al., 2022). The phenotype could also be influenced by the presence of modifier genes that can suppress or enhance the mutant phenotype, as observed for floral trait variation, which is highly dependent on ecotype (Juenger et al., 2000). In the absence of GUN1, compensatory mechanisms may be activated during seedling development, and the failure of compensation in only a subset of the population is likely dependent on the intensity or specific nature of environmental stresses experienced by the parent plants. This, in turn, may indicate that there are critical thresholds of environmental factors beyond which the compensation is inadequate, leading to phenotypic variability within the population. In addition, GUN1 protein accumulates at the early stages of cotyledon development, and the timing of gene expression during development is known to influence penetrance (Kingdom and Wright, 2022). However, further analysis is needed and may include how stochastic factors—such as segregation of organelle genomes through development and reproduction (Broz et al., 2024)—in conjunction with environmental factors and transgenerational effects contribute to the development of individual phenotypes (Burga and Lehner, 2012).

Functions of GUN1 in plastid transcript maturation

GUN1 was previously suggested to regulate plastid RNA editing during NF treatment of seedlings (Zhao et al., 2019). The proposed mechanism involved the interaction of GUN1 with

regions with higher read accumulation in GUN1–GFP compared with PP7L–GFP and Col-0 and that also contain a match to the predicted GUN1 target code (see Supplemental Tables 4 and 6). The color code is explained in the legend to Figure 5.

(B) Coverage plot of RPKM values across the blue light responsive promoter (*BLRP*) of *psbD* encompassing the predicted GUN1 binding site.

(C) RT–qPCR to determine expression levels of *GUN1* and the *BLRP* region covering the predicted GUN1 binding site. Seedlings were grown under continuous light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 5 days. The results were normalized to *AT4G36800*, which encodes a RUB1-conjugating enzyme (RCE1). Expression values are reported relative to the corresponding transcript levels in Col-0, which were set to 1. Mean values $\pm$ SE were derived from three independent experiments, each performed with three technical replicates per sample. Statistically significant differences (post hoc Tukey’s HSD test; $*P < 0.05$ and $**P < 0.01$) between Col-0 and the transgenic lines are shown.

(D) Under our conditions, the GUN1 protein does not interact *in vitro* with the predicted GUN1 binding site located in the *BLRP*. EMSAs were performed with purified His-tagged GUN1 protein that was produced in *E. coli*. Aliquots (0 and 800 nM) of purified GUN1 protein were incubated with 2 nM Cy5-labeled ssRNA probes representing the putative target sequences and a *BLRP* probe containing 10 mutated sites (mut.). Binding reactions were performed at 23°C, followed by electrophoresis on non-denaturing TBE polyacrylamide gels at 4°C.

(E) Libraries were prepared from RNAs isolated from the Co-IP experiments described in (A). Relative enrichment ratios (calculated at the exon level) of GUN1–GFP relative to Col-0 and GUN1–GFP relative to PP7L–GFP are shown. Gray shading indicates genes located in a polycistron. Transcripts that also contain a match to the predicted GUN1 target code (see Supplemental Tables 4 and 6) are written in bold. The color code is explained in the legend to Figure 5.

(F) Plot of RIP-seq data over two example regions. Relative depth was calculated at each nucleotide (nt) position by relating the number of reads to the total depth of the sequencing output. Black vertical arrows indicate predicted GUN1 RNA-binding sites.

MORF2 and did not require the direct interaction of GUN1 with the target transcript, which was a logical explanation because no *in vivo* RNA-binding function of GUN1 had been demonstrated to date. However, the role of GUN1 in editing and its contribution to GUN signaling have not yet been satisfactorily resolved for several reasons. First, the oeMORF2 *gun* phenotype has been postulated for NF treatment but not LIN treatment. Second, the slight differences in editing performance between Col-0 and *gun1* during NF treatment (see Figure 1) are unlikely to be the trigger for retrograde signaling. Third, editing of relevant sites was more or equally suppressed in oeMORF2 compared with *gun1-9*. One would therefore expect oeMORF2 lines to be even stronger *gun* mutants than *gun1* itself, but this was not the case for both our data and data generated by Zhao et al. (2019) (see Figure 1). Here, it should be noted that our oeMORF2 lines had lower MORF2 mRNA expression levels than those generated by Zhao et al. (2019). However, other studies have also not found any involvement of GUN1 in editing changes in other retrograde signaling processes (Kakizaki et al., 2012; Loudya et al., 2020). Furthermore, GUN1 is classified as a member of the P-type PPR proteins, which rarely have a direct role in editing (Small et al., 2020).

GUN1 is one of the five PPR-SMR chloroplast-located proteins, all of which have essential functions in chloroplast development (see Figure 2; Zhang and Lu, 2019). Interestingly, GUN1 protein is present at very low levels and is barely detectable by proteomic approaches, whereas the other PPR-SMR proteins are particularly abundant compared with most PPR proteins (Liu et al., 2013). This fact, together with the distinct (post) transcriptome of *gun1* mutants (see Figure 3), may be important for the unique function of GUN1 in GUN signaling, as *svr7* and *sot1* mutants are not *gun* mutants (Wu et al., 2016). Interestingly, plastid rRNA accumulation is impaired in mutants of the three proteins SVR7, SOT1, and GUN1. Whereas SOT1 (Wu et al., 2016; Zhou et al., 2017) binds directly to the (precursor) 23S rRNA, this is not clear for SVR7 and is questionable for GUN1 (see Figure 6). Therefore, the defect in rRNA accumulation in the *svr7* mutant and *gun1W* and *gun1M* seedlings may be a secondary effect. However, the primary function of SVR7 is to ensure correct expression of the ATP synthase (Zoschke et al., 2013). For SOT1, specifically its function in rRNA maturation has been investigated, and it has been shown that the SMR domain has endonuclease activity (Wu et al., 2016; Zhou et al., 2017), but other targets are, to date, unknown. Interestingly, in contrast to those in the *gun1* mutant, the plastid transcripts of protein-coding genes (except *ndhA*) in *sot1* tend to be slightly upregulated (Yan et al., 2019), whereas the *gun1* (post)transcriptome is greatly affected, and we identified a plethora of enriched RNA sites in our RIP-seq experiment (see Figure 7).

The significantly reduced plastid rRNA levels (Scharff and Bock, 2014) would be sufficient to explain the *gun1W* phenotype, although this reduction is likely to be a secondary effect. The determination of theoretical targets of GUN1 on the basis of its PPR code and enriched targets by RIP-seq analysis suggests that *ycf1.2*, *ycf2*, *rps2*, *rps12C* and *rpl20*, *rpoC1* and *rpoC2*, *ndhB*, *ndhA* and *ndhG*, *matK*, and tRNAs such as *trnK*, *trnG.1*, and *trnL.2* are putative targets. Moreover, EMSA analysis suggests *in vitro* binding of GUN1 to two of these targets, *ndhG*

How the deposited data were processed for this re-analysis (not part of the article)

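RNA of 4-day-old seedlings was measured in 12 libraries, 3 each of Col-0, *gun1W*, *gun1M* and *gun1G*. The libraries were prepared after rRNA depletion, so that they hold nuclear, plastid and mitochondrial transcripts. Each library was mapped to its group by the names of the columns, and all 12 columns were used.

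The authors deposited TPM per transcript, which Salmon gave with the *Arabidopsis* transcriptome AtRTD3, and a second table with the TPM of the plastid transcripts on the same scale. The deposited notes name Trimmomatic, FastQC, STAR, Salmon and TAIR10 and state no versions. The authors called plastid genes with STAR, featureCounts and DESeq2, and nuclear genes with 3D RNA-Seq as in an earlier study. Counts of reads were not among the deposited values, and the TPM of a library sums to 1000000, so the depth per library, and the error that counting adds to a low value, are unknown.

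From the deposited TPM, values were summed over the transcripts of a gene model. Names that join 2 or more gene models (chimeras) were kept as models of their own. The tested gene models were 17675 nuclear ones, 83 mitochondrial ones, 402 chimeras and 213 without a name in the reference, with a TPM of at least 1 in at least 3 libraries. Each library was multiplied by a factor from the median log2 ratio to the mean of all libraries over nuclear genes with a TPM of at least 1 in all of them. The log2 of scaled TPM + 1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with a trend), with all 12 libraries in 1 fit and the group as the only term. A value of 1 was added before the log. p-values were adjusted after Benjamini and Hochberg, and genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. *gun1W*, *gun1M* and *gun1G* were compared with Col-0 and with each other. The 97 plastid gene models with a value above 0 in at least 3 libraries were fitted alone with the same factors, and called at an adjusted p under 0.05. Of them, 77 encode proteins, 5 are tRNA precursors, 3 rRNA and 12 chimeras. Shares of TPM were compared with exact permutation tests.

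Gene lists were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, against the other tested genes. The nuclear lists were LHC, nuclear photosystem subunits, carbon fixation, tetrapyrrole synthesis, carotenoid synthesis, plastid transcription factors, nuclear plastid ribosomal proteins, MORF, plastid chaperones and proteases, mitochondrial retrograde response, heat shock, anthocyanin synthesis, seed storage, seed oil, sugar starvation, clock, salicylic acid, jasmonate, root and hypocotyl markers, shoot meristem markers and retrograde regulators. The plastid lists were PEP, PEP and NEP, NEP, the *rpoA* polycistron, *ycf1.2* to *ndhD*, the 16 transcripts, the RIP-enriched transcripts, those of them with a predicted site, plastid rRNA and inverted repeat B. Of the genes of the nuclear lists, 298 had the same symbol in the reference, 18 had no symbol there and were kept, and 11 with another symbol and 1 absent from the reference were left out.

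Nuclear genes named in the text follow a rule written before the data were examined. It takes the 6 largest increases and the 6 largest decreases among the calls of each comparison with Col-0, where all 3 libraries lie beyond all 3 Col-0 libraries and the mean TPM is at least 5 in the higher group, and single nuclear gene models only. It also takes the genes that the paper names, and up to 4 members of each nuclear list with the smallest adjusted p in *gun1W*. The values in Supplemental Tables 1 and 2 of the paper had been seen before the rule was written. AT3G06365, *CLPC1* and the mitochondrial genes were named after their values were seen.

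The fit was tested on simulated data with known changes for *gun1W* against Col-0. The simulated libraries had the means of Col-0 and the spread within the 4 groups. The changed genes and plastid transcripts were drawn only among those with higher values in Col-0, so recovery at low values was not measured. Recovery was scored without the 2-fold threshold, which was applied to the unchanged genes. At an adjusted p under 0.05 and in the right direction, it recovered 100, 90.9 and 60.6% of 33 genes each at log2 changes of −2, −1.5 and −1, 90.9% of 33 genes at 2, and 88.2 and 64.7% of 34 genes each at 1.5 and 1, and called 0.048% of 16660 unchanged genes. For plastid transcripts it recovered 82.5% of 40 at −2 and called 1.75% of 57 unchanged ones. The shared Col-0 libraries were allowed for in the correlations by simulating unchanged groups against them, 20 times. The match of predicted sites used the reference plastid genome, and plastid-like nuclear gene models were found with BLAST 2.17.0. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

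Other choices were tried 1 at a time: other values added before the log, other filters, TPM as deposited, nuclear genes summed to the same total, quantile normalization, only the groups compared, the replicate number as a block, library weights, no fold threshold, chimeras left out, and each library left out in turn. For plastid transcripts, values as deposited, the share of the plastid total, the plastid genes of the transcript table and inverted repeat B left out were tried too. Added after the data had been seen were the log2 share of AT3G06365 as a covariate, and mitochondrial and plastid-like nuclear gene models left out. The RIP-seq, northern, RT-qPCR and editing data of the paper were not part of the analysed values.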

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

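All tests on the mitochondrial transcripts below were chosen after that result had been seen. The tests of the other 2 patterns were written down before the results they measure had been seen. The written rules of the seed and clock tests did not hold the spread between libraries that is used below. The lists of heat shock, mitochondrial retrograde, anthocyanin and jasmonate genes, and the mitochondrial gene models, were marked because the paper does not report on them and because of their change. For the lists, at least as many measured genes were called higher as not, and camera's adjusted p was under 0.05 at the preset correlation. The mitochondrial gene models had a median above Col-0 and a camera p under 0.05 with an estimated correlation.

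Most mitochondrial transcripts were higher in white cotyledons, and many in marbled ones, but ATMG00280 was lower in *gun1W* (18.5 to 19.0% of TPM in Col-0, 3.57 to 5.64% in *gun1W*), so that the mitochondrial share of TPM fell from 21.2 to 14.2%. The log2 fold change of ATMG00280 in *gun1W* was −3.19, beside −3.14 for plastid *rbcL*. Whether plastid reads were counted in ATMG00280 was not tested, so the fall of the share may not be mitochondrial. Of 83 mitochondrial gene models, 51 were called higher in *gun1W* (median log2 fold change 1.16, camera p = 8.5e-20, 0.00184 with an estimated correlation) and 28 in *gun1M* (median 0.82, 0.00847 with an estimated correlation), and 1 in *gun1G* (median 0.04), and 46 in *gun1W* against *gun1G*. The tables argue against library scaling (at least 38 were called higher under each other scaling), residual rRNA (50 stayed with the share of AT3G06365 as a covariate) and a single *gun1W* library (at least 46 were called higher without each) as the whole of it. A link to the state of the cotyledon, which differs between *gun1W* and *gun1G* of the same genotype and age, stays a hypothesis.

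In the mitochondrial retrograde list, the median log2 fold change was 2.34 in *gun1W* and 1.76 in *gun1M*, in the heat shock list 3.42 and 2.75, in the anthocyanin list 1.14 in *gun1W*, and in the jasmonate list 1.31 in *gun1W*, 2.09 in *gun1M* and 1.896 in *gun1G*.

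*gun1M* had 2385 changed genes and *gun1W* 2177 (2400 and 7093 in TPM as deposited, 1812 and 2368 with the share of AT3G06365 as a covariate), while the plastid transcripts of *gun1M* lay nearer to Col-0. If *gun1M* were a mixture of *gun1W*-like and *gun1G*-like tissue, both kinds of transcript would give the same weight of *gun1W*. The median weight was 0.664 over 835 nuclear genes and 0.351 over 68 plastid transcripts, a difference of 0.313 that argues against a mixture of whole cells (0.330, 0.298 and 0.225 in the 3 libraries). The nuclear weight was 0.621 over the 483 genes higher in *gun1W* than in *gun1G* (0.461, 0.583 and 0.657 by library). Over the 352 lower ones it was 0.721 (0.715, 0.754 and 0.722). Each lay above the plastid weight of the same library (0.230, 0.358 and 0.468). The nuclear genes thus gave no common weight, and the size of the difference is uncertain. Only 0.538% of 372 genes called between *gun1M* and *gun1G*, 2 in number, lay beyond both groups in both tests, as a mixture would give, but that test had little power with 26 calls between *gun1M* and *gun1W*, and by their means alone 117 (31.5%) lay beyond both. Replicate 3 alone was not the source, since 2762 genes were called without it.

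Nuclear genes changed in *gun1W* could come from a delay of development, since white seedlings may grow more slowly. The seed lists had a median of 0.307 over 17 genes, which is about the spread between libraries (0.301). The rule as first written counted a median below 0.5 against a delay, without regard to the spread. The median lies below 0.5 by less than this spread, so the test leaves a delay open. Another time of harvest could move clock genes, and morning genes lay 0.392 above evening genes in *gun1W* (SD between libraries 0.226), with 0.951 in *gun1M* and 0.451 in *gun1G*. The first rule counted a difference within 0.5 against another time of harvest, again without the spread. In *gun1W* the difference lies within 0.5 by less than its spread, which leaves this open too. For *gun1W*, the tables argue against residual rRNA, since 97.6% of the calls stayed with the share of AT3G06365 as a covariate. Of the calls against Col-0, 70.1% stayed in *gun1M* and 33.0% in *gun1G*, so residual rRNA is left open for *gun1G*. The state of the white cotyledon itself stays open, as untested.

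Among the splits of the 6 libraries of each comparison, the real split gave 2177, 2385 and 840 calls against Col-0 where the highest other gave 0, 1 and 0, and 919 and 372 against *gun1G* where the highest other gave 1 and 2. For plastid transcripts it gave 77, 35 and 2 where the highest other gave 0, 0 and 0. The 10 splits, of which 1 (the real one) was as large, are too few for a share under 0.05.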

How the results depend on the processing

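The alternatives were set before the data were examined, except the share of AT3G06365 as a covariate and the left-out plastid-like and mitochondrial gene models, which were chosen after seeing the data. A count was taken as kept within 1.5 times of the result, and a plastid list median or plastid share within the SD between libraries. Single genes and nuclear list medians were kept on the same side of the threshold, with no reversal of a called direction. Of the values compared for the results that answer a conclusion of the paper, 739 were kept, 152 moved, 12 lost and 1 gained a call and 3 reversed. For the others, among them single genes and most list medians, 5284 were kept, 44 moved, 100 lost and 122 gained a call and 28 reversed. Leaving out chimeras, no filter on low values, a TPM of at least 5 and quantile normalization changed no count of the comparisons by over 1.5 times. The depth is unknown, so the error of a low value is too. Where a direction reversed, the cause was not tested, except that a share of the plastid total cannot fall for all plastid transcripts at once. Where a library was left out, its group kept 2 libraries and all groups shared the spread.

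With 0.1 added before the log, 1193 genes were lower in *gun1W* (791 in the result) and 560 lower than in *gun1G* (357); 609 were higher in both *gun1W* and *gun1G* (390), 680 in both *gun1M* and *gun1G* (442) and 588 in all 3 (376); of the LHC genes, 2 were higher in *gun1W* and 1 in *gun1G*. With 5 added, 669 were higher and 310 lower in *gun1W*, 636 and 374 in *gun1M*, 200 and 125 in *gun1G*, 271 and 145 in *gun1W* against *gun1G*, and 107 and 32 in *gun1M* against *gun1G*; of the LHC genes 0 were higher in *gun1W* and 1 in *gun1M*; 2 plastid transcripts were lower in *gun1G*, 2 of them by at least 2-fold. With a value of at least 5, 2 plastid transcripts were lower in *gun1G*, 2 of them by at least 2-fold.

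In TPM as deposited, 6921 genes were higher and 172 lower in *gun1W*, 529 lower in *gun1M*, 170 lower in *gun1G*, 6175 higher and 79 lower in *gun1W* against *gun1G*, and 45 lower in *gun1M* against *gun1G*. The shared higher genes of *gun1W* and *gun1M* were 1834, and the shared lower ones 140, 53 with *gun1G* in *gun1W*, 115 in *gun1M* and 52 in all 3. Of the LHC genes, 4 were higher and 0 lower in *gun1W*. Medians reversed to 0.26 (LHC), 0.13 (photosystem) and 0.95 (carbon fixation) in *gun1W*, and against *gun1G* to 0.21 (LHC), 0.0254 (photosystem), 0.53 (carbon fixation), 0.74 (ribosomal proteins) and 0.49 (sugar starvation), and for ribosomal proteins in *gun1M* against *gun1G* to 0.0111. *GUN1* stood at 0.54 in *gun1W*, −0.41 in *gun1M* and −0.77 in *gun1G*. With nuclear genes summed to the same total, 510 were lower in *gun1W*, 653 in *gun1M* and 133 in *gun1G*, and 4 LHC genes were higher in *gun1W* and 2 in *gun1G*.

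With only the 2 groups compared, 83 genes were higher and 39 lower in *gun1M* against *gun1G*; of plastid transcripts, 0 were lower and 0 higher in *gun1G* (0 by at least 2-fold), and 7 were higher in *gun1G* than in *gun1M*. With library weights, 224 were lower in *gun1M* against *gun1G*. Without a fold threshold, 2782 were higher and 2299 lower in *gun1W*, 2824 and 2506 in *gun1M*, 1057 and 666 in *gun1G*, 1316 and 1086 in *gun1W* against *gun1G*, and 471 and 293 in *gun1M* against *gun1G*. With the share of AT3G06365 as a covariate, 633 were lower in *gun1M*, 277 higher and 68 lower in *gun1G*, 651 lower in *gun1W* against *gun1G* and 258 lower in *gun1M* against *gun1G*; 2 LHC genes were higher in *gun1W* and 2 in *gun1M*, 10 plastid transcripts were lower by at least 2-fold in *gun1M*, and the plastid rRNA median in *gun1G* reversed to 0.0281.

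In values as deposited, 9 plastid transcripts were higher in *gun1W*, 11 lower (7 by at least 2-fold) in *gun1M*, 2 lower (2 by at least 2-fold) and 2 higher in *gun1G*, and 8 higher in *gun1G* than in *gun1M*. In *gun1W*, the medians were −2.01 (PEP), −1.37 (PEP and NEP) and 0.71 (NEP, with 1 lower), 8 RIP-enriched and 4 with a site were lower, and *rpoC2* (1.03), *rpoC1* (0.78) and *ycf2.1* (0.65) reversed. As a share of the plastid total, 13 were lower, 33 higher and 6 lower by at least 2-fold in *gun1W*, 7, 20 and 4 in *gun1M*, and 2 higher in *gun1G*; 14 had means in order, 8 were higher in *gun1M* than in *gun1W* and 4 in *gun1G* than in *gun1M*. By list in *gun1W*, lower and median were 5 and −0.29 (PEP), 1 and 0.33 (PEP and NEP), 0 and 2.43 (NEP), 0 and 0.33 (*ycf1.2* to *ndhD*), 1 and 1.23 (RIP-enriched), 0 and 1.45 (with a site), 1 and 1.07 (inverted repeat B), and 0 lower for rRNA. The median alone was 0.17 for the *rpoA* polycistron and 0.46 for the list of Supplemental Figure 7A. Reversed genes were *rpoC2* (2.74), *rpoC1* (2.50), *accD* (1.36), *rpl33* (1.79), *rpl20* (1.45), *rpoA* (0.52), *ycf2.1* (2.36), *ndhD* (1.19), *ndhG* (0.0878) and *ycf1.2* (0.33). With inverted repeat B left out, 0 were lower in *gun1G*, 0 by at least 2-fold.

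Libraries with the same replicate number did not deviate together: the 18 pairs had a mean correlation of −0.00394, 4 of them over 0.1, and 4 of 12 libraries correlated best with their own number. With the replicate block, 15 plastid transcripts were lower and 7 higher in *gun1M*, 2 lower (2 by at least 2-fold) in *gun1G* and 10 higher in *gun1G* than in *gun1M*; it changed no other count by over 1.5 times.

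Leaving out 1 library at a time gave these ranges: genes lower in *gun1M* 598 to 1314; in *gun1G* 299 to 541 higher and 73 to 294 lower; in *gun1M* against *gun1G* 118 to 337 higher and 52 to 204 lower; LHC genes higher 1 to 3 in *gun1W* and 0 to 1 in *gun1G*; *GUN1* −0.62 to −0.32 in *gun1W*, −0.83 to −0.55 in *gun1M* and −0.93 to −0.66 in *gun1G*; plastid transcripts higher 0 to 1 in *gun1W*, lower 12 to 30 (9 to 22 by at least 2-fold) and higher 4 to 17 in *gun1M*, higher 0 to 1 in *gun1G*, and 5 to 20 higher in *gun1G* than in *gun1M*; the median of PEP and NEP in *gun1W* −2.55 to −1.94, and 5 to 9 of the transcripts with a site lower.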

Differences from the paper's values

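For nuclear genes the paper states a change of over 2-fold and P < 0.05, with 3D RNA-Seq as in an earlier study, and here at least 2-fold and an adjusted p under 0.05 were required. For plastid genes the paper states an adjusted p under 0.05 and at least 2-fold; the counts from Supplemental Table 2 below were taken at the adjusted p alone on both sides. The settings named below were set before the data were examined, except the share of AT3G06365 as a covariate.

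Of genes changed in *gun1W*, the paper reports 3349 and the tests here 2177. With a value of 0.1 added before the log the number was 3002, with nuclear genes summed to the same total 2415, with library weights 2449, without Col-0 replicate 2 2299 without *gun1W* replicate 1 2543, and with the share of AT3G06365 as a covariate 2368, within 1.5 times of the paper's; the others were not. Of the lower genes, the paper reports 1637 and 791 were found, with 1193 at 0.1 and 2299 without a fold threshold within that range and all others outside it.

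In *gun1M*, about 1500 lower genes in Fig. 2C, read by eye, stand against 982. The settings with 0.1 added (1458), quantile normalization (1058), library weights (1049), without Col-0 replicate 2 (1109) and without *gun1M* replicate 3 (1314) came within the range. Of genes lower in both *gun1W* and *gun1M*, about 1000 in Fig. 2D, read by eye, stand against 558, and 0.1 added gave 761; TPM as deposited and a TPM of at least 5 did not.

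For plastid transcripts, the paper counted reads per gene and tested with DESeq2, and Supplemental Table 2 gives these values. The median log2 fold change of the PEP genes in *gun1W* was −3.27 there and −3.05 here; it was within the spread without Col-0 replicate 3 (−3.13) and without *gun1W* replicate 3 (−3.11). For *ycf1.2* to *ndhD* it was −2.07 there and −2.39 here, and −2.27 with 5 added, −1.997 without Col-0 replicate 3 and −2.06 without *gun1W* replicate 3 came within it. At an adjusted p under 0.05, 6 were higher in *gun1W* in that table and 0 here; values as deposited gave 9. In *gun1M*, 43 were lower there and 24 here (30 without *gun1M* replicate 3), and 34 were higher there and 11 here, under no setting within 1.5 times. In *gun1G*, 6 were lower and 7 higher there, against 1 and 1 here; values as deposited gave 2 and 2, and no setting came within 1.5 times.

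In *gun1G*, the median of the PEP genes was −0.0596 in that table and 0.0438 here, with no setting on its side by that margin. The NEP genes had 0.0347 there and −0.0332 here, and 0.01 in values as deposited, 0.08 without Col-0 replicate 3 and 0.11 without *gun1G* replicate 1. The *rpoA* polycistron had −0.0152 there and 0.0581 here, and −0.0186 as a share of the plastid total, −0.19 without Col-0 replicate 2 and −0.02 without *gun1G* replicate 2.

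The paper describes a number of changed genes that follows the severity of the phenotype, while here *gun1M* had 2385 changed genes and *gun1W* 2177. The paper's order was found in TPM as deposited (7093 in *gun1W*, 2400 in *gun1M* and 613 in *gun1G*) and with the share of AT3G06365 as a covariate (2368, 1812 and 345). It lists *rpl33* and *rpl36* as reduced in *gun1W*, and they were not called here; *rpl33* was called without Col-0 replicate 3. It describes a mild decrease of *LHC* transcripts in *gun1W* in its text, while the heat map of Fig. 2E shows most of them in the colour of increase; here 17 of 21 lay below Col-0 and 4 above, and in TPM as deposited the median was 0.26. *LHCB7*, in the colour of decrease there, had 1.00. Supplemental Table 4 marks 32 sites with the stricter code and 31 were found here, since the site in *rpoB* on the minus strand from 24215 to 24225 (AAGGUCCUGAA) does not match that code.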

Other observations

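The site test below was written down before its result had been seen, its bootstrap interval was added after, and the plastid-like nuclear gene models and the single mitochondrial genes were examined after the data had been seen.

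Transcripts enriched with GUN1 in the paper's RIP-seq were lower in white cotyledons in part, and at the median by less than plastid transcripts as a whole. The list follows Supplemental Table 6 and has 24 transcripts where the paper counts 22, since *trnK* and *matK*, joined there, are split and *ycf1.1*, marked there as part of *ycf1.2*, is kept. Of the 24, 22 were measured, and 15 were lower in *gun1W* than in Col-0 (14 adjusted over the list alone), with a median log2 fold change of −1.43 relative to nuclear transcripts, which was −0.48 with 8 lower in values as deposited and 1.23, above Col-0, as a share of the plastid total. Without *gun1W* replicate 3, 11 were lower. Of all 97 plastid gene models, 77 were lower in *gun1W*, with a median of −2.36. Against the other plastid transcripts, camera gave an adjusted p of 0.202 in *gun1W*, in the direction of a smaller fall. In *gun1M*, 3 were lower and 6 higher (5 and 6 adjusted over the list alone), with a median of −0.49, and in *gun1G* none was called (median −0.05). Of the 13 measured transcripts with a predicted site, 8 were lower in *gun1W* (6 adjusted over the list alone), with a median of −1.31.

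A hypothesis was that plastid genes with a predicted site of GUN1 on their sense strand would lose more transcript in *gun1W* than genes without. The test took the stricter code AABBYGBYGAH. The 9 gene models with such a site had a median log2 fold change of −2.18 and the 74 without of −2.48. The 9 hold both copies of the *rrn23S* gene, which the test treated as independent, and the 74 include models with a site of the least stringent code only. The 74 also include *ndhG* and *rpoC2*, whose stricter sites lie on the other strand. *ndhE* and *ndhI*, whose stricter sites lie outside the genes, are among the 74 too. The test therefore does not cover all targets that the paper proposes. With any site of that code, 21 models had a median of −2.45, against −2.47 in those without. A permutation test gave a 1-sided p of 0.768 and a 2-sided p of 0.437 (100000 permutations), and the difference of 0.307 had a 95% bootstrap interval from −1.23 to 2.03 (10000 resamples), which includes a lower median with a site. The rule as first written counted a p of 0.05 or more against the hypothesis. With 9 gene models and so wide an interval that bound was wrong, so the test leaves the hypothesis open.

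Plastid rRNA, which was depleted from the libraries, had 2 of 4 genes measured, and both were lower in *gun1W* (median −4.05), with a median of −2.59 in *gun1M* and −1.25 in *gun1G*. In *gun1G* neither was called (adjusted p = 0.597 for *rrn16S.1* and 0.679 for *rrn23S.1* from limma). With the share of AT3G06365 as a covariate the *gun1G* median lay above Col-0. In *gun1M*, *rrn23S.1* was not called (adjusted p = 0.077 from limma). Of the 18 copies in inverted repeat B, 4 were measured and 2 were lower in *gun1W* (median −1.68). Of 17664 nuclear gene spans, 47 had a match to the plastid genome and 7 matched over at least 50% of their length. Of these 7, AT2G07732 was lower in *gun1W*, from a scaled TPM of 62093 to 6368, AT2G07739 was higher, and the median was −0.20. The longest match of AT2G07732 was to *rbcL* (573 bp at 96.9% identity), and its log2 fold change in *gun1W* was −3.28, beside −3.14 for *rbcL*. Whether reads of *rbcL* were counted in AT2G07732 was not tested. Among mitochondrial transcripts, ATMG00280 fell from 235884 in Col-0 to 25975 in *gun1W*, and ATMG01360 rose from 889 to 2996. A test of reads shared between mitochondrial and plastid copies, written after the fall of ATMG00280 had been seen, was dropped before it was run, since the reference gives no positions for these gene names.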
